# The collateral activity of RfxCas13d can induce lethality in a RfxCas13d knock-in mouse model

**DOI:** 10.1186/s13059-023-02860-w

**Published:** 2023-02-01

**Authors:** Yunfei Li, Junjie Xu, Xuefei Guo, Zhiwei Li, Lili Cao, Shengde Liu, Ying Guo, Guodong Wang, Yujie Luo, Zeming Zhang, Xuemei Wei, Yingchi Zhao, Tongtong Liu, Xiao Wang, Huawei Xia, Ming Kuang, Qirui Guo, Junhong Li, Luoying Chen, Yibing Wang, Qi Li, Fengchao Wang, Qinghua Liu, Fuping You

**Keywords:** RfxCas13d, Collateral activity, Death of mice, 28s rRNA cleavage

## Abstract

**Background:**

The CRISPR-Cas13 system is an RNA-guided RNA-targeting system and has been widely used in transcriptome engineering with potentially important clinical applications. However, it is still controversial whether Cas13 exhibits collateral activity in mammalian cells.

**Results:**

Here, we find that knocking down gene expression using RfxCas13d in the adult brain neurons caused death of mice, which may result from the collateral activity of RfxCas13d rather than the loss of target gene function or off-target effects. Mechanistically, we show that RfxCas13d exhibits collateral activity in mammalian cells, which is positively correlated with the abundance of target RNA. The collateral activity of RfxCas13d could cleave 28s rRNA into two fragments, leading to translation attenuation and activation of the ZAKα-JNK/p38-immediate early gene pathway.

**Conclusions:**

These findings provide new mechanistic insights into the collateral activity of RfxCas13d in mammalian cells and warn that the biosafety of the CRISPR-Cas13 system needs further evaluation before application to clinical treatments.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-02860-w.

## Background

Clustered regularly interspaced short palindromic repeats (CRISPR) and accompanying CRISPR-associated (Cas) proteins constitute the adaptive CRISPR-Cas immune system in bacteria and archaea, which protects the bacteria from invaders, including phages and mobile genetic elements. The defense process can be divided into three stages: Adaptation, incorporation of foreign DNA fragments into CRISPR array as spacers; CRISPR RNA (crRNA) biogenesis, CRISPR array is transcribed into a long precursor crRNA (pre-crRNA), and then processed into mature crRNAs; Interference, Cas effector proteins, under the guidance of crRNAs, specifically recognize and cleave foreign genetic elements. The rapid evolutionary arms race between bacteria and mobile genetic elements has greatly enriched CRISPR-Cas systems, which have been harnessed for various research and therapeutic applications. According to the structure and function of Cas effector proteins, CRISPR-Cas systems can be categorized into two classes, which are further subdivided into six types (types I–VI). Class 1 effectors comprise of multiple subunits, including type I, III, and IV, while class 2 effectors are single large proteins, including type II, V, and VI [1]. Due to their simplicity, Class 2 CRISPR-Cas systems have been widely developed as genome editing and transcriptional regulating tools, such as DNA-targeting Cas9 and Cas12, RNA-targeting Cas13.

Cas13 was originally found by mining microbial genome sequencing data using the highly conserved adaption protein Cas1 as the anchor [2]. Protein sequence alignments revealed that Cas13 contains two higher eukaryotes and prokaryotes nucleotide-binding (HEPN) domains and is predicted to possess ribonuclease (RNase) activity [2]. It was confirmed by subsequent experiments that the Cas13-crRNA complex recognizes and cleaves the target RNA via base pairing between the crRNA and the target RNA [3]. Once the Cas13-crRNA complex binds to the target RNA, it forms an active ternary ribonucleoprotein (RNP) complex. This ternary RNP complex undergoes conformational changes which trigger the two HEPN domains to come close proximity to each other and form a composite RNase active site that is exposed on the surface of the complex [4, 5]. This RNase activity not only specifically cleaves the target RNA, but also promiscuously cleaves bystander RNAs (known as collateral activity) [4–6]. Cas13 exhibits obvious collateral activity in bacteria and in vitro, which thus has been ingeniously developed as a molecular diagnostic tool [7–9]. However, this collateral activity has not been detected in mammals. Theoretically, compared with Cas9-mediated gene knockout technology, Cas13 can accurately distinguish different transcripts of the same gene, and then study their function individually. And Cas13-mediated gene silencing does not change genomic DNA, so this gene silencing is reversible and considered safer than Cas9, which has advantages over Cas9 in the treatment of some acquired diseases. Moreover, accumulating evidence over the past decade highlights that noncoding RNAs play essential roles in various cellular processes [10]. Cas13 is more suitable for noncoding RNA research than Cas9.

Currently, there are six subtypes identified in the Cas13 family, including Cas13a, Cas13b, Cas13c, Cas13d, Cas13X, and Cas13Y [2, 7, 11–14]. Since their discovery, Cas13 subtypes, such as LwaCas13a, PspCas13b, RfxCas13d, and Cas13X.1, have been widely used in knockdown experiments in mammalian cells, exhibiting higher efficiency and specificity than traditional RNA interference, and no detected collateral activity [3, 7, 12, 14]. Among these Cas13 subtypes, due to its advantages in efficiency and size, RfxCas13d was applied in mammals via adeno-associated virus (AAV) delivery, with no side effects reported [15–17]. But several research groups have different opinions about the collateral activity of Cas13. Kang group first reported that the collateral activity of LwaCas13a occurred in U87 cells, non-specifically cleaving non-target RNAs, leading to cell death [18]. Later, they and collaborators reported that this phenomenon also existed in HepG2, AT2, B16F10, and GL261 cells [19, 20]. Following their work, Gootenberg and Abudayyeh group reported that collateral activity was detected in U87 cells for LwaCas13a, PspCas13b, and RfxCas13d, and in HepG2 and mES cells for RfxCas13d [21]. Yang group claimed that LwaCas13a, RfxCas13d, and Cas13X.1 exhibited collateral activity when targeting transiently overexpressing mCherry, but not endogenous genes in HEK293T cells [14]. However, these studies did not figure out what effects the collateral activity of Cas13 has on mammalian cells. Therefore, it is still controversial whether the collateral activity of Cas13 exists in mammalian cells. More importantly, the safety of applying Cas13 to treatment needs to be carefully evaluated in animal models.

More recently, several studies reported that Cas13 exhibited collateral effects in mammalian cells, including one that further reported the lethality of Cas13 in mice [22–25]. In line with those recent studies, we found that mice died when using RfxCas13d to knock down genes in brain neurons. RfxCas13d-mediated lethality may result from the collateral activity of RfxCas13d instead of the loss of target gene function or off-target effects. And we confirmed that RfxCas13d exhibited collateral activity in mammalian cells, which is positively correlated with the abundance of target RNA. Furthermore, we found that the collateral activity of RfxCas13d cleaved 28s rRNA into two fragments, leading to translation attenuation and activation of the ZAKα-JNK/p38-immediate early gene (IEG) pathway.

## Results

### Mice died when knocking down Sik3-S in neurons using RfxCas13d

A recent study identified a *Sleepy (Sik3*^*Slp/+*^*)* mouse strain, which carries a mutation in the gene encoding salt-inducible kinase 3 (SIK3), a member of the AMP-activated protein kinase (AMPK) family [26]. The *Sleepy (Sik3*^*Slp/+*^*)* mice exhibit over 4 h increase in daily non-rapid eye movement sleep (NREMS) time and constitutively elevated NREMS delta power relative to wild-type (WT) littermates [26]. Interestingly, the *Sik3* gene encodes multiple transcripts due to alternative splicing. And our recent study identified a new *Sik3-S* transcript encoding ~72 kDa short isoform of SIK3 (SIK3-S) [27, 28] (Additional file 1: Fig. S1a). To investigate the role of SIK3-S in sleep regulation, RfxCas13d was leveraged to specifically knock down *Sik3-S* by taking advantage of its ability to distinguish different transcripts of the same gene (Fig. 1a). We designed eight crRNAs targeting *Sik3-S* and examined their knockdown efficiency in mouse neuroblastoma N2a cells through RT-qPCR (Additional file 1: Fig. S1b). Our results showed that, in collaboration with RfxCas13d, all eight crRNAs, especially crRNA 1 and 8, caused significant knockdown of *Sik3-S* expression (Fig. 1b). Transcriptome analysis revealed that *Sik3* was downregulated while most of the other genes remained unchanged when RfxCas13d was co-transfected with *Sik3-S* crRNA 1 or 8, compared with non-targeting (NT) crRNA (Fig. 1c and Additional file 2: Table S1).

**Fig. 1:**
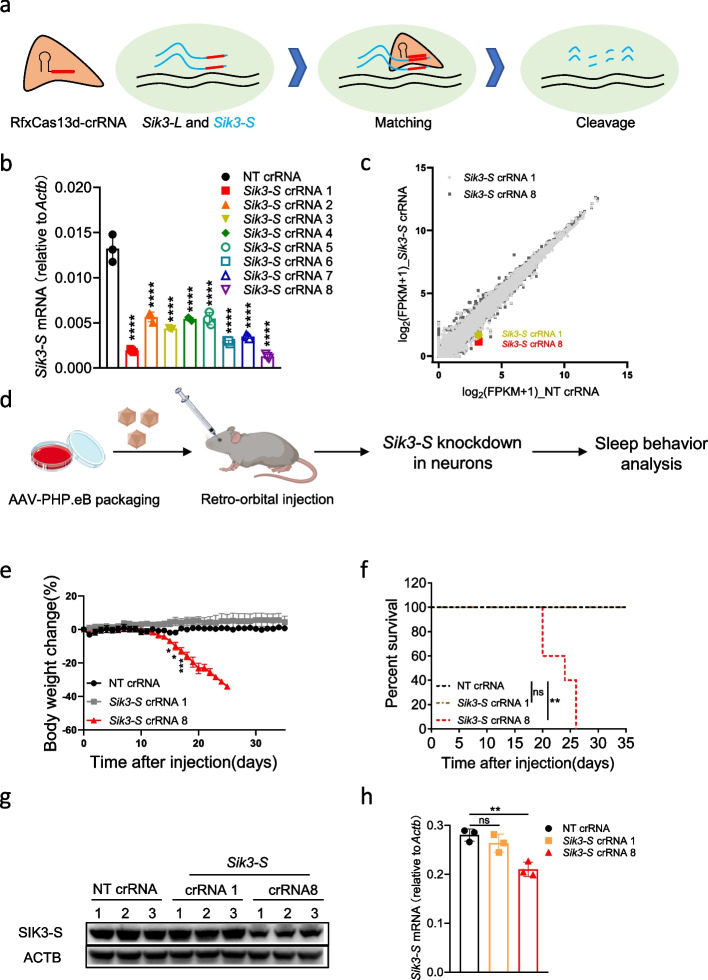
Mice died when knocking down *Sik3-S* in neurons using RfxCas13d. **a** Schematic illustration of RfxCas13d-mediated specifically knockdown of *Sik3-S* not *Sik3-L* mRNA. *Sik3-L*: a transcript encoding a long isoform of SIK3. **b** RT-qPCR to measure the knockdown efficiency of *Sik3-S* crRNAs (*n*=3). **c** Transcriptome analysis in N2a cells 48 h post-transfection of plasmids encoding RfxCas13d and *Sik3-S* crRNAs (*n*=3) or NT crRNA (*n*=3). **d** Workflow of knocking down *Sik3-S* in the adult mouse brain neurons. **e** Body weight change curve of ^LSL^RfxCas13d^fl/fl^ mice after injection of AAV-PHP.eB carrying *Sik3-S* crRNAs (*n*=5) or NT crRNA (*n*=5). **f** Survival curve of ^LSL^RfxCas13d^fl/fl^ mice after injection of AAV-PHP.eB carrying *Sik3-S* crRNAs (*n*=5) or NT crRNA (*n*=5). **g**, **h** Western blot and RT-qPCR to measure SIK-S/*Sik3-S* expression level in brain lysates of ^LSL^RfxCas13d^fl/fl^ mice injected with AAV-PHP.eB carrying *Sik3-S* crRNAs (*n*=3) or NT crRNA (*n*=3) at 20 dpi. **b**, **h** One-way ANOVA with Dunn’s multiple comparisons test. **e** Two-tail unpaired *t* test. **f** Log-rank test. Significance levels are noted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 or ns (*P* > 0.05). All values are presented as mean ± SEM

To knock down *Sik3-S* expression in the adult brain neurons, we generated the ^LSL^RfxCas13d^fl/fl^ knock-in mice by inserting the CAG-loxP-STOP-loxP-RfxCas13d cassette into the *Rosa26* locus by homologous recombination using CRISPR/Cas9 technology and ensured that they have the expected genotype by genotyping (Additional file 1: Fig. S2a-b). We counted the numbers of different genotypes in six litters of mice (^LSL^RfxCas13d^+/fl^ x ^LSL^RfxCas13d^+/fl^) and found that they obeyed Mendel’s laws of inheritance, indicating that insertion of CAG-loxP-STOP-loxP-RfxCas13d into the *Rosa26* locus did not affect mouse viability (Additional file 1: Fig. S2c-d). Moreover, we confirmed that the expression of RfxCas13d can be released by hSYN (human synapsin 1 gene promoter)-driven Cre and no other possible RfxCas13d variant existed (Additional file 1: Fig. S3 and S4a). As shown in Fig. 1d, we retro-orbitally injected 12-week-old ^LSL^RfxCas13d^fl/fl^ adult mice with AAV-PHP.eB to deliver a systemic expression of U6-driven crRNA and hSYN-driven Cre (Additional file 1: Fig. S4b). AAV-PHP.eB could efficiently cross the blood-brain barrier and transduce the majority of neurons and astrocytes across the adult mouse brain [27, 29]. hSYN restricted the expression of Cre recombinase in neurons. Subsequently, Cre recombinase mediated excision of a tripartite transcriptional stop cassette (STOP) flanked by loxP to release the expression of RfxCas13d. Finally, RfxCas13d, under the guidance of *Sik3-S* crRNAs, specifically recognized and cleaved *Sik3-S* transcripts. Unexpectedly, mice injected with AAV-PHP.eB containing *Sik3-S* crRNA 8 began to lose weight at ~20 days post injection (dpi) and died at ~24 dpi (Fig. 1e,f). And SIK3-S was significantly knocked down in *Sik3-S* crRNA 8 group, compared with NT crRNA group (Fig. 1g,h). This phenomenon prevented our experiments from continuing but aroused our curiosity-why mice died when knocking down *Sik3-S* using RfxCas13d in the adult mouse brain neurons.

### RfxCas13d-mediated lethality was not due to the loss of target gene function

Several previous studies have proved that RfxCas13d can be used to knock down endogenous genes in vivo with no reported side effects in the liver, brain, and eyes [15–17]. In addition, although the homozygous *Sik3* knockout mice can be created but exhibit impaired chondrocytes during development, neonatal lethality, and reduced size, indicating that *Sik3* is essential for mouse health and survival [30, 31]. Therefore, we first guessed whether the death of mice was caused by the downregulation of *Sik3-S*. To test this, we intended to knock out *Sik3* in the same neurons of mice by the conventional Cre-loxP system. We generated Sik3-E5^fl/fl^ mice by inserting two loxP sites into both sides of exon 5 in the *Sik3* gene locus and then delivered AAV-PHP.eB carrying hSYN-driven Cre into Sik3-E5^fl/fl^ mice to knock out *Sik3*, with WT mice as control (Additional file 1: Fig. S4a and S5). At 21 dpi, brain lysates from Sik3-E5^fl/fl^ mice showed lower SIK3-S expression levels compared with WT mice, indicating that SIK3-S was knocked out in brain neurons (Fig. 2a). But Sik3-E5^fl/fl^ mice behaved as normal as WT mice without loss of body weight or death (Fig. 2b,c), which means that knocking out *Sik3* in neurons will not cause mouse death. Thus, the mouse lethality that occurred when using RfxCas13d to knock down *Sik3-S* expression had nothing to do with the loss of functional SIK3-S.

**Fig. 2:**
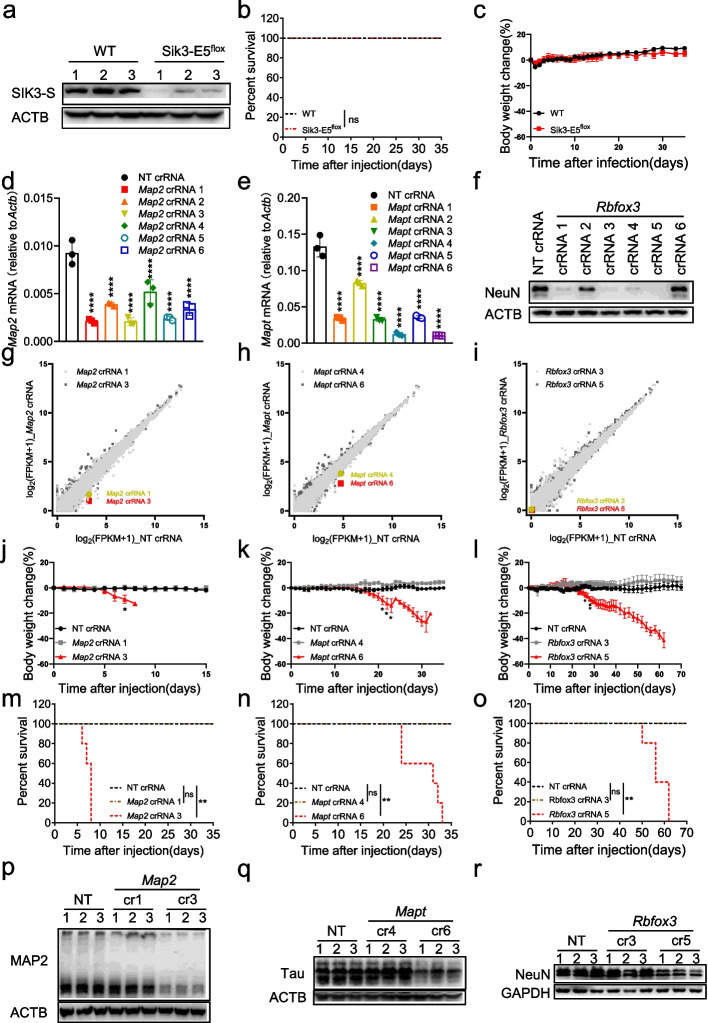
RfxCas13d-mediated lethality was not due to the loss of target gene function. **a** Western blot to measure SIK3-S expression level in brain lysates from Sik3-E5^fl/fl^ and WT mice at 21 dpi. **b** Survival curve of Sik3-E5^fl/fl^ (*n*=5) and WT (*n*=5) mice after injection of AAV-PHP.eB-hSYN-Cre. **c** Body weight change curve of Sik3-E5^fl/fl^ (*n*=5) and WT (*n*=5) mice after injection of AAV-PHP.eB-hSYN-Cre. **d**, **e** RT-qPCR to measure the knockdown efficiency of *Map2* (*n*=3) and *Mapt* (*n*=3) crRNAs in N2a cells. **f** Western blot to measure the knockdown efficiency of *Rbfox3* crRNAs by knocking down overexpressed NeuN in HEK293T cells using RfxCas13d. **g**–**i** Transcriptome analysis in N2a cells 48 h after transfection of plasmids encoding RfxCas13d and crRNAs (*n*=3). **j**–**l** Body weight change curve of ^LSL^RfxCas13d^fl/fl^ mice after infection of PHP.eB carrying NT crRNA (*n*=5), *Map2* crRNAs (*n*=5), *Mapt* crRNAs (*n*=5), or *Rbfox3* crRNAs (*n*=5). **m**–**o** Survival curve of ^LSL^RfxCas13d^fl/fl^ mice after injection of AAV-PHP.eB carrying NT crRNA (*n*=5), *Map2* crRNAs (*n*=5), *Mapt* crRNAs (*n*=5), or *Rbfox3* crRNAs (*n*=5). **p**–**r** Western blot to measure MAP2 (at 6 dpi), Tau (at 25 dpi), or NeuN (at 50 dpi) expression level in brain lysates of ^LSL^RfxCas13d^fl/fl^ mice after injection of AAV-PHP.eB carrying NT crRNA, *Map2* crRNAs, *Mapt* crRNAs or *Rbfox3* crRNAs. **d**, **e** One-way ANOVA with Dunn’s multiple comparisons test. **j**–**l** Two-tail unpaired *t* test. **b**, **m**-**o** Log-rank test. Significance levels are noted as *P < 0.05, **P < 0.01, ****P < 0.0001 or ns (*P* > 0.05). All values are presented as mean ± SEM

Map2, Tau, and NeuN were well-characterized neuron marker genes. Homozygous knockout of each of these genes did not lead to death of mice [32–34]. We thus selected them as targets and knocked down each of three targets in the same way as knocking down *Sik3-S* in vivo. In theory, when knocking down these genes individually using RfxCas13d in adult mouse brain neurons, the mice will not die due to the loss of these genes. We designed six crRNAs for each gene and tested their knockdown efficiency in N2a cells by RT-qPCR (Fig. 2d,e). Since the expression level of NeuN is too low in N2a cells, we tested the efficiency of crRNAs by knocking down the expression of co-transfected NeuN plasmid in HEK293T (Fig. 2f). The two best crRNAs for each gene were chosen for follow-up experiments. Transcriptome analysis showed that these three genes were knocked down using corresponding crRNAs in tandem with RfxCas13d, while most of the other genes remained unchanged (Fig. 2g,i and Additional file 2: Table S1). Following the same protocol of knocking down *Sik3-S* in vivo, we knocked down these three genes respectively in ^LSL^RfxCas13d^fl/fl^ mice. Results showed that mice in *Map2* crRNA 3, *Mapt* crRNA 6, and *Rbfox3* crRNA 5 groups showed significant loss of body weight and death, while mice in the other groups behaved normally and survived (Fig. 2j–o). Besides, brain lysates showed that these three target genes were downregulated in corresponding death groups (Fig. 2p–r).

Taken together, these data suggested that RfxCas13d-mediated mouse death was not due to the loss of target gene function.

### RfxCas13d-mediated lethality may result from the collateral activity of RfxCas13d rather than off-target effects

Since the death of mice was not related to the loss of function of the target genes, was it due to the defects of RfxCas13d itself? Off-target effects are an ongoing concern for gene editing using any CRISPR-Cas system [35]. Besides, collateral activity should be considered, although multiple studies have used RfxCas13d in vivo with no reported side effects [15–17]. Off-target effects can be defined as unintended cleavage at untargeted DNA/RNA sites showing a similar but not an identical sequence compared to the target site [36, 37]. Whereas the collateral activity of Cas13 is triggered by the binding of the target RNA to promiscuously cleave nearby RNAs [4, 5]. Both cleave untargeted RNAs but differ in the mechanism. Thus, it is necessary to determine whether RfxCas13d-mediated mouse death was caused by the collateral activity or off-target effects of RfxCas13d.

Firstly, Ai14 (*Rosa26*-CAG-LSL-tdTomato-WPRE) reporter mice were introduced and crossed with ^LSL^RfxCas13d^fl/fl^ mice to generate ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice [38] (Additional file 1: Fig. S6). We designed seven crRNAs targeting tdTomato and tested their knockdown efficiency in N2a cells stabling expressing tdTomato by RT-qPCR. Among these crRNAs, crRNA 4 and 7 significantly damped the expression of tdTomato (Fig. 3a). Transcriptome analysis showed that tdTomato was specifically knocked down in cells transfected with tdTomato crRNA 4 or 7 (Fig. 3b and Additional file 2: Table S1). Then, we knocked down tdTomato in ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice in the same way as knocking down *Sik3-S*. Results showed that mice injected with AAV-PHP.eB carrying tdTomato crRNA 7 began to lose weight at ~12 dpi and died at ~15 dpi, mice in the other groups behaved normally and survived (Fig. 3c,d). Brain lysates showed that tdTomato expression was lower in tdTomato crRNA 7 group than NT crRNA or tdTomato crRNA 4 group (Fig. 3e).

**Fig. 3:**
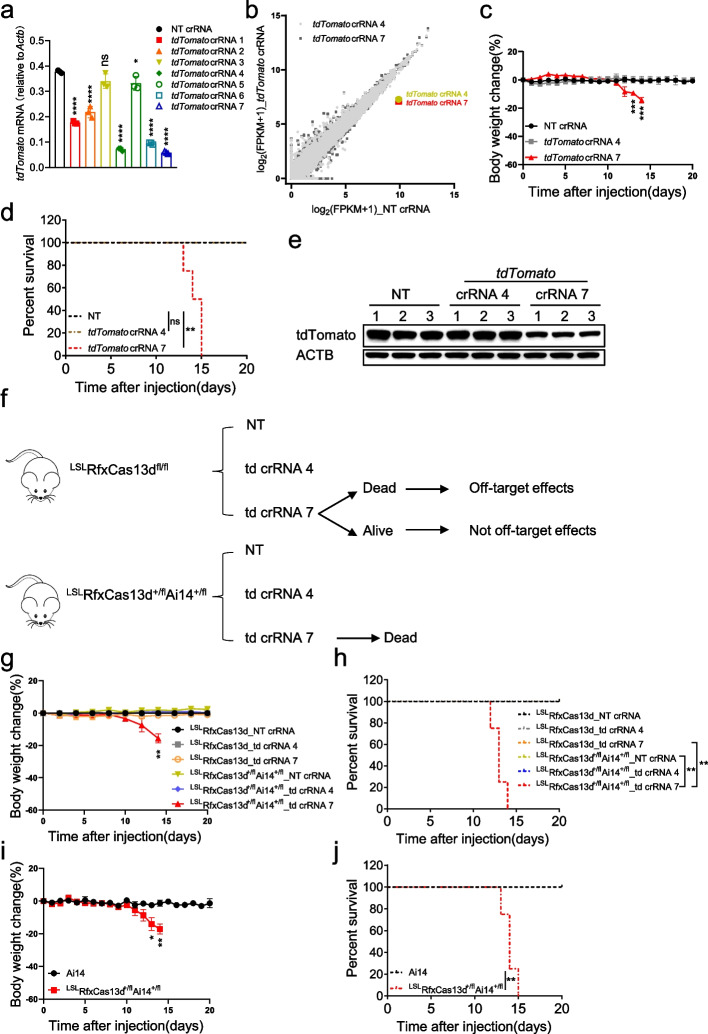
RfxCas13d-mediated lethality may result from the collateral activity of RfxCas13d rather than off-target effects. **a** RT-qPCR to measure the knockdown efficiency of tdTomato crRNAs (*n*=3) in N2a cells stably expressing tdTomato (N2a-td). **b** Transcriptome analysis of N2a-td cells 48 h after transfection of plasmids encoding RfxCas13d and tdTomato crRNAs (*n*=3) or NT crRNA (*n*=3). **c** Body weight change curve of ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice after injection of AAV-PHP.eB carrying tdTomato crRNAs (*n*=4) or NT crRNA (*n*=4). **d** Survival curve of ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice after injection of AAV-PHP.eB carrying tdTomato crRNAs (*n*=4) or NT crRNA (*n*=4). **e** Western blot to measure tdTomato expression level in brain lysates of ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice injected with AAV-PHP.eB carrying tdTomato crRNAs or NT crRNA at 12 dpi. **f** Schematic illustration of delivering AAV-PHP.eB carrying tdTomato crRNAs or NT crRNA into ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ and ^LSL^RfxCas13d^fl/fl^ mice, and the possible outcomes. **g** Body weight change curve of ^LSL^RfxCas13d^fl/fl^ and ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice after injection of AAV-PHP.eB carrying tdTomato crRNAs (*n*=4) or NT crRNA (*n*=4). **h** Survival curve of ^LSL^RfxCas13d^fl/fl^ and ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice after injection of AAV-PHP.eB carrying tdTomato crRNAs (*n*=4) or NT crRNA (*n*=4). **i** Body weight change curve of Ai14 (*n*=4) and ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ (*n*=3) mice after injection of AAV-PHP.eB carrying tdTomato crRNA 7. **j** Survival curve of Ai14 (*n*=4) and ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ (*n*=3) mice after injection of AAV-PHP.eB carrying tdTomato crRNA 7. **a** One-way ANOVA with Dunn’s multiple comparisons test. **g**, **j** Two-tail unpaired *t* test. **d**, **h**, **j** Log-rank test. Significance levels are noted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, or ns (*P* > 0.05). All values are presented as mean ± SEM

Next, we simultaneously injected AAV-PHP.eB carrying tdTomato crRNA 4, 7, or NT crRNA into ^LSL^RfxCas13d^fl/fl^ and ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice. Theoretically, if RfxCas13d-mediated mouse death was caused by off-target effects, both ^LSL^RfxCas13d^fl/fl^ and ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice injected with AAV-PHP.eB carrying tdTomato crRNA 7 would die, whereas, if RfxCas13d-mediated mouse death was not caused by off-target effects, only ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice injected with AAV-PHP.eB carrying tdTomato crRNA 7 would die (Fig. 3f). Results showed that only ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice injected with AAV-PHP.eB carrying tdTomato crRNA 7 began to lose body weight at ~12 dpi and died at ~15 dpi, mice in the other groups behaved normally (Fig. 3g, h). These data demonstrated that RfxCas13d-mediated mouse death was not caused by off-target effects and suggested that RfxCas13d and tdTomato crRNA 7 were insufficient to cause mouse death, and tdTomato expression was also required. Moreover, since tdTomato is a foreign gene and has no function in brain neurons, this result further supports that RfxCas13d-mediated lethality had nothing to do with the loss of target gene function.

Since crRNAs have been reported to knock down genes even in the absence of Cas13 protein [39], we also tested whether the mouse death observed was mediated by tdTomato crRNA 7 alone independent of RfxCas13d protein. We simultaneously injected AAV-PHP.eB carrying Cre and tdTomato crRNA 7 into Ai14 and ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice. Results showed that ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice began to lose body weight at ~12 dpi and died at ~15 dpi, while Ai14 mice behaved normally (Fig. 3i, j). These data demonstrated that tdTomato crRNA 7 alone was insufficient to cause mouse death, and RfxCas13d protein was also required.

Taken together, mice only died when RfxCas13d significantly knocked down the target gene (tdTomato) guided by the targeting crRNA (tdTomato crRNA 7). The expression of any two of RfxCas13d, tdTomato, and tdTomato crRNA 7 was insufficient to cause death in mice, and only simultaneous expression of all three caused death in mice. And these three components were also required to activate the collateral activity of RfxCas13d. Therefore, these data suggested that RfxCas13d-mediated lethality may result from the collateral activity of RfxCas13d rather than off-target effects.

### The collateral activity of RfxCas13d was positively correlated with the abundance of target RNA in mammalian cells

Up to now, it is still controversial whether Cas13 exhibits collateral activity in mammalian cells. To evaluate the collateral activity of RfxCas13d in mammalian cells, we transiently transfected plasmids encoding RfxCas13d/dRfxCas13d (catalytically dead RfxCas13d), tdTomato/SIK3-S, and targeting crRNAs/NT crRNA into HEK293T cells. Results showed that the protein and RNA level of RfxCas13d decreased, when it knocked down tdTomato/SIK3-S under guidance of tdTomato/Sik3-S crRNAs not NT crRNA (Fig. 4a, b and Additional file 1: Fig. S7a-b). However, this phenomenon would not occur when there was no target gene expression or using dRfxCas13d (Fig. 4a, b and Additional file 1: Fig. S7a-b). This suggested that the collateral activity of RfxCas13d was activated to cleave its own mRNA when RfxCas13d-crRNA complex bound and cleaved tdTomato/SIK3-S mRNA. Interestingly, changes in protein levels were more obvious than changes in RNA levels (this will be explained later). LwaCas13a and PspCas13b also exhibited similar characteristics (Additional file 1: Fig. S7c-d).

**Fig. 4:**
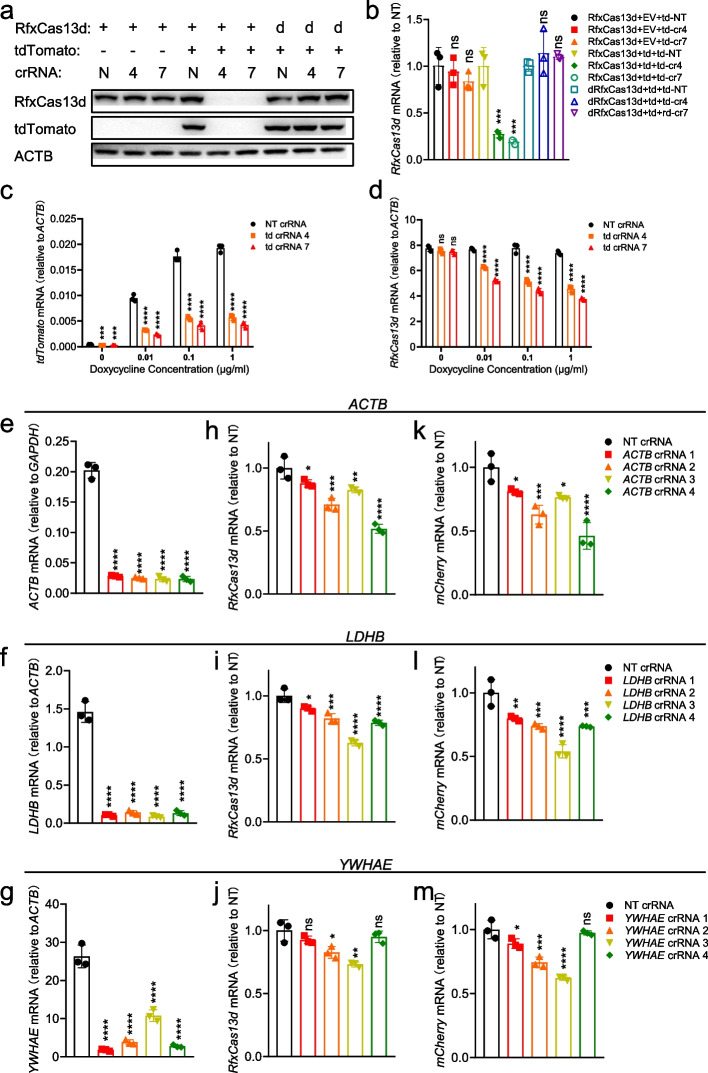
The collateral activity of RfxCas13d was positively correlated with the abundance of target RNA in mammalian cells. **a** Western blot to measure the expression level of RfxCas13d and tdTomato 24 h after transfection plasmids encoding RfxCas13d, tdTomato, and crRNAs into HEK293T cells. 3F-tdTomato means tdTomato with 3× Flag tag at N-terminal. **b** RT-qPCR to measure the RNA level of RfxCas13d in **a**. td represents tdTomato. EV represents empty vector. **c**, **d** RT-qPCR to measure the mRNA level of tdTomato (**c**) and RfxCas13d (**d**) 24 h after transfection of plasmids encoding RfxCas13d and crRNA into the inducible-expressing tdTomato HEK293T cells. The cells were pretreated with different concentrations of doxycycline for 16 h. **e**–**g** RT-qPCR to measure the knockdown efficiency of ACTB, LDHB, and YEHAE crRNAs in HEK293T cells (*n*=3). **h**–**m** RT-qPCR to measure the mRNA levels of RfxCas13d (**h**–**j**) and mCherry (**k**–**m**) in the HEK293T cells 24 h after transfection of plasmids respectively encoding RfxCas13d, mCherry, and crRNA. **b**–**m** One-way ANOVA with Dunn’s multiple comparisons test. Significance levels are noted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, or ns (*P* > 0.05). All values are presented as mean ± SEM

Interestingly, we could easily observe the collateral activity of RfxCas13d upon targeting overexpressed genes in HEK293T cells, but the previous study did not detect it upon targeting endogenous genes in the same cells [12]. Similarly, Yang group also found that LwaCas13a, RfxCas13d, and Cas13X.1 exhibited weak collateral activity when targeting transiently overexpressing mCherry, but not endogenous genes, using EGFP stably expressed in HEK293T as the indicator of collateral effects [14], which gives us a hint that the collateral activity of Cas13 may relate with the abundance of target RNA. Besides, in bacteria, Cas13-induced dormancy requires target RNA levels to exceed an expression threshold [40]. And in vitro experiments proved that collateral activity of Cas13 is positively correlated with the abundance of target RNA [6, 9]. To verify whether this correlation also exists in mammalian cells, a HEK293T cell line inducibly expressing tdTomato was constructed leveraging the tetracycline-controlled Tet-On inducible expression system, and then transfected with plasmids encoding RfxCas13d and crRNAs under different concentration doxycycline treatment. The mRNA level of tdTomato increased with the dose of doxycycline (Fig. 4c). Compared with NT crRNA, the mRNA level of tdTomato was significantly knocked down by RfxCas13d with targeting crRNAs, and the mRNA level of RfxCas13d was also downregulated at the same time (Fig. 4c, d). RfxCas13d was negatively correlated with tdTomato at the expression level under co-transfection of RfxCas13d with targeting crRNAs instead of NT crRNA (Fig. 4c, d). These data indicated that the collateral activity of RfxCas13d was triggered and positively correlated with the abundance of target RNA in mammalian cells when targeting exogenous genes, which is consistent with the findings of recent studies [22–25].

Next, we determined whether the collateral activity of RfxCas13d occurs when targeting endogenous genes in mammalian cells. We noticed that these endogenous genes previously used as targets are low in abundance [12, 14]. It is possible that collateral activity may have been activated, but it was too weak to be detected. Therefore, we here selected several highly expressed genes as targets and designed four crRNAs for each gene. Through RT-qPCR, we confirmed that all crRNAs can effectively knock down the target genes (Fig. 4e–g and Additional file 1: Fig. S7e-h). Then, we transfected plasmids respectively encoding RfxCas13d, crRNA, and mCherry into HEK293T cells. Changes in the expression levels of RfxCas13d and mCherry were used as indicators of collateral activity. Results showed that RfxCas13d and mCherry were downregulated when targeting these highly expressed genes, indicating that collateral activity was activated (Fig. 4h–m and Additional file 1: Fig. S7i-p).

Taken together, these data demonstrated that RfxCas13d exhibited collateral activity in mammalian cells, which is positively correlated with the abundance of target RNA. And recent studies have also reached the same conclusion as ours [22–25].

### The collateral activity of RfxCas13d cleaved 28s rRNA into two fragments, leading to translation attenuation and activation of ZAKα-JNK/p38-IEG pathway

Although it was confirmed that the collateral activity of RfxCas13d existed in mammalian cells, it remains unknown whether and how this activity affects the biological process of cells. To this end, we constructed a HEK293T cell line stably expressing RfxCas13d (HEK293T-RfxCas13d) and then transfected with plasmids encoding target genes and corresponding crRNAs (Additional file 1: Fig. S8a). In this way, RfxCas13d was fully expressed before the collateral activity was induced, which circumvents the collateral cleavage effect of RfxCas13d on its own mRNA (Additional file 1: Fig. S8b). Thus, more RfxCas13d protein and the secondary induced collateral activity could be preserved than co-transfection. Cells were harvested 24 h post-transfection for cell cycle distribution analysis, total RNA integrity analysis, and RNA-seq analysis (Additional file 1: Fig. S8a). Analysis of total RNA integrity showed that not only 28s and 18s rRNA, but also two additional bands were detected when co-transfecting of target genes with corresponding targeting crRNAs instead of NT crRNA into HEK293T-RfxCas13d cells (Fig. 5a). The same phenomenon occurred when targeting highly expressed endogenous genes (Additional file 1: Fig. S8c). In terms of size, these two additional bands looked like the products of 28s rRNA being cleaved. To test this, we did oligonucleotide extension assay to map cleavage sites (Additional file 1: Fig. S8d). PCR and Sanger sequencing revealed that 28s rRNA was cut into two fragments, one fragment of ~2100nt and the other segment of ~2800nt (Additional file 1: Fig. S8e-f). Noticeably, several sequencing results detected until ~2187nt of 28s rRNA (marked by blue color), and one sequencing result revealed that a poly-A tail was added to 2187nt of 28s rRNA (marked by brown color) (Additional file 1: Fig. S8f). There is “UU” behind 2187nt of the complete 28s rRNA (marked by red color) (Additional file 1: Fig. S8f). And we proved that the collateral activity of RfxCas13d prefers to cleave poly-U in vitro, which is consistent with the previous study [41] (Additional file 1: Fig. S8g-h). Therefore, this “UU” site (2188–2189nt) is likely to be the cleavage site by RfxCas13d on 28s rRNA (Fig. 5b). Those slightly shorter fragments may be caused by post-cleavage degradation. Interestingly, why did the collateral activity of RfxCas13d cleave 28s rRNA but not 18s rRNA? Theoretically, the abundance of 18s rRNA is also high, and there are also “UU” sites on it that can be cleaved. Besides, why did the collateral activity of RfxCas13d cut 28s rRNA at this “UU” site, not others? We speculated that it may be due to the structure of RNA and RNA binding proteins (RBPs) that protect rRNAs from being cut. And only “UU” site (2188–2189nt) on 28s rRNA is accessible to the collateral activity of RfxCas13d in vivo. To test our speculation, we extracted total RNA from HEK293T cells and then reconstituted the collateral activity of RfxCas13d in vitro and found that 28s and 18s rRNA were cleaved into multiple fragments (Additional file 1: Fig. S8i). These results suggested that RNA structure and RBPs were involved in protecting RNA from the collateral activity of RfxCas13d.

**Fig. 5:**
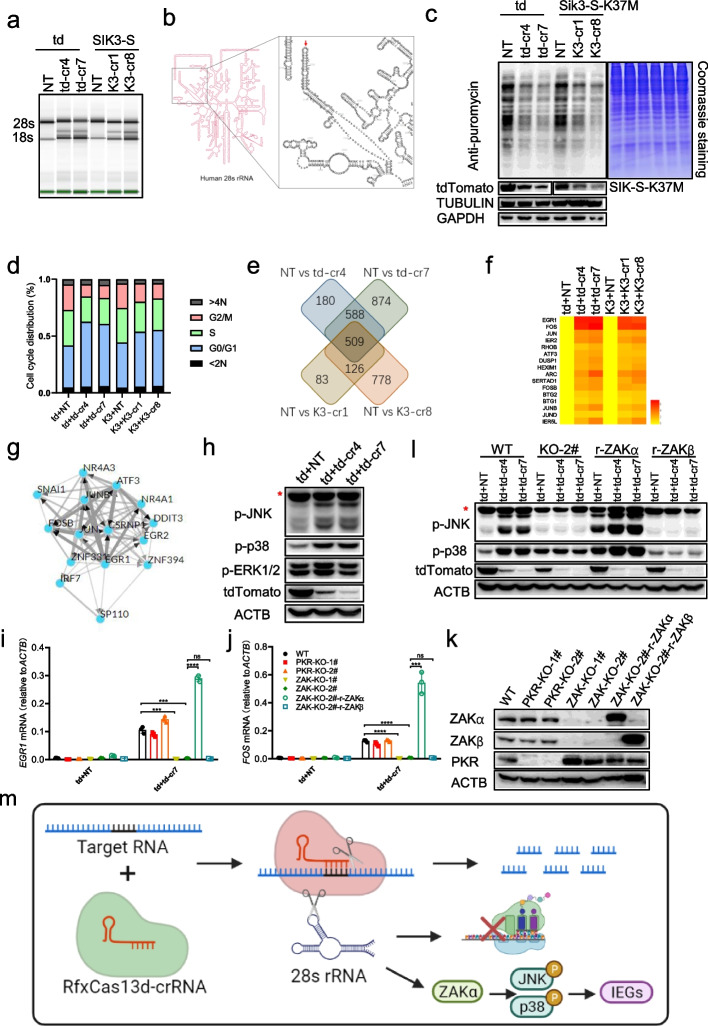
The collateral activity of RfxCas13d cleaved 28s rRNA into two fragments, leading to translation attenuation and activation of ZAKα-JNK/p38-IEG pathway. **a** Quality control of total RNA of HEK293T-RfxCas13d cells transfected with plasmids encoding tdTomato/SIK3-S and corresponding crRNAs (as shown in Additional file 1: Fig. S8a) by Agilent 2200 Bioanalyzer. td: tdTomato; td-cr4/7: tdTomato crRNA 4/7; K3-cr1/8: *Sik3-S* crRNA 1/8. **b** Schematic illustration of the cleavage site of RfxCas13d on human 28s rRNA. **c** SUnSET essay to measure the protein translation rate of HEK293T-RfxCas13d cells 24 h after transfection of plasmids encoding tdTomato/SIK3-S-K37M and corresponding crRNAs. **d** Statistical diagram of cell cycle distribution in Additional file 1: Fig. S9b. **e** Schematic illustration of 509 common DEGs (*P* adj < 0.05 and change fold ≥2) from four sets of comparisons. **f** Heatmap representing the log2 fold-change values of IEGs in targeting crRNA-transfected groups vs. NT crRNA-transfected groups. **g** Transcription factor enrichment analysis using ChEA3. There are Top 15 transcription factors. **h** Western blot to measure the phosphorylation level of p38, JNK, and ERK in HEK293T-RfxCas13d 24 h after transfection of plasmids encoding tdTomato and tdTomato crRNAs or NT crRNA. Red asterisk represents non-specific band. **i**, **j** RT-qPCR to measure the RNA level of EGR1 and FOS in HEK293T-RfxCas13d cells 24 h after transfection of plasmids encoding tdTomato and tdTomato crRNAs or NT crRNA. **k** Western blot to measure the expression level of ZAKα, ZAKβ, and PKR in indicated cells. PKR-KO-1/2#: two strains of PKR knockout HEK293T-RfxCas13d cells; ZAK-KO-1/2#: two strains of ZAK knockout HEK293T-RfxCas13d cells; ZAK-KO-2#-r-ZAKα: re-expression of ZAKα in ZAK-KO-2#; ZAK-KO-2#-r-ZAKβ: re-expression of ZAKβ in ZAK-KO-2#. **l** Western blot to measure the phosphorylation level of p38, JNK 24 h after transfection of plasmids encoding RfxCas13d and tdTomato crRNA 7 or NT crRNA into indicated cells. Red asterisk represents non-specific band. KO-2#: ZAK-KO-2#; r-ZAKα: ZAK-KO-2#-r-ZAKα; r-ZAKβ: ZAK-KO-2#-r-ZAKβ. **m** Schematic illustration that the collateral activity of RfxCas13d cleaves 28s rRNA into two fragments, leading to translation attenuation and activation of ZAKα-p38/JNK-IEGs pathway. **i**, **j** Two-tail unpaired *t* test. Significance levels are noted as ***P < 0.001, ****P < 0.0001, or ns (*P* > 0.05). All values are presented as mean ± SEM

28s rRNA is a key component of the ribosome. To determine whether the translation function of the ribosome was affected due to 28s rRNA breakage, SUnSET assay was employed to monitor protein synthesis. To avoid the impact of SIK3-S enzyme activity on translation, we used kinase dead SIK3-S (SIK3-S-K37M) instead of WT SIK3-S (Additional file 1: Fig. S9a). Results showed that protein synthesis was attenuated when target genes were co-transfected with targeting crRNA, not NT crRNA (Fig. 5c). These data suggested that the collateral activity of RfxCas13d cleaved 28s rRNA into two fragments, thereby affecting the translation function of the ribosome. This may explain why in Fig. 4a, changes in protein levels of RfxCas13d were more obvious than changes in RNA levels (Additional file 1: Fig. S8b). Cell cycle distribution analysis showed that co-transfection of target genes with targeting crRNAs, but not NT crRNA leaded to cell cycle arrest at G1 phase (Fig. 5d and Additional file 1: Fig. S9b). This may result from impaired translation of protein.

RNA-seq analysis showed that there were 509 common differentially expressed genes (DEGs) (*P* adj < 0.05 and change fold ≥2) from four sets of comparisons (Fig. 5e and Additional file 3: Table S2). Interestingly, these were all upregulated genes compared with NT crRNA (Additional file 3: Table S2). Among these genes, we noticed that multiple genes with obvious difference belong to IEGs (Fig. 5f). Besides, transcription factor enrichment analysis of 509 genes showed that multiple enriched transcription factors mediate the expression of IEGs, including JUNB, FOSB, JUN, EGR1, EGR2, ATF3, NR4A3, NR4A1, and CSRNP1 (Fig. 5g). IEGs are activated transiently and rapidly in response to various cellular stimuli and several pathways have been reported to regulate the activation of IEGs, such as the RhoA-actin and the ERK, JNK, and p38 MAPK pathways [42]. We used inhibitors of these pathways to block IEG expression and found that IEG expression can be blocked by p38 and JNK inhibitors but not MEK1/2 or RhoA/C inhibitors (Additional file 1: Fig. S9c-d). The combination of p38 and JNK inhibitors worked better (Additional file 1: Fig. S9c-d). Consistently, western blot revealed increased phosphorylation of p38 and JNK, but not ERK1/2 (Fig. 5h), demonstrating that JNK and p38 pathways were responsible for the expression of IEGs. Previous studies reported that ZAKα, the long isoform of ZAK, senses ribotoxic stress caused by rRNA damage or ribosome impairment, and then activates p38 and JNK pathways [43]. We speculated that ZAKα may sense 28s rRNA breakage caused by RfxCas13d and activate JNK and p38 pathways. To test this, we firstly used two ZAK inhibitors (6p [44] and HY180) to block IEG expression. IEG expression can be inhibited by both inhibitors in a dose-dependent manner (Additional file 1: Fig. S9e-f). Then, we knocked out ZAK in HEK293T-RfxCas13d cells and found that IEG expression was blocked in ZAK knockout cells not PKR (another ribotoxic stress sensor) knockout cells (Fig. 5i–k). Besides, re-expression of ZAKα but not ZAKβ (the short isoform of ZAK) in ZAK knockout cells can rescue the expression of IEGs (Fig. 5i–k). Consistently, western blot demonstrated that phosphorylation of p38 and JNK was blocked in ZAK knockout cell and can be rescued by re-expression of ZAKα but not ZAKβ (Fig. 5l). These data proved that ZAKα sensed 28s rRNA breakage caused by RfxCas13d and mediated phosphorylation of p38 and JNK, then activating IEG expression.

Moreover, we found that the collateral activity of RfxCas13d caused upregulation of IEGs in HEK293T cells when targeting highly expressed endogenous genes, but not targeting low-expressed endogenous genes (Additional file 1: Fig. S10). This was consistent with previous studies that no collateral activity of RfxCas13d was detected upon targeting lowly expressed genes in HEK293T cells [3, 7, 12, 14], and again indicated that the collateral activity of RfxCas13d is correlated with target RNA abundance. We further tested the collateral activity of RfxCas13d in other mammalian cell lines and found that RfxCas13d also exhibited collateral activity in Hela, MBA-MD-231, and HCT116 cells, resulting in 28s rRNA breakage, impaired translation and upregulation of IEGs (Additional file 1: Fig. S11).

Taken together, these data demonstrated that the collateral activity of RfxCas13d cleaves 28s rRNA into two fragments, leading to translation attenuation and activation of the ZAKα-JNK/p38-IEG pathway (Fig. 5m).

## Discussion

Since Cas13-mediated gene silencing does not change genomic DNA and is reversible, Cas13 is considered safer than Cas9 and is a promising therapy for cancers, metabolic diseases, neurodegenerative diseases, and virus infections [15, 17, 39, 45]. Although collateral activity of Cas13 was obviously detected in bacteria and in vitro, it was initially not observed in mammalian cells. However, our results confirmed that RfxCas13d exhibited collateral activity in mammalian cells and that knocking down gene expression using RfxCas13d in the adult brain neurons caused death of mice. Therefore, it is needed to re-evaluate the safety of Cas13 and the research conclusions obtained using Cas13.

Previous studies have proved that RfxCas13d can be used to knock down endogenous genes in vivo with no reported side effects in the liver, brain, and eyes [15–17]. However, we found that mice died when knocking down target genes in the adult mouse neurons using RfxCas13d. The reasons for the conflict may be as follows: (1) RfxCas13d may also exhibit in vivo toxicity in previous studies but was not noticed or detected. For example, a recent study reported that using AAV8 to deliver RfxCas13d and crRNAs targeting *Pcsk9* into mouse liver as the previous study did [15], caused liver damage [22]. (2) The AAV subtype and injection method we used determined that RfxCas13d would be expressed more widely in the central nervous system in our study than in the previous study [17]. Therefore, more neurons were affected by the collateral activity of RfxCas13d, resulting in mouse death. Moreover, compared with the liver and eyes, neurons in the brain are more fragile and less prone to regeneration and are more indispensable for the survival of mice. (3) Differences in the expression levels of target transcripts may affect the extent of collateral activity (analogous to the in vitro effect). (4) Differences in promoter strength, vector dosing, and serotype may cause the different strength of RfxCas13d expression.

A recent study showed that overexpression of RfxCas13d resulted in death in mice after birth and caused more rapid death together with targeting crRNA, suggesting that both overexpression of RfxCas13d and its collateral activity are toxic in vivo [22]. It is worth noting that they inserted CAG-RfxCas13d cassette into the mouse genome using the PiggyBac transposon system, resulting in over 50 copies of transgenes per cell [22], whereas we inserted CAG-LSL-RfxCas13d into the mouse genome by homologous recombination using CRISPR/Cas9 technology, resulting in only two copies of transgenes per cell. The expression levels of RfxCas13d vary widely between our mice and theirs, and the expression of RfxCas13d in our mice is only released in cells in the presence of Cre recombinase. We agree with their findings, but our experimental results showed that the RfxCas13d-mediated mouse death we observed was dominantly caused by the collateral activity of RfxCas13d rather than the expression of RfxCas13d. The reasons are as follows: (1) We obtained the mouse line constitutively expressing RfxCas13d by mating ^LSL^RfxCas13d^fl/fl^ mice with the β-actin-Cre transgenic mice (FVB/N-*Tmem*163^Tg(ACTB-cre)2Mrt^/J; Strain #:003376; This mouse line express Cre recombinase directed by the human beta actin gene promoter). And these mice behaved as normally as WT mice (data not shown). (2) In Figs. 1, 2, and 3, we retro-orbitally injected ^LSL^RfxCas13d^fl/fl^ or ^LSL^RfxCas13d^+/fl^Ai14^+/fl^ mice with AAV-PHP.eB carrying hSYN-driven Cre and U6-driven crRNA, targeting crRNAs as the experimental groups and NT crRNA as the control group. In the control group, the expression of RfxCas13d was also released in neurons by hSYN-driven Cre recombinase, but no death of mice was observed. (3) Furthermore, in Fig. 3, we demonstrated that expression of any two of RfxCas13d, tdTomato, and tdTomato crRNA 7 was insufficient to cause death in mice, and only simultaneous expression of all three caused death in mice. These data suggested that mice may die from the collateral activity instead of RfxCas13d expression.

In this study, we have chosen two crRNAs for each gene to perform in vivo knockdown, but only 1 of 2 crRNAs caused death in mice. This phenomenon may be caused by different collateral activities triggered by different crRNAs in vivo. The lethal crRNAs may elicit strong collateral activity, which exceeded the tolerance threshold of mice, resulting in mouse death, whereas the non-lethal crRNAs may elicit collateral activity below the tolerance threshold of mice, so no mouse death was observed.

Whether Cas13 has collateral activity in mammalian cells has previously been debated. In this study, we confirmed that RfxCas13d exhibited collateral activity in mammalian cells, which is positively correlated with the abundance of target RNAs. Consistently, several recently published and preprinted studies have also reached the conclusions as ours [22–25]. These findings partly explain the conflict about the collateral activity of Cas13. It remains to be further investigated whether RfxCas13d exhibits detectable collateral activity upon targeting lowly expressed genes. And we believe that RfxCas13d also cleaves RNAs other than 28s rRNA, although we have not yet identified them. Among the 509 common DEGs (Fig. 5e), the upregulation of other genes except IEGs is also worthy of further investigation. Therefore, it is urgently needed to develop a highly sensitive high-throughput sequencing technology to study all the cleavage substrates and sites of the collateral activity, which will help to gain insights into the mechanism of collateral activity and the optimization of Cas13.

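The RNA-seq data come from N2a cells, a mouse neuroblastoma line, transfected with plasmids for RfxCas13d or for its catalytically dead form, dRfxCas13d. Each nuclease was transfected alone, with a non-targeting (NT) crRNA, or with 1 of 7 targeting crRNAs: Sik3-S crRNA 1 and 8, Map2 crRNA 1 and 3, Mapt crRNA 4 and 6, and Rbfox3 crRNA 5. This gives 18 groups of 2 libraries, 36 libraries in all. The sample titles name the Rbfox3 crRNA as number 5, as the paper does, whereas the transfection labels of the same samples name it as number 6. GFP-positive cells were sorted 48 h after transfection, RNA was extracted with TRIzol, and libraries were made with a kit for mRNA, taken here to select RNA by its poly(A) tail. The authors checked and trimmed the reads with FastQC and Trim Galore, aligned them to mm10 with Subread, counted them per gene with featureCounts and converted the counts to FPKM. The deposited table holds the FPKM of 25239 genes, of which 4082 are at 0 in all 36 libraries, and no counts. The number of fragments per library was therefore estimated from the steps between low FPKM values of genes with a single exon, where 1 fragment is the smallest step. It was 8690000 to 12170000 with a median of 10370000 in the 18 dRfxCas13d libraries, and 10370000 to 16550000 with a median of 13420000 in the 18 RfxCas13d libraries. At such a depth 1 fragment is worth an FPKM of 1.25 for the snoRNA Snord104, of 70 nt, and of 0.0116 for Mapt, of 7531 nt. The FPKM were divided by 1 factor per library, the median over genes of the ratio to the geometric mean, and taken as log2(FPKM + 1). The 13293 genes with an FPKM of at least 1 in at least 2 libraries were tested with limma in 1 model of all 36 libraries, with Benjamini-Hochberg adjustment. DEGs are called at an adjusted p under 0.05 and a fold change of at least 2, here on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The labels do not say whether the 2 libraries of a group come from separate transfections, so the p-values measure the spread between these libraries.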

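The targeted genes were expressed in N2a cells at very different levels, and the 6 crRNAs against Sik3, Map2 and Mapt each lowered their target. Across the 18 dRfxCas13d libraries the FPKM was 33.1 ± 3.72 (SD) for Mapt, which encodes the microtubule-associated protein tau, 18.7 ± 1.96 for Sik3, a kinase of the salt-inducible family, 10.6 ± 0.695 for Map2, a microtubule-associated protein of dendrites, and 0.0316 ± 0.0316 for Rbfox3, a splicing factor of mature neurons. With Mapt crRNA 4, Mapt (chromosome 11 of mm10, from 104231390 to 104332090) had an FPKM of 2.41 ± 0.263 (SD, n = 2) in RfxCas13d and 33.4 ± 1.23 in dRfxCas13d, so that 7.22% remained. With Mapt crRNA 6, 7.73% of Mapt remained. Map2 (chromosome 1, from 66175273 to 66442583) fell to 7.08% of its dRfxCas13d level with Map2 crRNA 1 and to 7.90% with Map2 crRNA 3, at an FPKM of 0.733 ± 0.0707 and 0.826 ± 0.0813 (SD, n = 2). Sik3 (chromosome 9, from 46012820 to 46224194) was measured over all its transcripts, not for the short form alone. It fell to 9.93% with Sik3-S crRNA 1 and to 10.8% with Sik3-S crRNA 8, at an FPKM of 1.59 ± 0.185 and 1.82 ± 0.257 (SD, n = 2). Sik3, Map2 and Mapt were also lower in RfxCas13d with each crRNA that does not target them, though by less. Sik3 was at 10.8 against 19.7 FPKM with Map2 crRNA 1, and Map2 at 6.11 against 10.3 with Mapt crRNA 6. The remaining percentages can therefore include a fall that is not specific to the targeting spacer.

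**Figure D1:**
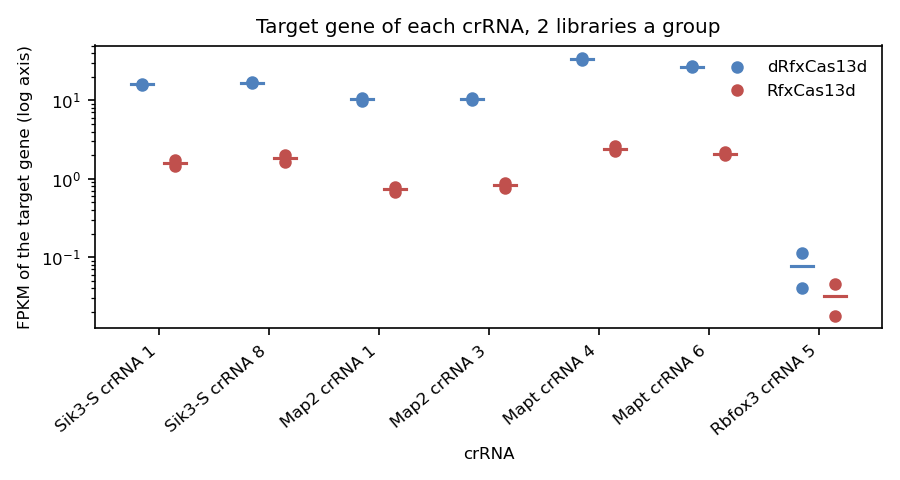
FPKM of the targeted gene, on a log axis, for each of the 7 targeting crRNAs. Points are single libraries and bars their means, with dRfxCas13d in blue and RfxCas13d in red. The RfxCas13d libraries lie between 0.683 and 2.60 for Sik3, Map2 and Mapt, and every dRfxCas13d library of these genes lies at 9.91 or above.

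On the log2(FPKM + 1) scale Mapt fell by 3.32 with Mapt crRNA 4 (standard error 0.0620, adjusted p = 1.01e-20 from limma) and its log2 fold change with Mapt crRNA 6 was -3.18. Map2 fell by 2.67 with Map2 crRNA 1 (standard error 0.0745, adjusted p = 5.61e-17) and had a log2 fold change of -2.64 with Map2 crRNA 3. Sik3 fell by 2.69 with Sik3-S crRNA 1 (standard error 0.0775, adjusted p = 1.29e-16). Taken against the RfxCas13d libraries with NT crRNA, the same genes had log2 fold changes from -3.11 to -2.36. The smallest of these in size, -2.36 for Map2 with Map2 crRNA 3, was no longer called when only the 4 libraries of the comparison were fitted. Rbfox3 was under the filter on low FPKM and was not tested. Its FPKM with Rbfox3 crRNA 5 was 0.018 and 0.046 in RfxCas13d and 0.041 and 0.113 in dRfxCas13d.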

To determine whether RfxCas13d exhibited collateral activity in N2a when targeting *Sik3-S*, *Map2*, *Mapt*, and *Rbfox3*, we performed RNA-seq using RfxCas13d/dRfxCas13d with or without crRNA in N2a cells and identified DEGs (*P* adj < 0.05 and change fold ≥2) by comparing their transcriptome profiles, although these genes were expressed at low levels in N2a and lower than in brain (Additional file 1: Fig. S12a). Six DEGs were found in comparison between dRfxCas13d and RfxCas13d alone, and 194~1179 DEGs were identified in comparisons between dRfxCas13d with crRNA and RfxCas13d with crRNA (Additional file 1: Fig. S12b and Additional file 4: Table S3). This indicated that RfxCas13d alone only had little effect on the transcriptome, whereas RfxCas13d equipped with crRNA did. 

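Without crRNA, 6 genes were higher and 17 lower in RfxCas13d than in dRfxCas13d. With NT crRNA 27 genes were higher and 48 lower. With a targeting crRNA the number of DEGs lay between 191 and 482, and more of them were higher than lower with each of the 7, though among protein-coding genes Rbfox3 crRNA 5 gave 136 higher and 151 lower. Map2 crRNA 1 gave 310 higher and 172 lower genes and Map2 crRNA 3 gave 116 and 75. Mapt crRNA 4 gave 309 and 113, Mapt crRNA 6 gave 277 and 122, Sik3-S crRNA 1 gave 243 and 164, and Sik3-S crRNA 8 gave 249 and 133. Rbfox3 crRNA 5, whose target was close to undetected in these cells, gave 229 higher and 177 lower genes.

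**Figure D2:**
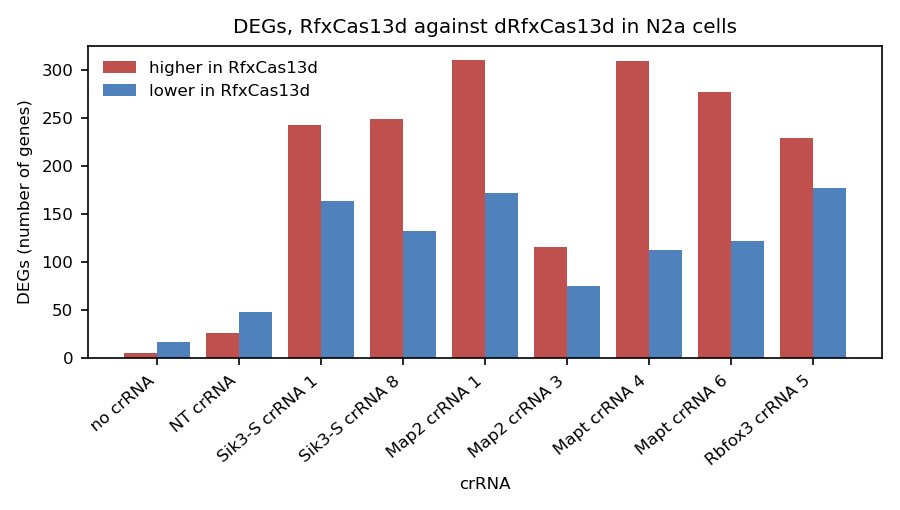
Number of genes called higher (red) and lower (blue) in RfxCas13d than in dRfxCas13d at an adjusted p under 0.05 and a fold change of at least 2, for the 9 comparisons. The bars start at 0 and reach 310 higher genes with Map2 crRNA 1, against 6 without crRNA.

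In 1 contrast of the mean of the 7 targeting crRNAs, 14 RfxCas13d against 14 dRfxCas13d libraries, 219 genes were higher and 95 lower by limma's test. Of these, 131 and 84 encode proteins. Standard errors and p-values of this contrast rest on the spread between the 2 libraries of a group. They do not measure the spread between crRNAs, so they hold for the mean of these 7 crRNAs only. Genes with short transcripts were frequent among the increases: 69 of the 219 have an exon length under 300 nt, as against 516 of the 13293 genes tested. The counts move with the pseudocount and the filter on low values. With Map2 crRNA 1 the 482 DEGs became 972 at a pseudocount of 0.1 and 252 among genes with a mean FPKM of at least 5, and without crRNA the 23 DEGs became 57 and 12. The 23 became 0 when only the 4 libraries of the comparison were fitted (2462 genes had an unadjusted p under 0.05 in limma's fit of all libraries).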

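Genes of the interferon response were among the largest decreases without crRNA. Usp18, an interferon-induced protease that removes ISG15, lies on chromosome 6 from 121245906 to 121270917 and had an FPKM of 4.72 ± 0.0177 (SD, n = 2) in RfxCas13d alone and 20.1 ± 2.05 in dRfxCas13d alone. This is a log2 fold change of -1.88 (standard error 0.129, adjusted p = 2.59e-09 from limma). Irf7, a transcription factor of the same response (chromosome 7, from 141262706 to 141266481), had a log2 fold change of -1.50 at 3.23 ± 0.337 against 11.0 ± 0.0615 FPKM. Agpat2, an acyltransferase of phospholipid synthesis (chromosome 2, from 26593057 to 26604417), had a log2 fold change of -1.48 at 12.5 ± 0.804 against 36.7 ± 1.00 FPKM. That of Agpat2 was -0.53 with NT crRNA and 0.29 in the mean of the 7 targeting crRNAs. In dRfxCas13d+NT crRNA its FPKM was 26.1 and 22.3, below that of dRfxCas13d alone. The largest decrease was that of Rpph1, the RNA of RNase P, a short RNA without a poly(A) tail, at -1.97 (adjusted p = 3.02e-03 from limma), with 10.5 ± 2.61 against 43.4 ± 2.91 FPKM (SD, n = 2). Its FPKM was 9.35 and 13.9 in the dRfxCas13d+NT crRNA libraries, near that of RfxCas13d alone, so the difference lies in high values of dRfxCas13d alone. In the mean of the 7 targeting crRNAs its log2 fold change was 0.85. The result for Rpph1, RfxCas13d vs dRfxCas13d alone, was not called without RfxCas13d replicate 1 (-1.74). The largest increase was that of Tmsb4x, which encodes the actin-binding thymosin beta-4 (chromosome X, from 167207093 to 167209315), with a log2 fold change of 2.76 (standard error 0.509, adjusted p = 1.82e-03 from limma). Its FPKM was 8.64 and 7.54 in the RfxCas13d libraries and 0 and 0.761 in the dRfxCas13d libraries. It was not called without dRfxCas13d replicate 1 (2.35). The log2 fold change of Tmsb4x was 2.03 with NT crRNA and 1.11 in the mean of the 7 targeting crRNAs.

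With NT crRNA the interferon-induced chaperone Rtp4 (chromosome 16, from 23520291 to 23614222) fell from 12.5 ± 1.12 to 2.26 ± 0.574 FPKM (SD, n = 2), a log2 fold change of -2.05 (adjusted p = 4.05e-09 from limma). Rnu12, the U12 RNA of the minor spliceosome, rose by 3.27 on the log2 scale (adjusted p = 8.14e-05). Of the 75 DEGs with NT crRNA, 9 were also called without crRNA in the same direction and 39 were called in the same direction in the mean of the 7 targeting crRNAs. Alb, the liver's albumin gene, had the largest increase with NT crRNA, at 3.80, which rests on 1 library with an FPKM of 263. Without RfxCas13d+NT crRNA replicate 1 its log2 fold change was -0.12, and the result for Alb, RfxCas13d+NT crRNA vs dRfxCas13d+NT crRNA, was not called without dRfxCas13d+NT crRNA replicate 1 (3.91) or dRfxCas13d+NT crRNA replicate 2 (3.68) either. RfxCas13d+NT crRNA replicate 1 had the highest FPKM of the 36 for all 30 genes of a list of liver transcripts drawn up after Alb had been seen, and without it 79 genes were called with NT crRNA.

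The differences between these responses were tested as interactions in limma. The change with a targeting crRNA differed by at least 2 times from that with NT crRNA for 110 genes, 84 of them in the positive direction. The change with NT crRNA differed by as much from that without crRNA for 34 genes, 11 in the positive direction. Without the fold threshold 4067 and 336 genes had an adjusted p under 0.05 in these tests. The histone gene H4c14 had an interaction of 3.25 on the log2 scale between targeting and NT crRNA (adjusted p = 6.91e-07). It was chosen for this contrast after its value was seen. The 34 became 20 to 22 without RfxCas13d replicate 1, RfxCas13d+NT crRNA replicate 1, dRfxCas13d replicate 1 or dRfxCas13d replicate 2. When only the 4 libraries of a comparison were fitted, Usp18, Irf7, Agpat2, Rpph1 and Tmsb4x were no longer called.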

Through analysis, we identified 185 common DEGs from seven sets of comparisons (Groups 3–9) between dRfxCas13d with targeting crRNA and RfxCas13d with targeting crRNA (Additional file 4: Table S3). These DEGs were spacer sequence-independent, and therefore were thought to be associated with collateral activity. 

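With all 7 targeting crRNAs, 55 genes were called higher and 24 lower in RfxCas13d, 79 in all. The increases include histone genes, ribosomal protein genes and small nuclear and nucleolar RNAs. Snord104, a snoRNA that guides methylation of rRNA (chromosome 11, from 106500993 to 106501062), had the largest, with an FPKM of 260 ± 85.0 (SD, n = 14) in RfxCas13d and 17.3 ± 5.60 in dRfxCas13d. Its log2 fold change over the mean of the 7 crRNAs was 3.86 (standard error 0.105, adjusted p = 3.68e-19 from limma). With the single crRNAs it lay between 3.19 and 4.69. The snoRNAs Snora78, Snord42b and Snora5c followed with 3.25, 2.74 and 2.64, as did the spliceosomal RNAs Rnu12 and Rnu11 with 3.21 and 2.71. Among protein-coding genes H4c14, which encodes histone H4 (chromosome 3, from 96261682 to 96263311), rose from 3.14 ± 1.07 to 32.0 ± 11.7 FPKM, a log2 fold change of 2.99 (standard error 0.126, adjusted p = 6.81e-16). H4c9 rose by 2.79 and H2bu2, an H2B gene, by 2.61. The microRNA entry Mir7666 was among the 10 largest increases, at 2.66, but was not called with all 7.

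The decreases were smaller on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM such as these. Ak8, an adenylate kinase of cilia (chromosome 2, from 28700164 to 28813165), went from 6.24 ± 1.75 to 0.718 ± 0.257 FPKM (SD, n = 14), a log2 fold change of -2.03 (standard error 0.0638, adjusted p = 3.92e-18 from limma). Myrfl (chromosome 10, from 116776535 to 116896919) had a log2 fold change of -1.91, the ciliary gene Cfap53 of -1.72, Gabrr2, a GABA receptor subunit, of -1.69 and Gm136 of -1.66. Serpinc1, which encodes antithrombin, and Actc1, a cardiac actin, had -1.62 and -1.60, and Gm51283, which was not called with all 7, had -1.84. With NT crRNA, Ak8, Myrfl, Gabrr2, Gm136 and Actc1 were called lower too, at -1.46, -1.23, -1.27, -1.64 and -1.31. Cfap53 and Serpinc1 were not, at -0.82 and -0.21. In limma's interaction test the change of Gm136 did not differ between targeting and NT crRNA (adjusted p = 0.964), while that of Serpinc1 did (adjusted p = 1.05e-03). Mapt was among the 10 largest decreases of the mean contrast, at -1.61, and is itself the target of 2 of the 7 crRNAs. Its FPKM was also lower in the RfxCas13d libraries of the other 5, at 12.3 ± 0.325 with Sik3-S crRNA 8 and 20.9 ± 0.510 with Rbfox3 crRNA 5 against 31.2 ± 1.59 and 33.9 ± 1.40 in dRfxCas13d (SD, n = 2).

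Of the 79 common DEGs, 39 of the increases and 23 of the decreases are protein-coding, 9 of the increases are snoRNAs and 2 are snRNAs. The entries of snoRNAs are short and can take reads of the genes they lie in. The 79 became 207 at a pseudocount of 0.1 and 49 among genes with a mean FPKM of at least 5.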

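The changes with different spacers resembled one another across genes. Over the 13293 genes tested, Spearman's correlation of the log2 fold changes was 0.76 to 0.85 between any pair of targeting crRNAs. It was 0.55 to 0.61 between NT crRNA and the targeting crRNAs, and 0.12 to 0.19 between no crRNA and the targeting crRNAs. These correlations are across genes, which are not independent replicates, and each comparison has libraries of its own. Gadd45b, a stress-induced regulator of growth arrest (chromosome 10, from 80930073 to 80932204), is 1 of the common DEGs, at 66.8 ± 9.91 FPKM (SD, n = 14) in RfxCas13d against 24.0 ± 2.26 in dRfxCas13d. Its log2 fold change was 1.45 in the mean of the 7 (standard error 0.0309, adjusted p = 7.31e-21 from limma) and 0.41 with NT crRNA. Nop10, a core protein of box H/ACA snoRNPs (chromosome 2, from 112261926 to 112263269), rose from 52.4 ± 4.59 to 183 ± 23.0 FPKM, with a log2 fold change of 1.80, and of 0.68 with NT crRNA. Of the 79 common DEGs, 18 were also called with NT crRNA, which has no target. For 30 of the 79 the change with a targeting crRNA differed from that with NT crRNA by at least 2 times at an adjusted p under 0.05 in limma's interaction test. Among them are Snord104, H4c14, Gadd45b and Nop10. Others passed the adjusted p with a smaller difference, such as Rps18 (adjusted p = 1.09e-04 from limma), and some did not pass it, such as Rnu12 (adjusted p = 0.939). Only 1 of the 79, Usp18, was called without crRNA.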

GO term analysis showed that these genes were significantly enriched in nucleosome assembly (cluster 1) and ribosome (cluster 2) (Additional file 1: Fig. S12c). 

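Histone genes took the largest share of the common increases. Of 57 replication-dependent histone genes tested, 13 were among the 55 genes higher with all 7 targeting crRNAs, where 0.236 would be expected by chance (Fisher's exact test, two-sided, adjusted p = 2.13e-18 over 44 tests). The 13 were H4c14, H4c9, H2bu2, H3c11, H4c11, H4c2, H4c1, H2bc15, Hist1h4n, H1f2, Hist1h4m, H4c3 and Hist1h2al. They encode linker and core histones of the nucleosome, and copies of such genes share sequence and can share reads. Of 81 cytosolic ribosomal protein genes tested, 6 were among the 55 against 0.335 expected (adjusted p = 1.42e-05). These were Rps18, Rpl36a, Rps27a, Rpl31, Rpl29 and Rps27. The mitochondrial ribosomal proteins had 1 common increase among 77 genes, Mrpl34 (Fisher's exact test, adjusted p = 1). One more list was enriched: of 113 short RNAs without a poly(A) tail, such as snoRNAs, snRNAs and Rpph1, 12 were among the common increases against 0.468 expected (adjusted p = 5.57e-13). None of these lists had a member among the 24 common decreases. The lists were written before the data were examined, but about 30 lines of the paper's Table S3 had been seen by then.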

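Replication-dependent histone genes, which package newly made DNA, rose with each of the 7 targeting crRNAs. The median log2 fold change of the 57 genes was 1.54 with Sik3-S crRNA 8, 1.46 with Map2 crRNA 1, 1.23 with Sik3-S crRNA 1, 1.13 with Mapt crRNA 4, 1.01 with Rbfox3 crRNA 5, 0.98 with Mapt crRNA 6 and 0.82 with Map2 crRNA 3. It was 0.21 with NT crRNA and -0.03 without crRNA. The library RfxCas13d+Sik3-S crRNA 8 replicate 2, of the group with the highest median, also had the highest FPKM of the ribosomal RNA precursor Rn45s, at 3338, with Mir6236 as its top gene at 7329; Rn45s was at 1144 in replicate 1 and at 1320 in RfxCas13d+Sik3-S crRNA 1 replicate 2, but at 600 and 565 in the libraries of RfxCas13d+Map2 crRNA 1. Between 22 (Map2 crRNA 3; 23 adjusted over the list alone) and 47 (Map2 crRNA 1; 48 adjusted over the list alone) of the 57 were called higher, and 49 had a positive value with all 7. In the mean of the 7, 36 were called higher and none lower (36 adjusted over the list alone), with a median of 1.14 (standard error 0.115 from resampling the genes). H4c9 (chromosome 13, from 22040636 to 22041362) went from 2.73 ± 1.05 to 24.2 ± 5.06 FPKM (SD, n = 14), H2bu2 (chromosome 11, from 58948920 to 58949533) from 19.1 ± 3.54 to 120 ± 21.6, and the linker histone H1f2 from 8.77 ± 1.24 to 31.6 ± 6.00. The rise of H2bc4 was 1.27 on the log2 scale.

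Cytosolic ribosomal protein genes were higher by less, and as a set their call in the mean of the 7 depends on how correlation between genes is treated (camera's adjusted p = 2.08e-11 at its preset correlation; adjusted p = 0.0841 with an estimated correlation). The median over the 81 genes tested was highest with Map2 crRNA 1, at 0.69, and lowest with Map2 crRNA 3, at 0.23. It was 0.09 with NT crRNA and -0.07 without crRNA. In the mean of the 7 the median was 0.50 (standard error 0.0707), 17 genes were called higher and none lower (17 adjusted over the list alone). Of the 81, 58 had a positive value with all 7 crRNAs and 2 a negative value with all 7. Rps18, of the small subunit (chromosome 17, from 33951999 to 33956001), went from 20.2 ± 2.43 to 78.8 ± 10.6 FPKM (SD, n = 14), with a log2 fold change of 1.93 (standard error 0.0552, adjusted p = 8.08e-19 from limma) and 1.00 with NT crRNA. Rps27a, a fusion of ubiquitin and a ribosomal protein (chromosome 11, from 29545846 to 29548109), rose by 1.58 and Rpl27 by 1.26. The rise of Rpl36, at 1.06, was not called after quantile normalization (0.83) or with the length trend removed (0.74).

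As a set the histone genes were higher than other genes with each of the 7 by camera at its preset correlation, from an adjusted p of 1.49e-13 with Sik3-S crRNA 8 to 2.72e-06 with Map2 crRNA 3, and these calls held with an estimated correlation (5.71e-03 with Map2 crRNA 3, the highest). In the mean of the 7 the adjusted p was 1.09e-10. With an estimated correlation the ribosomal protein set passed with Sik3-S crRNA 1 (adjusted p = 0.0481) and Map2 crRNA 1 (adjusted p = 0.0173) and not with the other 5, where it lay between 0.0562 and 0.341. Short RNAs without a poly(A) tail moved with both lists, with medians from 0.73 to 1.03 with the targeting crRNAs and 0.38 with NT crRNA.

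**Figure D3:**
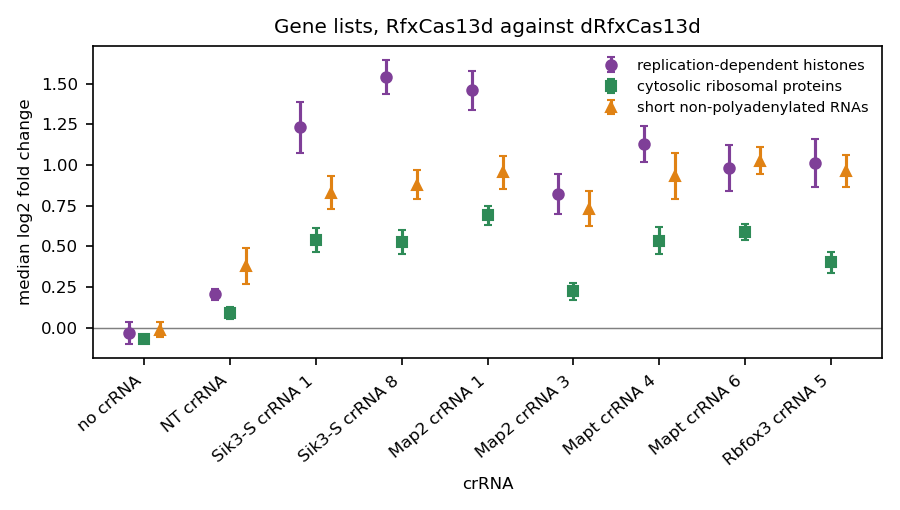
Median log2 fold change of RfxCas13d against dRfxCas13d for replication-dependent histone genes, cytosolic ribosomal protein genes and short RNAs without a poly(A) tail, without crRNA, with NT crRNA and with each of the 7 targeting crRNAs. Error bars are standard errors from resampling the genes of a list. The histone medians lie between 0.82 and 1.54 and the ribosomal protein medians between 0.23 and 0.69 with a targeting crRNA.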

And these nucleosome and ribosome-related genes were upregulated in all seven sets of comparisons (Additional file 1: Fig. S12d). Consistently, Tong et al. recently reported that upregulated genes induced by RfxCas13d targeting RPL4 and PPIA can be enriched in nucleosome assembly [22]. Moreover, multiple histone genes and a few ribosome-related genes were found in the DEGs caused by RfxCas13d in HEK293T and U87 cells [21]. 

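Among the libraries with dRfxCas13d, which cannot cleave RNA, a targeting crRNA changed few genes by 2 times or more against NT crRNA, and part of those that changed are short RNAs. The processed pseudogene Gm6654 (chromosome 6, from 146647241 to 146647588) was higher with Mapt crRNA 4, at 24.0 ± 1.20 FPKM (SD, n = 2) against 7.29 ± 0.814 with NT crRNA, a log2 fold change of 1.60 (standard error 0.177, adjusted p = 2.22e-05 from limma). It was also higher with Mapt crRNA 6 and Rbfox3 crRNA 5, at 1.80 for each. The snoRNA Snord2 (chromosome 16, from 23108953 to 23109021) was lower with Mapt crRNA 4, at 4.32 ± 0.355 FPKM against 56.3 ± 5.60 with NT crRNA, a log2 fold change of -3.41 (adjusted p = 2.22e-03 from limma). These 7 comparisons share the 2 dRfxCas13d+NT crRNA libraries, so a deviation of these appears in each of them. Mapt itself had a log2 fold change of -0.33 with dRfxCas13d and Mapt crRNA 6 (adjusted p = 6.32e-04), under the fold threshold. Without that threshold 2964 genes had an adjusted p under 0.05 with Mapt crRNA 6, 1845 with Rbfox3 crRNA 5, 1088 with Mapt crRNA 4, 460 with Sik3-S crRNA 8, 388 with Map2 crRNA 3, 91 with Map2 crRNA 1 and 5 with Sik3-S crRNA 1. Histone genes had medians between -0.13 and 0.02 in the 7 comparisons and ribosomal protein genes between -0.14 and 0.13.

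By limma's test no gene was called with Sik3-S crRNA 1 (1264 genes had an unadjusted p under 0.05), 2 with Map2 crRNA 1, 11 with Sik3-S crRNA 8, 17 with Map2 crRNA 3, 18 with Mapt crRNA 4, 19 with Rbfox3 crRNA 5 and 54 with Mapt crRNA 6. With Mapt crRNA 6, 20 were higher and 34 lower, and 8 of the 20 and 12 of the 34 have an exon length under 300 nt. None was called in any of the 7 when only the 4 libraries of the comparison were fitted, including Gm6654 and Snord2. Single libraries weigh on the smaller counts: 18 became 46 without dRfxCas13d+Mapt crRNA 4 replicate 1 and 10 without dRfxCas13d+Mapt crRNA 4 replicate 2, 19 became 39 without dRfxCas13d+Rbfox3 crRNA 5 replicate 2, 17 became 10 without dRfxCas13d+Map2 crRNA 3 replicate 2, and 11 became 7 without dRfxCas13d+Sik3-S crRNA 8 replicate 2. Leaving out dRfxCas13d+NT crRNA replicate 1 or 2 gave 30 and 29 with Rbfox3 crRNA 5, 5 and 4 with Map2 crRNA 1, and 5 and 3 with Sik3-S crRNA 1. Without dRfxCas13d+Sik3-S crRNA 1 replicate 1 or 2 the last of these was 4 and 3.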

Besides, we also compared the transcriptomes between dRfxCas13d with NT crRNA and dRfxCas13d with targeting crRNA, and no or few (3 and 17) DEGs were found, indicating that crRNA alone had little effect on the transcriptome (Additional file 1: Fig. S12d and Additional file 4: Table S3). These data suggested that these nucleosome and ribosome-related genes were associated with collateral activity, but how collateral activity affected the expression of these genes remains to be further investigated.

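Histone and ribosomal protein genes were higher in RfxCas13d with targeting crRNAs than with NT crRNA, each relative to dRfxCas13d with the same crRNA. In the test of that difference the histone genes had a median of 0.94 on the log2 scale (standard error 0.116), with 26 of 57 called positive (27 adjusted over the list alone) and an adjusted p = 5.15e-13 from camera, which held with an estimated correlation (adjusted p = 7.78e-05). The ribosomal protein genes had a median of 0.42 (standard error 0.0394), with 2 of 81 called positive (2 adjusted over the list alone) and an adjusted p = 4.13e-18, which also held (adjusted p = 0.0355 with an estimated correlation). RNAs without a poly(A) tail moved the same way, with a median of 0.62 over 113 genes and 12 called positive, 2 negative (12 and 1 adjusted over the list alone; adjusted p = 8.61e-03; 0.0223 with an estimated correlation). The NT crRNA side of this difference holds RfxCas13d+NT crRNA replicate 1, the library with liver transcripts. Between NT crRNA and no crRNA the histone genes had a median of 0.18 (adjusted p = 0.125 from camera) and the ribosomal protein genes of 0.13, with 3 called positive (4 adjusted over the list alone; adjusted p = 5.30e-05 from camera; adjusted p = 0.452 with an estimated correlation).

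The paper rests on changes that did not depend on the spacer sequence, and on few or no DEGs between targeting and NT crRNA with dRfxCas13d. It also rests on few DEGs without crRNA beside many with one. Further, it cites other studies of RfxCas13d that found nucleosome assembly genes, histone genes and some ribosome-related genes among those changed. From these it proposes that the genes of the nucleosome and ribosome are associated with collateral activity. It leaves open how such activity would change their expression.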

More recently, Tong et al. developed high-fidelity Cas13 variants that showed similar RNA knockdown activity to wild-type Cas13 but no detectable collateral damage in transgenic mice or adeno-associated-virus-mediated somatic cell targeting [22]. Kelley et al. introduced gRNA excision for negative-autoregulatory optimization (GENO) to attenuate Cas13d expression, which mitigated collateral effects in human cells while retaining modest on-target knockdown of CUG_n_ RNA [23]. With deep learning model interpretation, Wei et al. revealed specific sequence motifs at spacer position 15–24 along with favored secondary features for highly efficient guides. Furthermore, they identified DjCas13d, a highly efficient ortholog with minimal detectable cellular toxicity when targeting highly expressed transcripts in mammalian cells [46]. Those high-fidelity Cas13 variants or optimization with minimal collateral effects would be better choices for targeted degradation of RNAs in basic research and therapeutic applications. Moreover, the newly discovered Cas7-11 is also a promising candidate for transcriptome engineering [21].

## Conclusions

Here, we found that knocking down gene expression using RfxCas13d in the adult brain neurons caused death of mice, which may result from the collateral activity of RfxCas13d rather than the loss of target gene function or off-target effects. Mechanistically, we showed that RfxCas13d exhibited collateral activity in mammalian cells, which is positively correlated with the abundance of target RNA. The collateral activity of RfxCas13d could cleave 28s rRNA into two fragments, leading to translation attenuation and activation of the ZAKα-JNK/p38-IEG pathway. These findings provide new mechanistic insights into the collateral activity of RfxCas13d in mammalian cells and warn that the biosafety of CRISPR-Cas13 system needs further evaluation.

## Materials and methods

### Cell culture

HEK293T, N2a, MDA-MB-231, HCT116, and Hela cells were obtained from ATCC. Cells were cultured in DMEM supplemented with 10% FBS (Gibco) and 100 U/ml Penicillin-Streptomycin in a humidified incubator at 37 °C with 5% CO_2_. The 1640 culture medium was used for HCT116.

### Animals

All animal care and use adhered to the Guide for the Care and Use of Laboratory Animals of the Chinese Association for Laboratory Animal Science. All procedures of animal handling were approved by the Animal Care Committee of Peking University Health Science Center (permit number LA 2016240). ^LSL^RfxCas13d^fl/fl^ and Sik3-E5^flox^ mice on a C57BL/6J background were generated by the Transgenic Animal Center, NIBS, Beijing, China. Ai14 reporter mice were purchased from The Jackson Laboratory. Wild-type (WT) mice were purchased from Department of Laboratory Animal Science of Peking University Health Science Center, Beijing, China. Mice were kept and bred in pathogen-free conditions.

### Plasmid construction

Plasmids used in this study were prepared by standard molecular biology techniques and coding sequences entirely verified. Plasmids encoding LwaCas13a (#91902), PspCas13b (#103862), RfxCas13d (#109049), LwaCas13a crRNA backbone (#91906), RfxCas13d crRNA backbone (#109053), and Cas9&gRNA (#52961) were purchased from Addgene. The backbone expressing PspCas13b crRNA was engineered from #103862. For the construction of the plasmids encoding SIK3-S, SIK3-S-K37M, tdTomato, ZAKα, ZAKβ and NeuN, and AAV-PHP.eB backbone, the target fragments were amplified by PCR and ligated into the linearized corresponding vectors obtained by restriction enzyme (NEB) digestion via Gibson assembly (CL116-02, Biomed). For the construction of the plasmids encoding crRNAs, the primers for crRNA/gRNA were annealed and ligated into the linearized corresponding vectors cut by Bbs1 /BsmB1 (R0539S/R0739S, NEB) via T4 DNA ligase (M0202S, NEB). All plasmids were confirmed by sequencing. The sources, sequences, and application locations of all plasmids used were provided in Additional file 5: Table S4. In vitro-synthesized crRNAs were purchased from GenScript. All primers were order from Synbio Technologies or RuiBiotech. All sequencings were done in RuiBiotech.

### Reagents and antibodies

Polyethylenimine (PEI) (764582, Sigma-Aldrich) and jetPRIME (114-15, Polyplus) were used for transfection. Quenched fluorescent reporter RNA was purchased from General Biology. Inhibitors used in this study include the following: p38 inhibitor SB203580 (HY-10256, MCE); JNK inhibitor SP600125 (HY-12041, MCE); MEK1/2 inhibitor U0126 (HY-12031, MCE); RhoA/C inhibitor (S7719, Selleck). ZAK inhibitors 6P and HY180 are gifts from Prof. Xiaoyun Lu, Jinan University. Antibodies used in this study include the following: anti-Cre (Rabbit, 15036T, CST); anti-HA (Rat, 11867423001, Roche); anti-HA (Rabbit, H6908, Sigma-Aldrich); anti-HA (Mouse, self-made); anti-SIK3 (Rabbit, self-made); anti-β-Tubulin (Mouse, HC101, TransGen Biotech); anti-ACTB (Mouse, 60008-1-Ig, Proteintech); anti-GAPDH (Mouse, 60004-1-Ig, Proteintech); anti-NeuN (Rabbit, 26975-1-AP, Proteintech); anti-Tau (Rabbit, 10274-1-AP, Proteintech); anti-MAP2 (Rabbit, 17490-1-AP, Proteintech); anti-ZAK (Rabbit, 28761-1-AP, Proteintech); anti-PKR (Rabbit, 18244-1-AP, Proteintech); anti-p-p38 (Rabbit, 4511, CST); anti-p-JNK (Rabbit, 4370, CST); anti-p-ERK1/2 (Rabbit, ET1609-42, HUABIO); HRP-conjugated Affinipure Goat Anti-Rabbit IgG(H+L) (SA00001-2, Proteintech); HRP-conjugated Recombinant Rabbit Anti-Mouse IgG Kappa Light Chain (SA00001-1, Proteintech).

### Purification of RfxCas13d protein

The expression construct (The source and sequence of the plasmid was described in Additional file 5: Table S4) was transformed into BL21(DE3) cells and inoculated into a bacterial culture plate supplemented with 50 ug/ml kanamycin. A single colony was picked and incubated in 10 ml LB medium at 37°C for 12 h and then expanded to 1 L medium at a ratio of 1:100. Protein expression was induced overnight at 16°C with 0.5 mM Isopropyl-β-D-thiogalactopyranoside (IPTG) after OD600 nm reached 0.8. Cells were harvested by centrifugation (4000 rpm, 10 min) and resuspended in lysis buffer (20 mM Tris-HCl, 150 mM NaCl, 20 mM imidazole, 10 mM 2-mercaptoethanol and 1 mM phenylmethanesulfonylfluoride (PMSF), pH 8.0), and then lysed with an ultrasonic cell disruptor (300 W, work 5 s, off 3 s, 30 min). Cell debris was removed by centrifugation (18,000 rpm, 15 min), and the clear lysate containing recombinant RfxCas13d was first purified by affinity chromatography using Ni-NTA beads. The SUMO tag was removed by ULP1 protease digestion overnight at 4°C. The cleaved RfxCas13d was further purified by Superdex G-200 gel filtration chromatography (GE Healthcare Life Sciences). Proteins were collected and stored at −80°C until use.

### AAV-PHP.eB packaging, purification, and injection

AAV-PHP.eB was packaged in AAVpro 293T cells (632273, Clontech). PHP.eB (Addgene#103005), pHelper (240071-54, Agilent), and transfer plasmids were co-transfected to AAVpro 293T cells by PEI MAX (24765, Polysciences). Cells were harvested by cell lifter (70-2180, Biologix) 72 h post-transfection. The cell pellets were suspended in 1× Gradient Buffer (10 mM Tris-HCl pH=7.6, 150 mM NaCl, 10 mM MgCl_2_). Five repeated cycles of liquid nitrogen freezing, 37°C water bath thawing, and vortex were used to lyse cell. Then, ≥50 U/ml of Benzonase nuclease (E1014, Milipore) were added to cell lysates and incubated at 37°C for 30 min. Centrifuge the cell lysate at 21,130*g* for 30 min at 4°C and transfer the supernatant to a pre-build iodixanol (D1556, Optiprep) step gradients (15, 25, 40, and 58%) for ultracentrifugation purification. Vacuum centrifuge at 41,000 rpm, 4°C for 4 h, and the virus particles were in the layer of 40% iodixanol gradient. Purified virus were extracted from the 40% virus containing layer by needle and concentrated using Amicon filters (UFC801096, EMD) and formulated in sterile phosphate-buffered saline (PBS) supplemented with 0.01% Pluronic F68 (24040032, Gibco). Virus titers were determined by qPCR while a linearized AAV plasmid as a standard. 1×10^12^ vg/mouse AAV-PHP.eB were delivered into mice via retro-orbital injection.

### RNA extraction and reverse transcription quantitative real-time PCR (RT-qPCR)

Total RNA from cells or tissues were isolated using TRIzol reagent (DP424, TIANGEN) according to the instruction. One microgram RNA was reverse transcribed using HiScript II Q RT SuperMix (R223-01, Vazyme). Levels of these indicated genes were analyzed by qPCR amplified using SYBR Green (Q311, Vazyme). Data shown are the relative abundance of the indicated mRNA normalized to ACTB or GAPDH. The primers are listed in Additional file 6: Table S5.

### Measurement of crRNAs’ knockdown efficiency

Plasmids encoding RfxCas13d (addgene#109049) and crRNAs (addgene#109053) were transfected into N2a/HEK293T cells (Figs. 1b, 2d,e, 3a, 4d–f, and S4e-h). Forty-eight hours after transfection, GFP-positive cells were sorted and collected through Fluorescence-Activated Cell Sorting (FACS), and then were extracted for total RNA. Then, levels of indicated genes were measured by RT-qPCR. All crRNAs used in this paper are listed in Table S6.

### Cell cycle distribution analysis

Twenty-four hour after transfection of indicated plasmids, cells were washed and collected using PBS to get rid of serum proteins at centrifugation at 1200 rpm, 5 min. Pellets are resuspended using precooling 70% EtOH solution to fix cells at least 30 min at 4°C. The cells can remain in this solution for up to 1 week. EtOH/cell suspension was diluted with PBS, and was spun at 2000–2200 rpm for 10 min spin. Cells are much harder to pellet in EtOH. If EtOH is not diluted and the increased rate is not used, significant cell loss will be noticed. Wash cells three times using PBS and then stain cells using DAPI staining solution (C1005, Beyptime) for 30 min. Finally, cells were recorded by Fluorescence Activated Cell Sorting (FACS) and analyzed by FlowJo.

### Western blot

Cells were washed with PBS and lysed by incubation on ice for 10 min with RIPA lysis buffer (50 mM Tris, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 1% Triton X-100, protease cocktail [C0001, Targetmol], and 1 mM PMSF). Additional phosphatase inhibitor cocktail (C0003, Targetmol) was used for western blot analysis of phosphorylated proteins. Brain tissue was firstly grinded in a mortar cooled on liquid nitrogen, and then lysed by incubation on ice for 30 min with RIPA lysis buffer. Supernatants were collected by centrifugation at 12,000 rpm for 10 min at 4°C and then mixed up with loading buffer and boiled for 10 min. Samples were resolved by SDS-PAGE and transferred to 0.22 μm nitrocellulose membrane (P-N66485, Pall). The membrane was blocked using skim milk for 30 min, then incubated overnight with primary antibodies, further incubated with the corresponding HRP-conjugated secondary antibodies, and finally detected by enhanced chemiluminescence. All uncropped western blot images are provided in Additional file 8.

### SUnSET assay

Cells were incubated with puromycin (2.5 μg/ml for HEK293T; 2 μg/ml for MDA-MB-231 and HCT116; 10 μg/ml for Hela) for 20 min and then washed with ice-cold PBS and lysed using RIPA lysis buffer. Equal quantity of cell lysates was submitted to western blot using anti-puromycin antibody to detect protein synthesis. Signals were normalized with probing GAPDH and TUBULIN (loading control).

### Construction of knockout cell lines

ZAK knockout and PKR knockout HEK293T cell lines were generated by a CRISPR-Cas9 system. Firstly, HEK293T cells were transfected with Lenti-V2 plasmids encoding Cas9 and gRNA (#52961). Culture medium was changed 6 h after transfection. Forty-eight hours after transfection, successfully transfected cells were selected in culture medium added puromycin. Then, monoclonal cells were obtained by limiting dilution. Finally, possible knockout cells of these monoclonal cells were validated by western blot and sequencing. All gRNAs used in this paper are listed in Additional file 7: Table S6.

### Construction of stable and inducible expression mammalian cell lines

For preparation of lentiviruses, HEK293T cells in 6-well plates were transfected with the lentiviral vector of interest (1800 ng), the lentiviral packaging plasmids psPAX2 (600 ng) and pMD2.G (600 ng) using 12 μl of PEI (1 mg/ml). Culture medium was changed 6 h after transfection. About 48 h after transfection, culture medium containing lentiviruses was collected and centrifugalized at 12,000 rpm for 10 min, and then filtered using a 0.22-μm filter. HEK293T, N2a, and U87 cells were then infected at ~50% confluency by lentiviruses for 48 h, followed by selection with puromycin or hygromycin for 7 days. More details on the construction of inducible expression cell lines were described in our previous study [47]. Monoclonal cells were obtained by limiting dilution and validated by western blot.

### Oligonucleotide extension assay

Total RNA was ligated with oligonucleotide adaptor 1 or 2 respectively using T4 RNA Ligase 1 (M0204S, NEB) following manual. Then RNA was purified by ethanol precipitation and then reverse transcribed using R1 or R2 (R312-02, Vazyme). cDNA was amplified by PCR using F1&R1 or F2&R2. PCR products were firstly analyzed by agarose gel electrophoresis. The desired bands were cut and purified by TIANgel Midi Purification Kit (DP209, Tiangen), then ligated into T vector (CT101-01, Transgen Biotech), and finally sequenced by Sanger sequencing.

The sequence of oligonucleotide adapters and primers:

- adaptor 1: 5-PO_4_-CTGTAGGCACCATCAATGGACCT-NH_2_-3 (DNA);
- adaptor 2: 5-NH_2_-CAGAAGGCACCAACAAAGGACC-OH-3 (RNA);
- F1: 5-ACCTGGGTATAGGGGCGAAAGAC-3 (DNA)
- R1: 5-AGGTCCATTGATGGTGCCTACAG-3 (DNA)
- F2: 5-CAGAAGGCACCAACAAAGGACC-3 (DNA)
- R2: 5-CCCTTAGAGCCAATCCTTATCCC-3 (DNA)

### Reconstitution of the collateral activity of RfxCas13d in vitro

To detect the collateral activity of RfxCas13d in vitro, we performed in vitro cleavage assay with 100 ng purified RfxCas13d protein, 100 ng synthesized tdTomato RNA, 100 ng crRNA, 2 μl RNase inhibitor (NEB), and 200 ng quenched fluorescent RNA reporters (6 nt poly-A/U/G/C), in 100 μl reaction buffer (40 mM Tris-HCl, 60 mM NaCl, 6 mM MgCl_2_, pH 7.6) [9]. Reactions were incubated at 37°C for 1 h and measured the fluorescence of RNA reporters with microplate reader. In Additional file 1: Fig. S8i, quenched fluorescent RNA reporters were replaced with total RNA extracted from HEK293T cells. Reactions were incubated at 37°C for 1 h and then RNA was purified by ethanol precipitation followed by quality control by Agilent 2200 Bioanalyzer.

### RNA denaturing gel electrophoresis

The process of making gel is as follows: weigh 0.5 g of agarose powder, add it to 36.5 ml of DEPC water, and heat to completely dissolve the agarose. After cooling slightly (60–70°C), add 5 ml of 10× MOPS Running Buffer (C516042-0001, Sangon Biotech), 8.5 ml of 37% formaldehyde. Then pour the gel in the glue tank, insert the comb, and place it horizontally for use after solidification. The process of adding the samples: mix the following reagents in a clean small centrifuge tube: 2 μl 10× MOPS Running buffer, 3.5 μl formaldehyde, 10 μl formamide (deionized), 4.5 μl RNA sample. Mix well, keep it at 60°C for 10 min, and cool quickly on ice. Add 3 μl of 10× loading buffer (B548318-0001, Sangon Biotech) and 0.5 μl of ethidium bromide, then mix well and add an appropriate amount to the sample well of the gel. Electrophoresis: turn on the electrophoresis instrument and stabilize the electrophoresis at 7.5 V/cm.

### Total RNA integrity analysis

Total RNA was extracted from cells and then sent to GENEWIZ company for quality control by Agilent 2200 Bioanalyzer.

### RNA-seq analysis

The sequencing data generated by Illumina Noveseq PE150 in fastq file format was filtered by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and Trim-Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) software for quality control. Then the mouse genome version mm10 and the human genome version hg38 were used as reference genome to align the clean data with Subread software (http://subread.sourceforge.net/). The gene count matrix was calculated by the featureCounts (http://subread.sourceforge.net/) program. Then the gene count data was normalized using the FPKM formula. The differentially expressed genes were analyzed by R package DESeq2 (https://bioconductor.org/packages/release/bioc/vignettes/DESeq2/inst/doc/DESeq2.html). Transcription factor enrichment analysis was conducted by ChEA3 (https://maayanlab.cloud/chea3/#top). The raw data and processed data were uploaded to the GEO Datasets (GSE193668, GSE222451, and GSE222461) [48–50].

### Statistical analysis

The statistical analysis was performed by Prism version 8 (GraphPad Software) including two-tailed unpaired *t* test, one-way ANOVA, and log-rank test. And the respective statistical test used for each figure is noted in the corresponding figure legends. Significance levels are noted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 or ns (*P* > 0.05). All values are represented as mean ± SEM.

## Supplementary Information

**Additional file 1.** Supplementary figures.

**Additional file 2: Table S1.** Transcriptome profiles of N2a cells transfected of RfxCas13d and crRNA, and DEGs identified through comparisons (Linked to Figs. 1, 2, and 3 and the answer to the first question of Reviewer 1# during first revision).

**Additional file 3: Table S2.** Transcriptome profiles of HEK293T-RfxCas13d cells transfected of target gene and crRNA, and 509 common DEGs identified through comparisons (Linked to Fig. 5).

**Additional file 4: Table S3.** Transcriptome profiles of N2a cells transfected of RfxCas13d/dRfxCas13d with or without crRNA, and DEGs identified through comparisons (Linked to Additional file 1: Fig. S12).

**Additional file 5: Table S4.** The sources, sequences and application locations of the plasmids used in this study.

**Additional file 6: Table S5.** The sequence of the primers used in this study.

**Additional file 7: Table S6.** The sequence of the crRNAs and gRNAs used in this study.

**Additional file 8.** Uncropped western blot images.

**Additional file 9: Table S7.** Transcriptome profiles of mouse brain tissue through bulk RNA-seq (Linked to additional file: Fig S12a and Response Fig. 1a of first revision).

**Additional file 10: Table S8.** Transcriptome profiles of HEK293T transfected of RfxCas13d, NeuN and crRNA (Linked to Response Fig. 8 of first revision).

**Additional file 11.** Review history.

## Data Availability

The datasets generated during the current study are available in the GEO Datasets (GSE193668, GSE222451, and GSE222461), including both raw and processed data [48–50].

# Supplementary material for: The collateral activity of RfxCas13d can induce lethality in a RfxCas13d knock-in mouse model
**Source:** Genome Biol. 2023 Feb 1;24:20. doi: 10.1186/s13059-023-02860-w
**Supplement:** Supplementary file 6 — Additional file 6: Table S5. The sequence of the primers used in this study.

The sequence of qPCR primers used in this study.

| Gene Name | Species | Forward primer | Reverse primer |
| --- | --- | --- | --- |
| Sik3-S | Mouse | CAGAGCGACAGTGACCATCA | GCTGGATTCTGGTGAAAACCC |
| Map2 | Mouse | ACCTTCCTCCATCCTCCCTC | TCCTGCTCTGCGAATTGGTT |
| Mapt | Mouse | CCTCCTAGGCCTGACTCCTT | CTGGGGTGGAAGCGAAAGAT |
| Actb | Mouse | TTACGGATGTCAACGTCACAGTTC | ACTATTGGCAACGAGCGGTTC |
| TPT1 | Human | GGACTACCGTGAGGATGGTG | GGATTTCTTTCTTTTGCATCACATT |
| LDHB | Human | GCCTTCTCTCTCCTGTGCAA | CCTCTTCTTCCGCAACTGGT |
| NCL | Human | AAGCGTTGGAACTCACTGGT | TCTCGCATCTCGCTCTTTCT |
| YWHAE | Human | GCAGAACTGGATACGCTGAG | ATTCTGCTCTTCACCGTCAC |
| HNRNPAB | Human | TGTCAGTGGAAGCAAGTGTGA | CTGGTTCCAGTAGTTGCCGT |
| GAS5 | Human | TATGGTGCTGGGTGCAGATG | CCATTAAGCTGGTCCAGGCA |
| EGR1 | Human | ACCTGACCGCAGAGTCTTTT | CAAGGTGTTGCCACTGTTGG |
| FOS | Human | TACACTCCAAGCGGAGACAG | TCCTTCAGCAGGTTGGCAAT |
| GAPDH | Human | CAGCCTCAAGATCATCAGCA | TGTGGTCATGAGTCCTTCCA |
| ACTB | Human | AAAGACCTGTACGCCAACAC | GTCATACTCCTGCTTGCTGAT |
| RfxCas13d | For cells | GACCCGTCCAGCAGGATATG | AGGCGGCGTTGGTAATGTAT |
| RfxCas13d | For mice | ACTCCCTGGAGTCCGCTAAT | GTTAAGAGCGGTCTTGGCCT |
| tdTomato |  | CCTGTTCCTGGGGCATGGCA | TCTTTGATGACGGCCATGTTGTTGT |
| EGFP |  | CGTAAACGGCCACAAGTTCA | CTTCATGTGGTCGGGGTAGC |

The sequence of the primers used for genotyping in this study.

| Primer | Sequence |
| --- | --- |
| Gt-F1 | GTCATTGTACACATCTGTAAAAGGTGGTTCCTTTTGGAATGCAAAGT |
| Gt-R1 | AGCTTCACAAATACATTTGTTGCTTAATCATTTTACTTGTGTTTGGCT |
| Gt-F2 | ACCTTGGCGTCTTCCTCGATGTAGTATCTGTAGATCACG |
| Gt-R2 | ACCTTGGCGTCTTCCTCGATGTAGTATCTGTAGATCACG |

The sequence of the primers used for identifying the other possible RfxCas13d variants in this study.

| Primer | Sequence |
| --- | --- |
| F1 | GAAGAGCTTCGCTAAGGGCA |
| R1 | TGGGTACGATCCGACCTTCC |
| F2 | AAGAAGGACGCCCCTAGACT |
| R2 | CACAGCTTGGTCACGCTAGA |
| F3 | TCACTAACGCTGCCTATGCC |
| R3 | AGTCTAGGGGCGTCCTTCTT |
| F4 | GCAGTGGTGAAGTTCGTCCT |
| R4 | GCCTCGATGCTCAGGTTCTT |

# Supplementary material for: The collateral activity of RfxCas13d can induce lethality in a RfxCas13d knock-in mouse model
**Source:** Genome Biol. 2023 Feb 1;24:20. doi: 10.1186/s13059-023-02860-w
**Supplement:** Supplementary file 7 — Additional file 7: Table S6. The sequence of the crRNAs and gRNAs used in this study.

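The spacers of the crRNAs used in the N2a RNA-seq were located in the annotated mouse transcripts of GRCm38 (mm10). Sik3-S crRNA 1 (CAAGCACTGCCAGGTGCCACAT) and crRNA 8 (GTCGCTCTGTGAATCAGGCATC) match chromosome 9 from 46202074 to 46202095 and from 46202652 to 46202673. Both sites lie in the 3' UTR of a Sik3 transcript of 2330 nt, in its last exon, number 13. Map2 crRNA 1 (ACTCTCAATTTTCACACGTCCA) and crRNA 3 (GAGCATTGTCAAGTGAGCCAAC) match chromosome 1 from 66438258 to 66438279 and from 66438316 to 66438337, both in coding sequence of Map2, in exon 11 of a transcript of 5195 nt. Mapt crRNA 4 (CTTAGATAAAAGAAAAGGCAGA) and crRNA 6 (ATAAAAGAAAAGGCAGAGGTCC) match chromosome 11 from 104329654 to 104329675 and from 104329649 to 104329670, overlapping sites in the 3' UTR of a Mapt transcript of 5253 nt. Rbfox3 crRNA 5 (AAATCCATCCTGATACACGACC) matches the coding sequence on chromosome 11 from 118496369 to 118496390, and Rbfox3 crRNA 6 (GCAGCAACATTCAATGAGGCCA) the 3' UTR of an Rbfox3 transcript from 118490729 to 118490750. Each spacer matched transcripts of its target gene alone without a mismatch. With up to 2 mismatches Sik3-S crRNA 1 also matched a transcript of Tet2 and Mapt crRNA 6 the 3' UTR of Pcdhb16, and the NT crRNA matched none.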

The sequence of the crRNAs and gRNAs used in this study.

# Supplementary material for: The collateral activity of RfxCas13d can induce lethality in a RfxCas13d knock-in mouse model
**Source:** Genome Biol. 2023 Feb 1;24:20. doi: 10.1186/s13059-023-02860-w
**Supplement:** Supplementary file 8 — Additional file 8. Uncropped western blot images.

Fig. S1

IB: SIK3-S

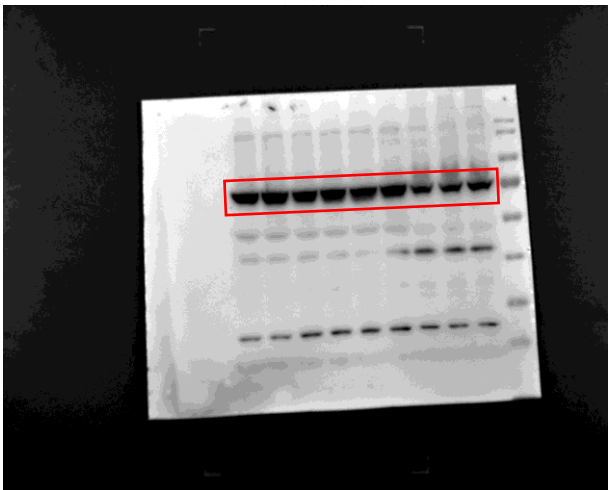

IB: ACTB

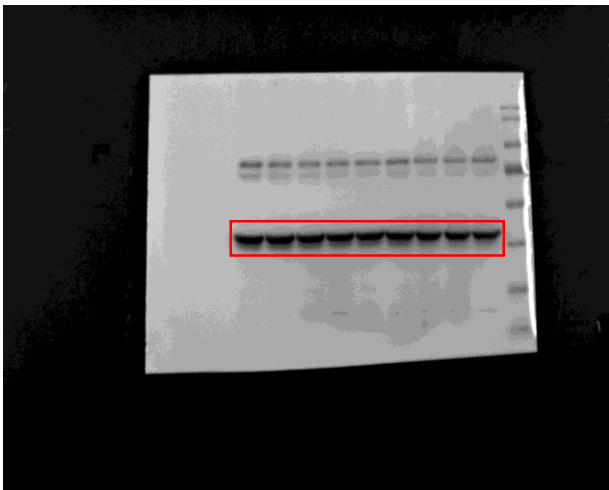

Fig. S1 Uncropped western blot images for Fig. 1g . Red boxes indicate cropped regions.

Fig. S2

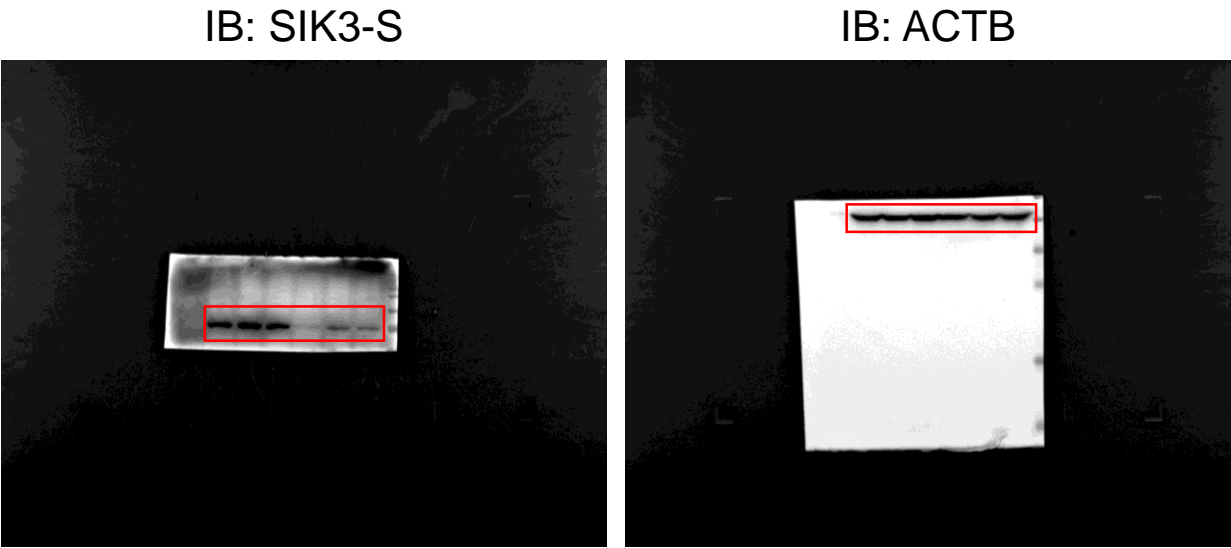

Fig. S2 Uncropped western blot images for Fig. 2a . Red boxes indicate cropped regions.

Fig. S3

IB: HA (RfxCas13d)

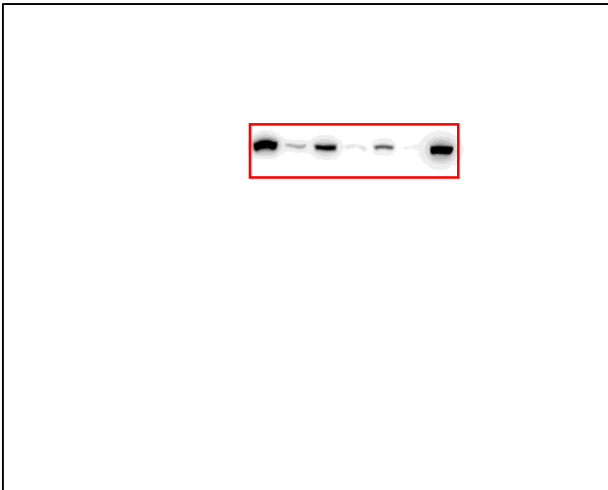

IB: HA (NeuN)

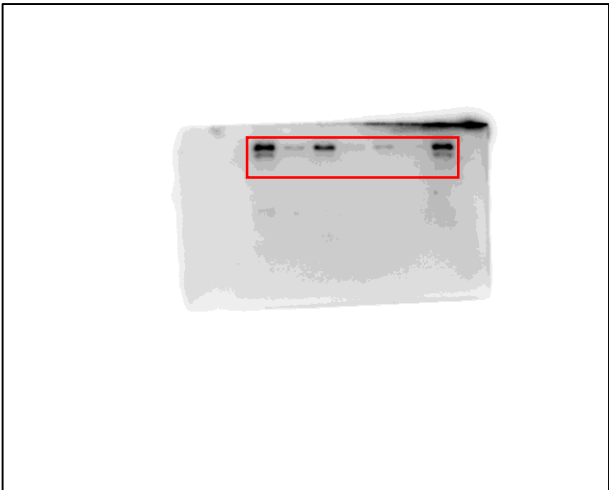

IB: ACTB

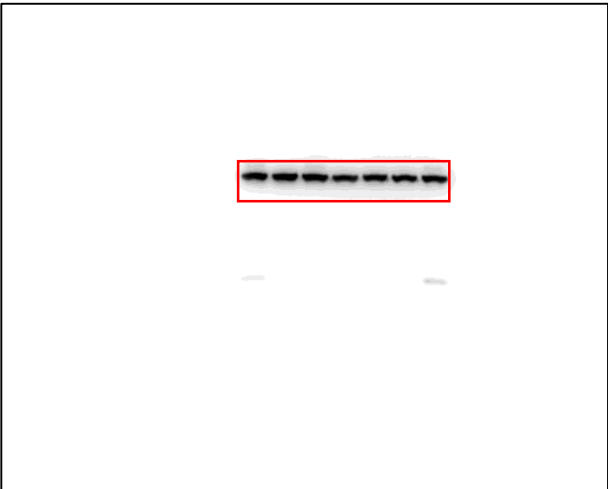

Fig. S3 Uncropped western blot images for Fig. 2f/Response Fig. 8c (First revision)/ Response Fig. 3a (Second revision). Red boxes indicate cropped regions.

Fig. S4

IB: MAP2

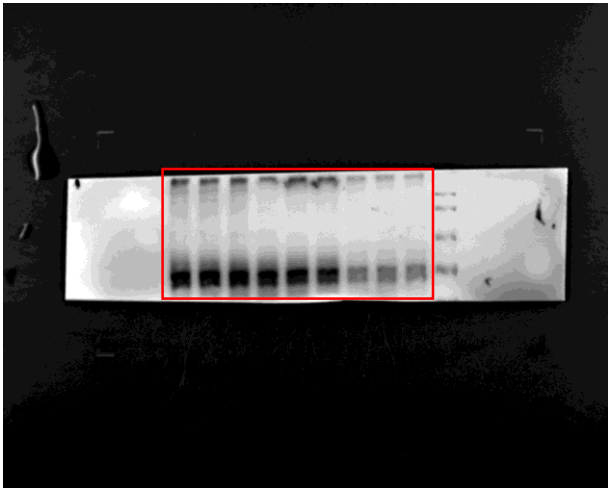

IB: ACTB

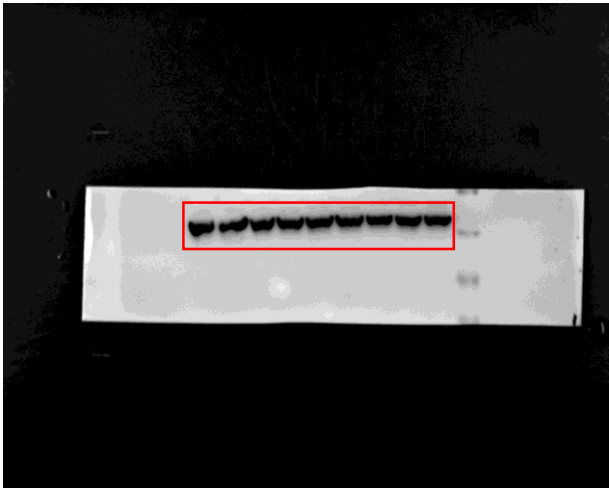

Fig. S4 Uncropped western blot images for Fig. 2p. Red boxes indicate cropped regions.

Fig. S5

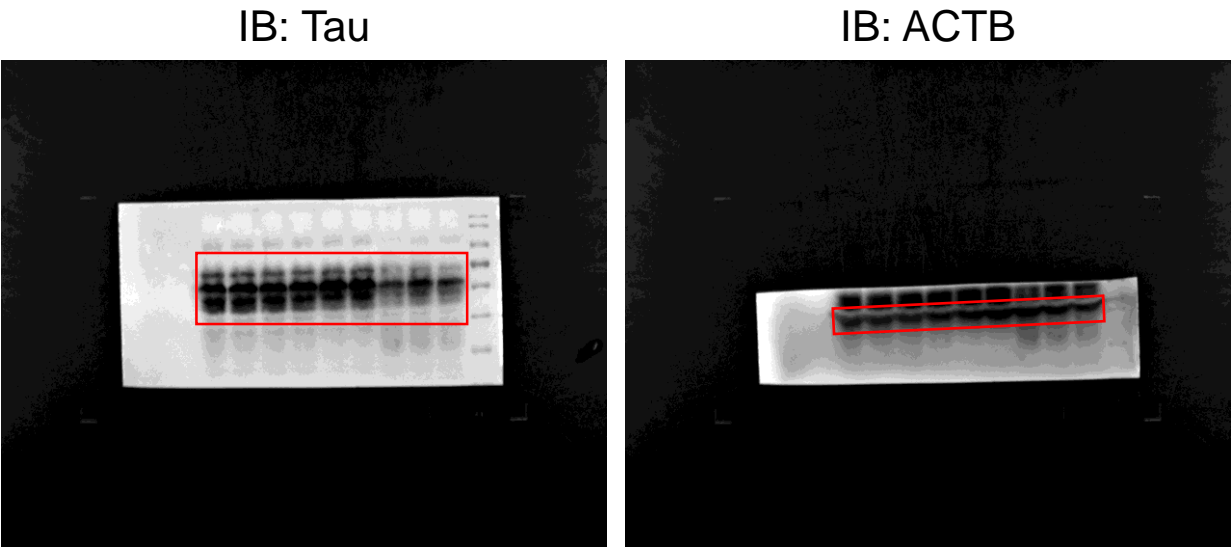

Fig. S5 Uncropped western blot images for Fig. 2q. Red boxes indicate cropped regions.

Fig. S6

IB: NeuN

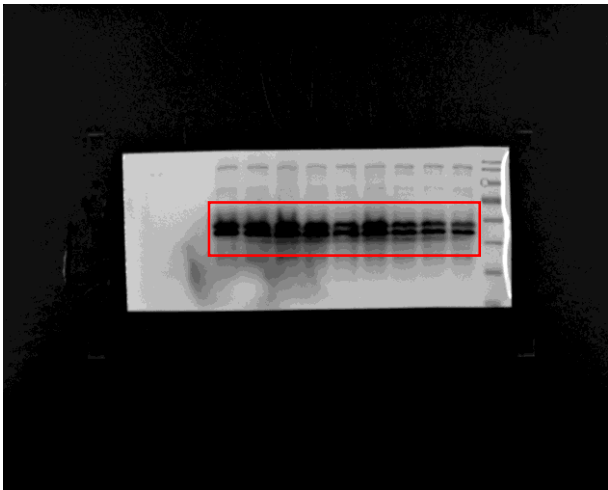

IB: GAPDH

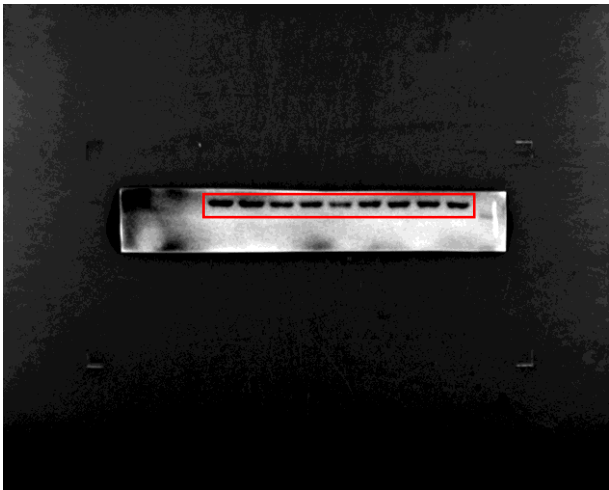

Fig. S6 Uncropped western blot images for Fig 2r. Red boxes indicate cropped regions.

Fig. S7

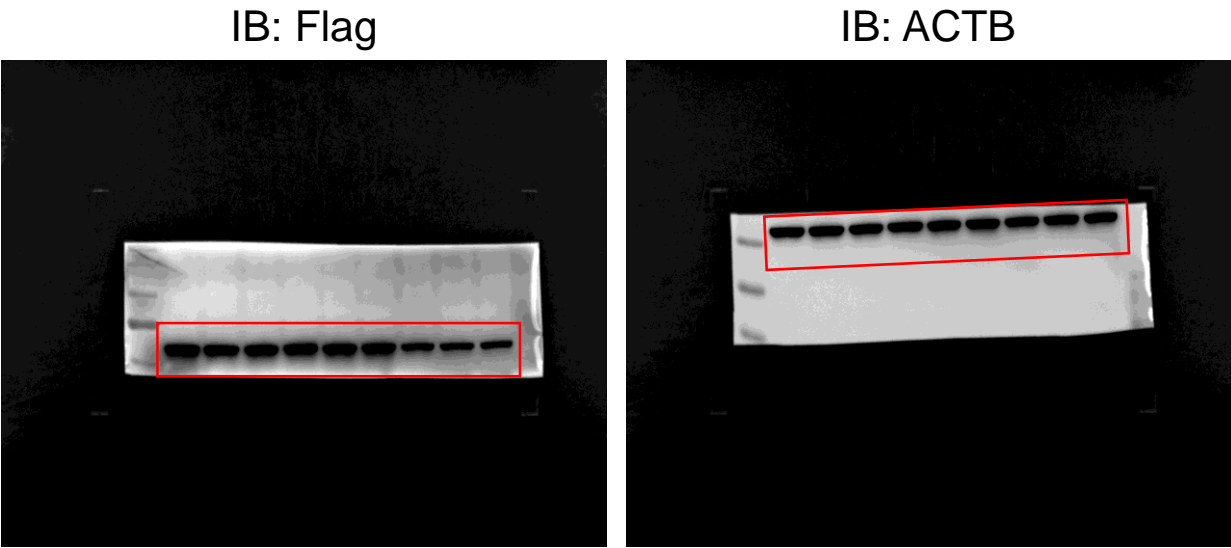

Fig. S7 Uncropped western blot images for Fig. 3e. Red boxes indicate cropped regions.

Fig. S8

IB: HA (RfxCas13d)

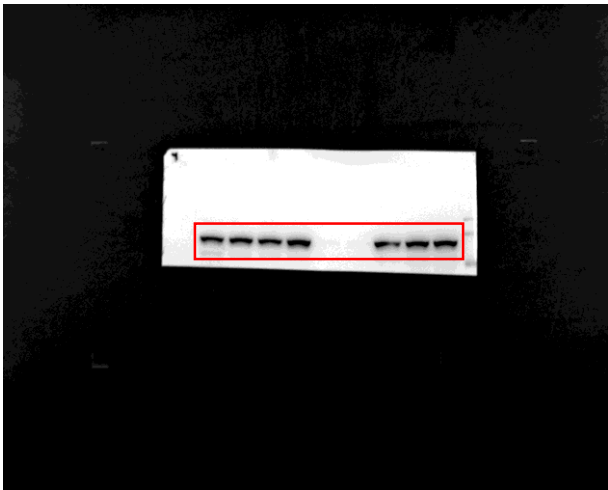

IB: Flag (tdTomato)

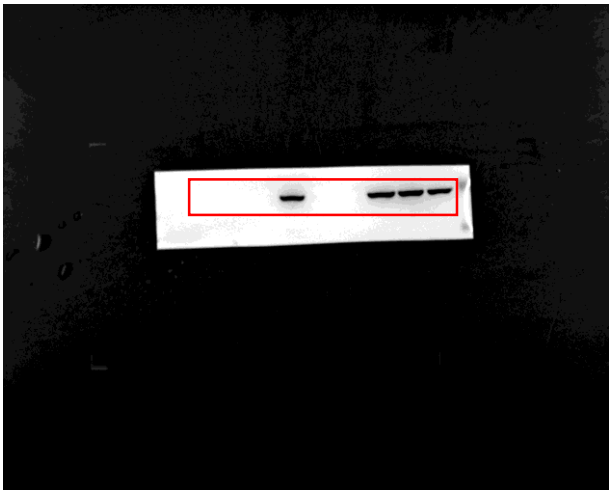

IB: ACTB

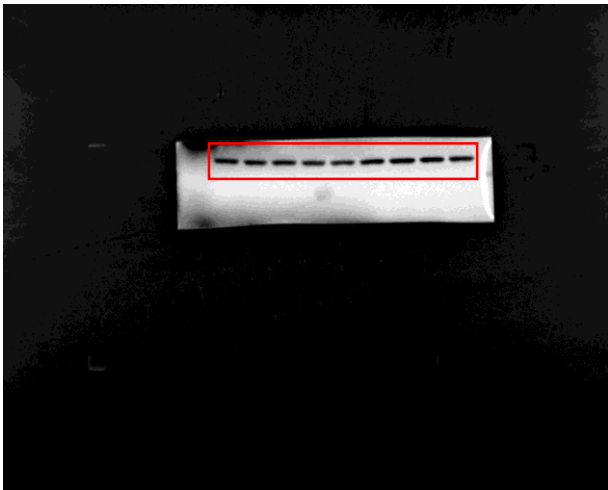

Fig. S8 Uncropped western blot images for Fig. 4a. Red boxes indicate cropped regions.

Fig. S9

IB: Puromycin

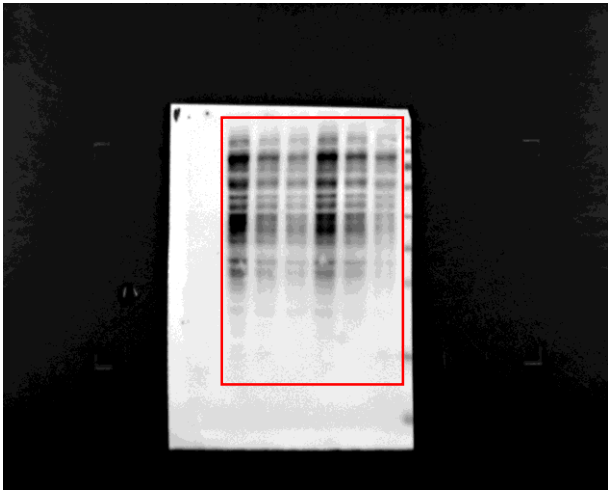

IB: Flag (tdTomato)

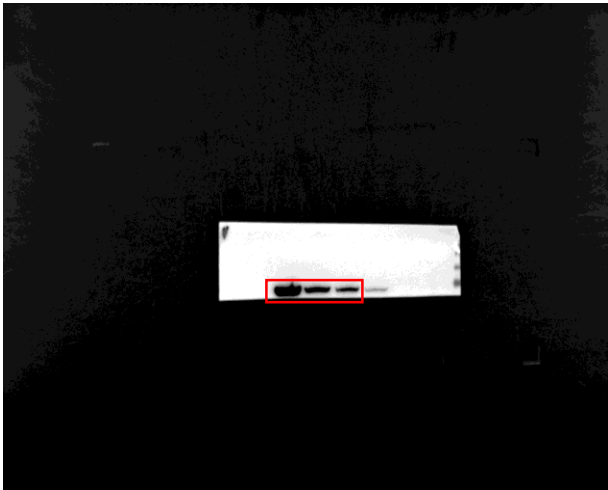

IB: HA (SIK3-S)

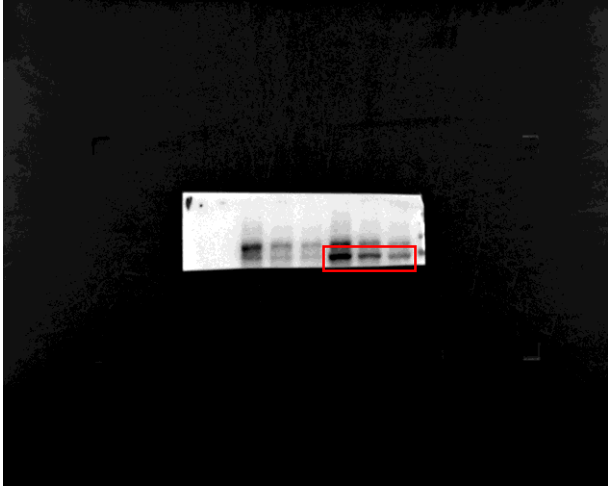

IB: TUBULIN

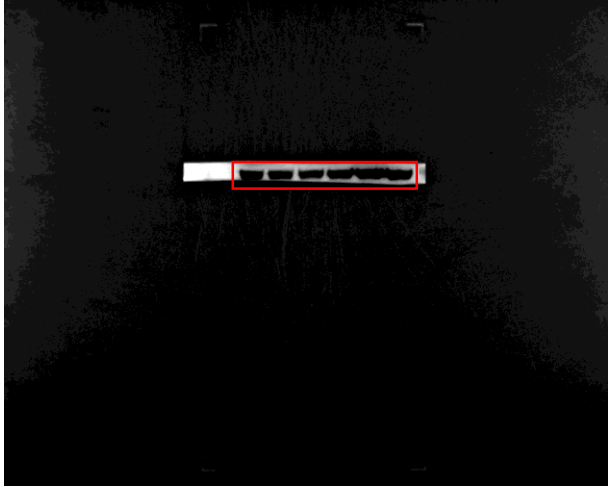

IB: GAPDH

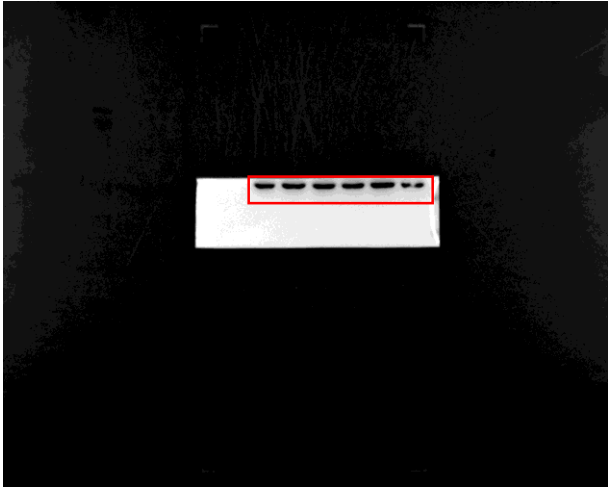

Comassie staining

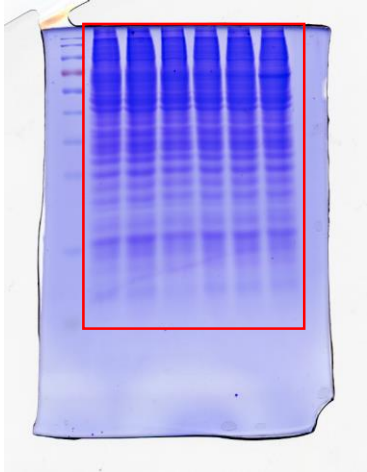

Fig. S9 Uncropped western blot images for Fig. 5c. Red boxes indicate cropped regions.

Fig. S10

IB: p-JNK

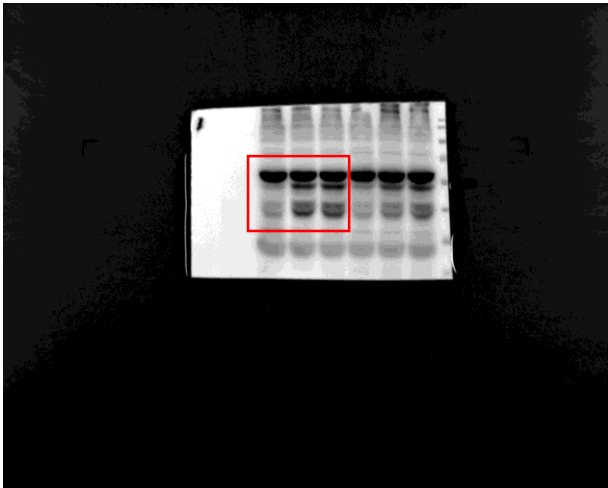

IB: p-p38

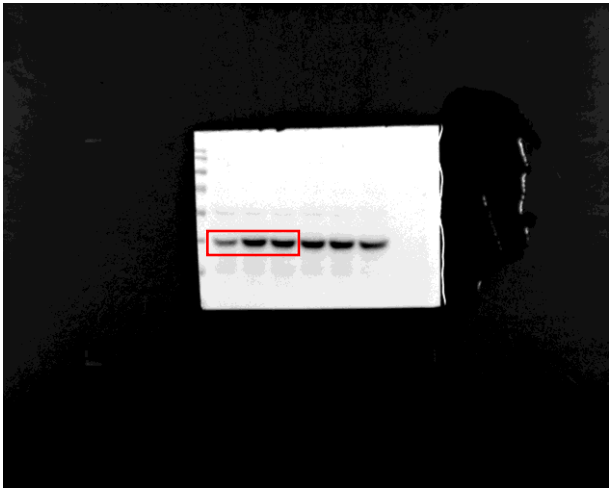

IB: p-ERK1/2

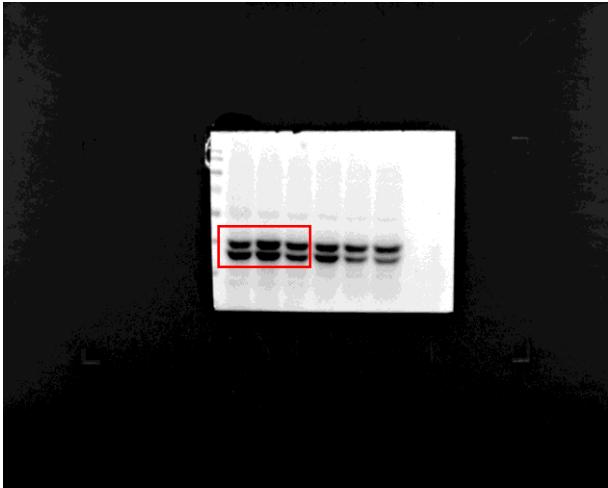

IB: Flag (tdTomato)

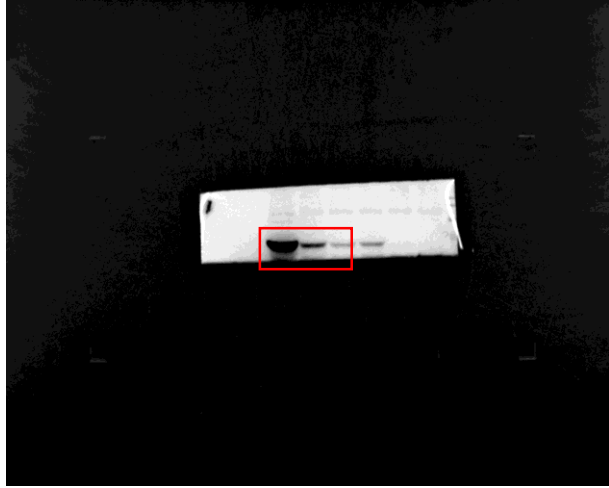

IB: ACTB

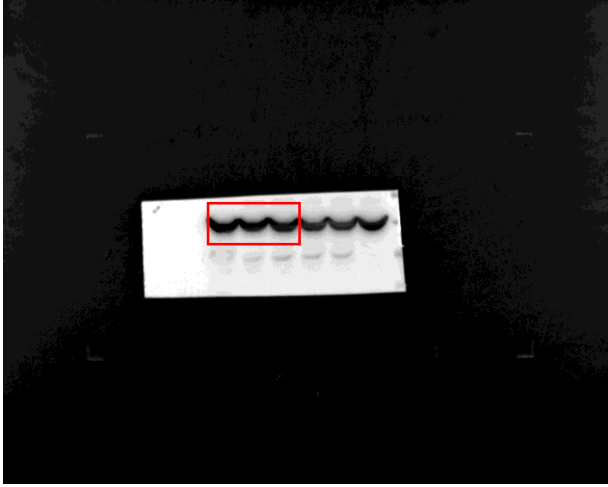

Fig. S10 Uncropped western blot images for Fig. 5h. Red boxes indicate cropped regions.

Fig. S11

IB: ZAK (ZAK α)

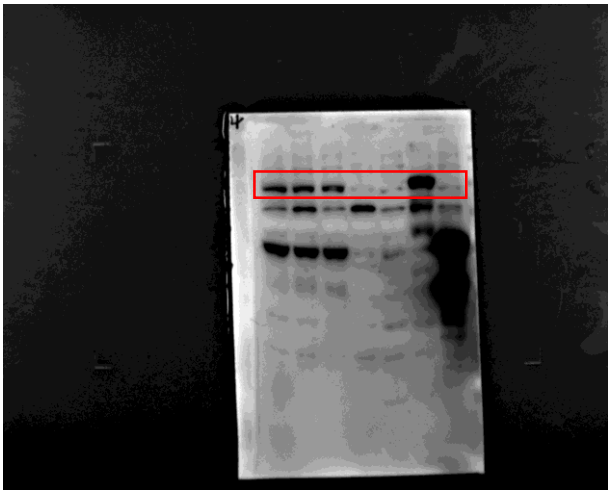

IB: ZAK (ZAK β)

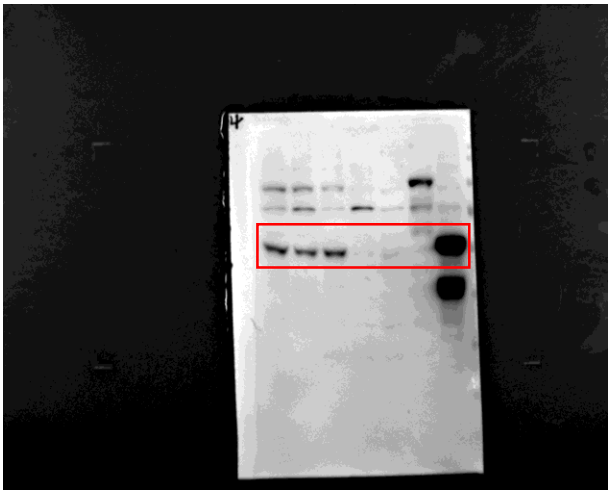

IB: PKR

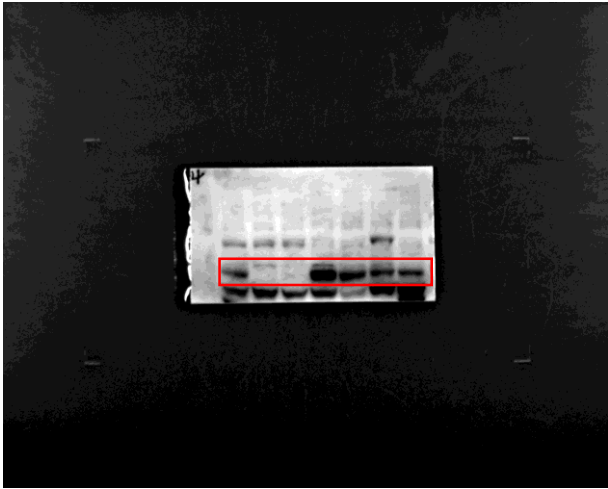

IB: ACTB

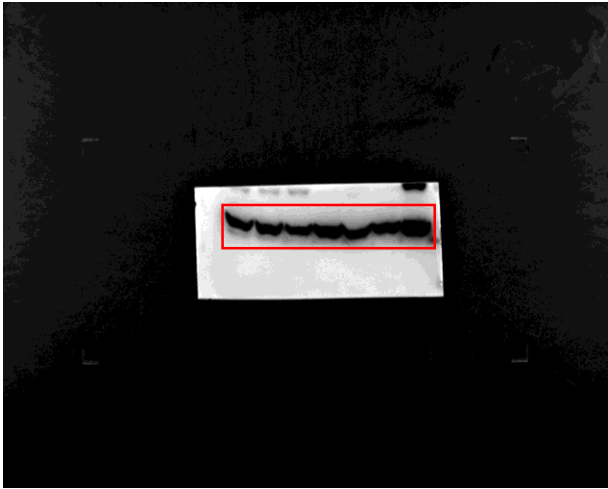

Fig. S11 Uncropped western blot images for Fig. 5k . Red boxes indicate cropped regions.

Fig. S12

IB: p-JNK

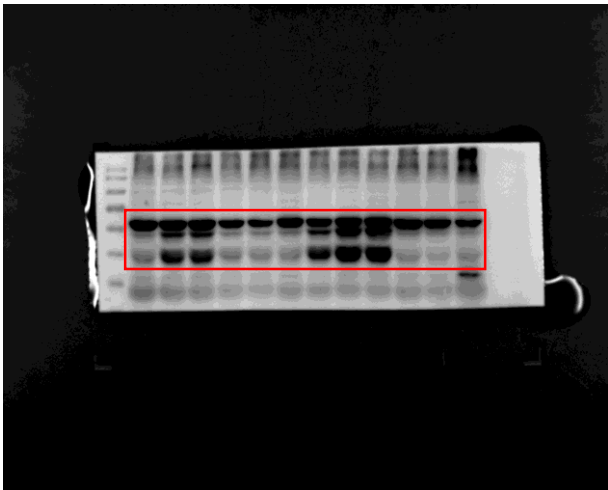

IB: p-p38

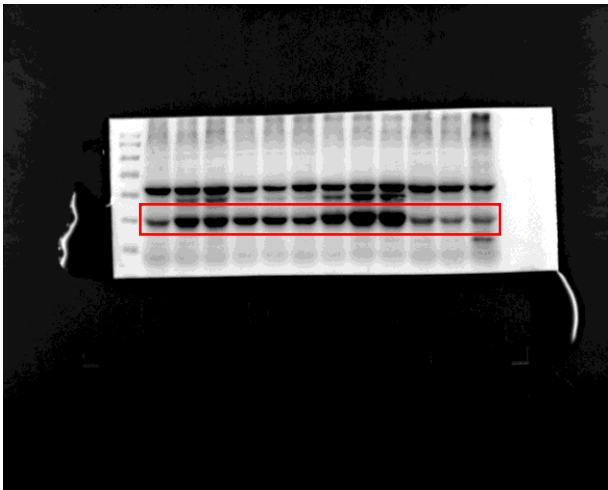

IB: Flag (tdTomato)

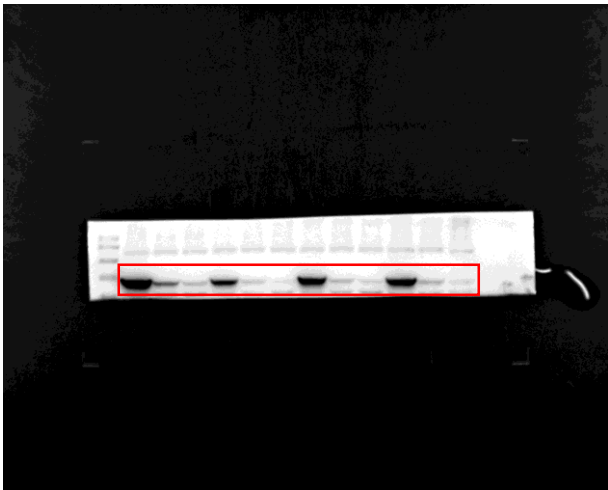

IB: ACTB

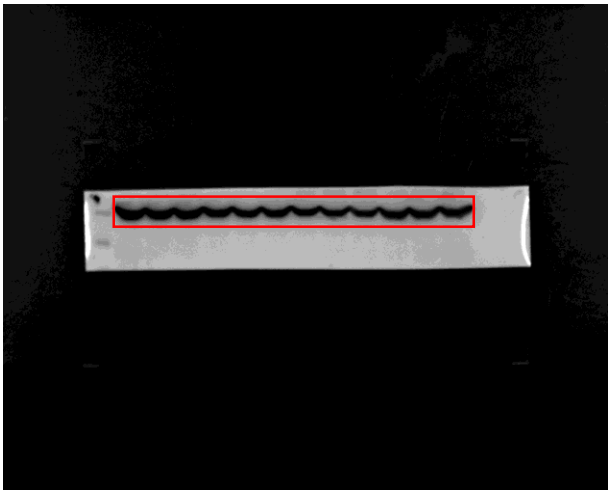

Fig. S12 Uncropped western blot images for Fig. 5I . Red boxes indicate cropped regions.

Fig. S13

IB: HA (RfxCas13d)

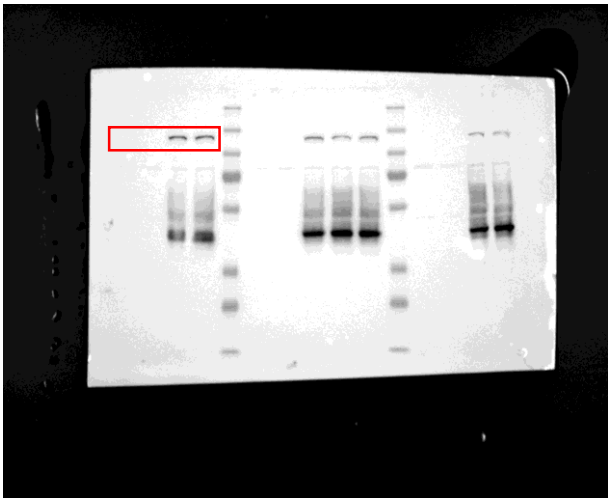

IB: ACTB

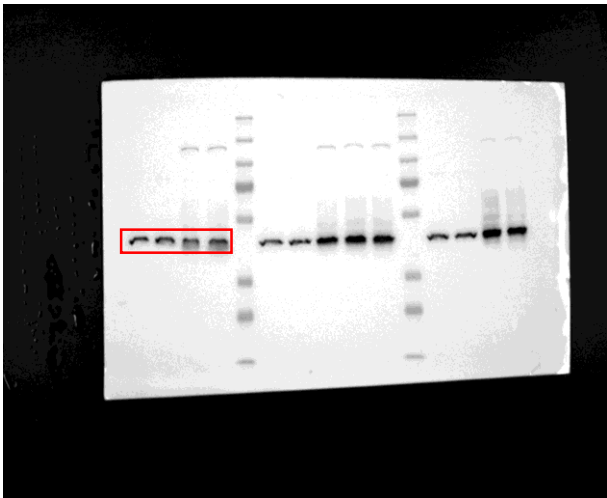

Fig. S13 Uncropped western blot images for Additional file 1: Fig. S3b. Red boxes indicate cropped regions.

Fig. S14

IB: HA (RfxCas13d)

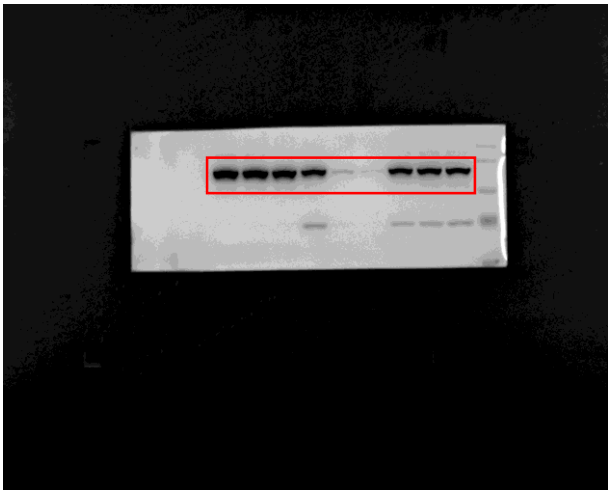

IB: HA (SIK3-S)

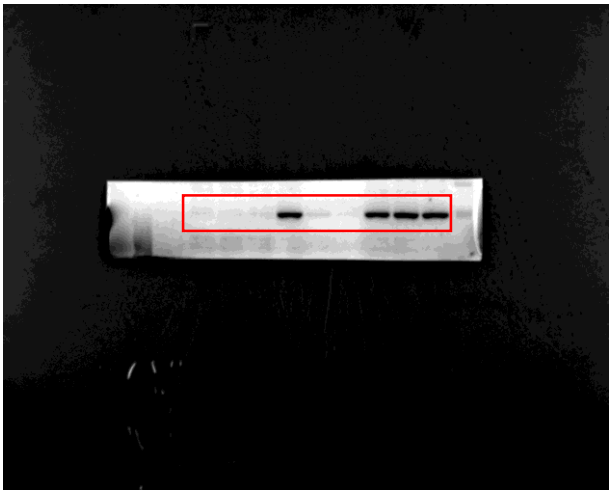

IB: ACTB

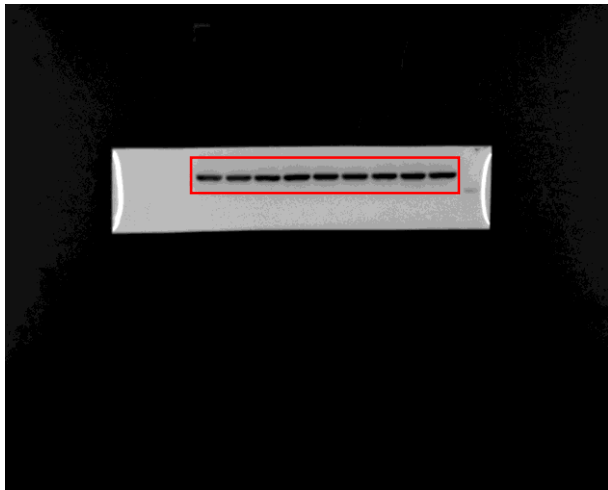

Fig. S14 Uncropped western blot images for Additional file 1: Fig. S7a. Red boxes indicate cropped regions.

Fig. S15

IB: Puromycin

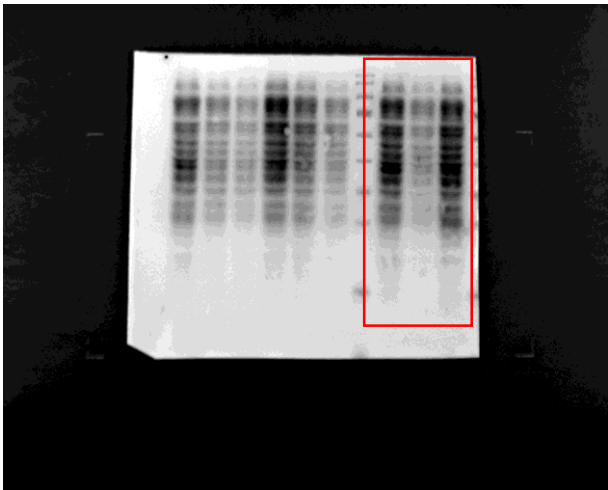

IB: HA (SIK3-S/SIK3-S-K37M)

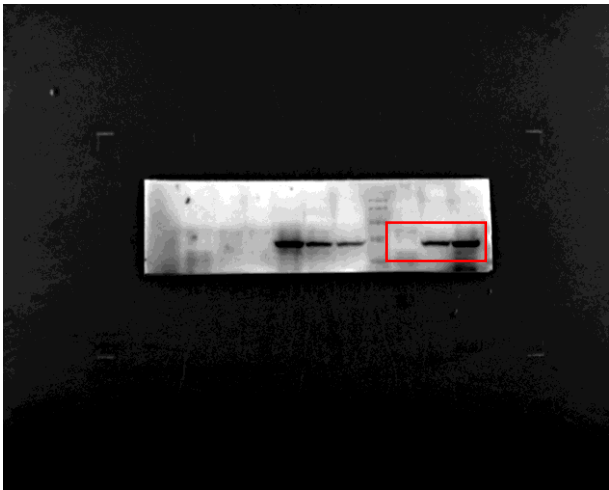

IB: ACTB

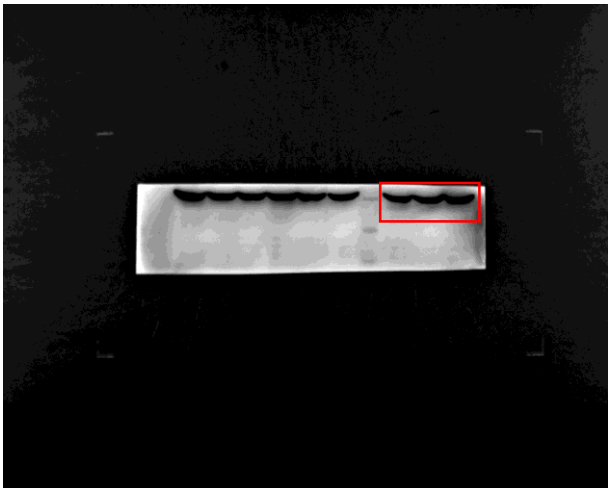

Fig. S15 Uncropped western blot images for Additional file 1: Fig. S9a. Red boxes indicate cropped regions.

Fig. S16

IB: Puromycin

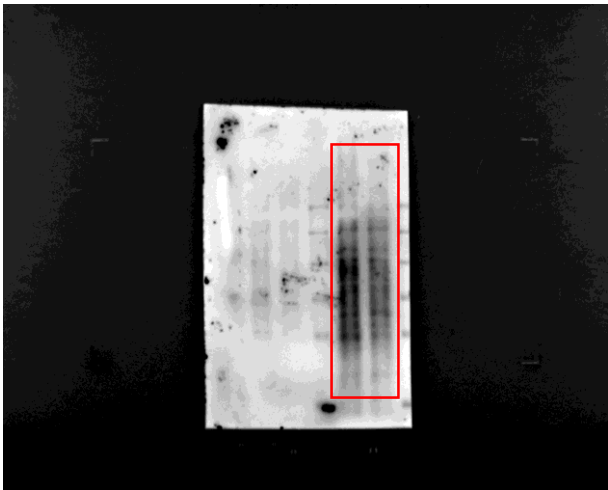

IB: HA (RfxCas13d)

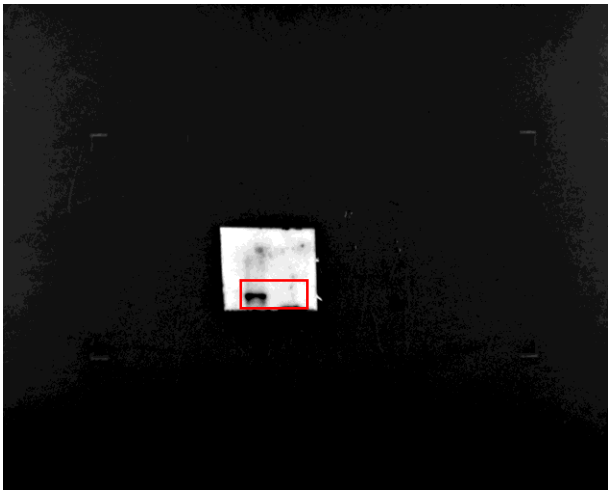

IB: Flag (tdTomato)

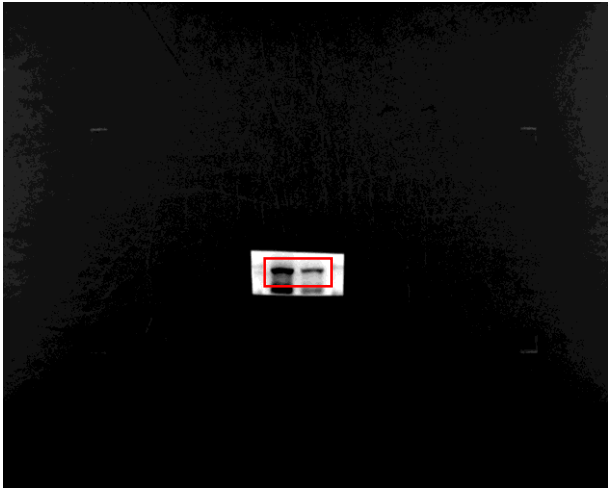

IB: ACTB

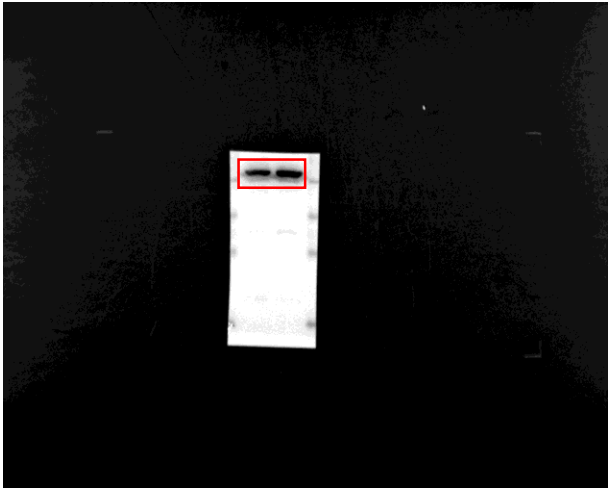

Fig. S16 Uncropped western blot images for Additional file 1: Fig. S11p. Red boxes indicate cropped regions.

Fig. S17

IB: Puromycin

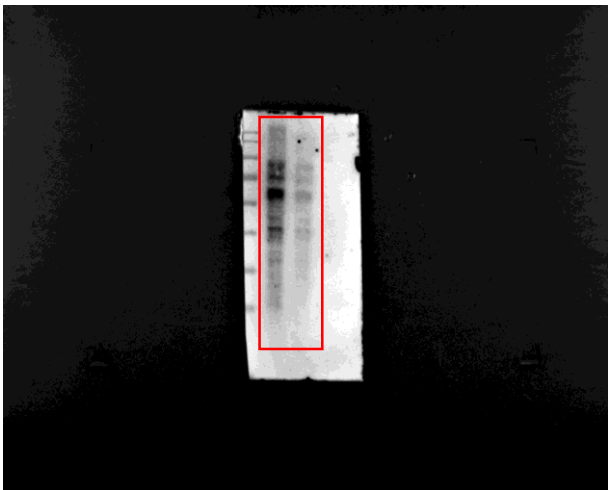

IB: HA (RfxCas13d)

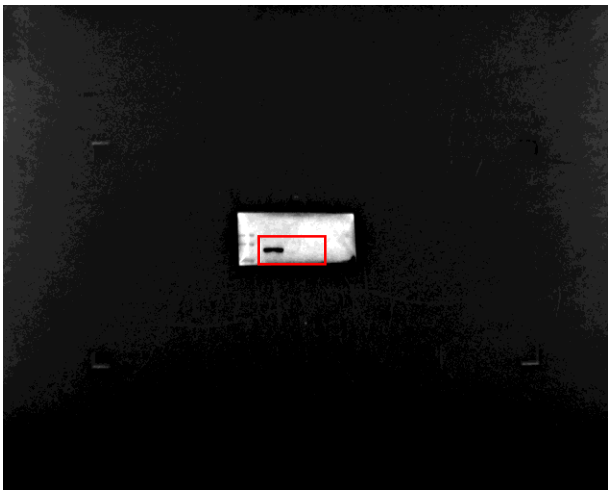

IB: Flag (tdTomato)

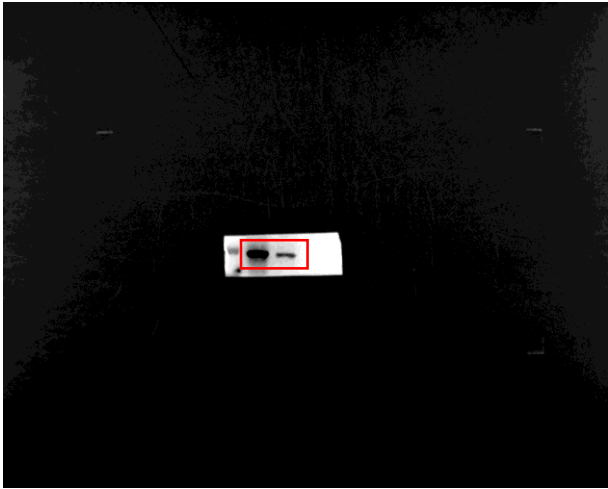

IB: ACTB

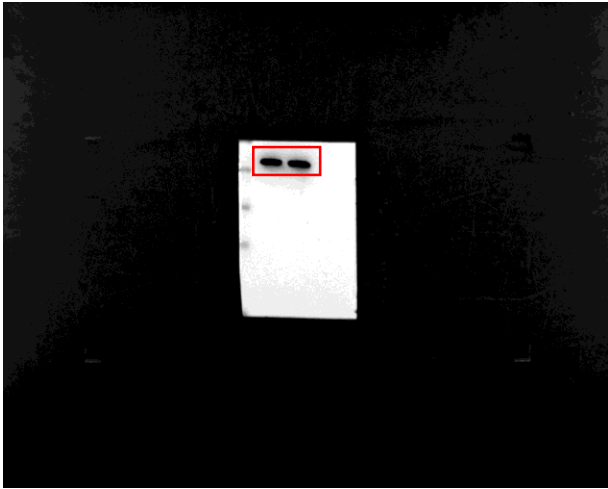

Fig. S17 Uncropped western blot images for Additional file 1: Fig. S11q. Red boxes indicate cropped regions.

Fig. S18

IB: Puromycin

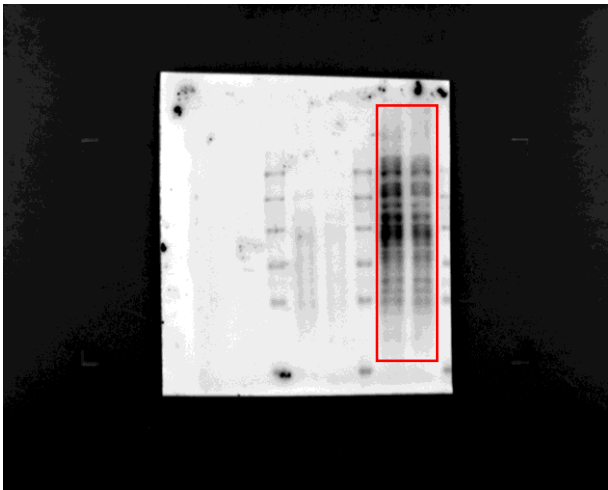

IB: HA (RfxCas13d)

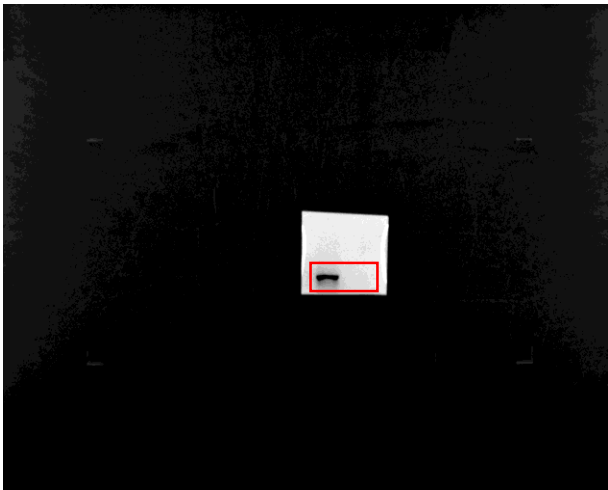

IB: Flag (tdTomato)

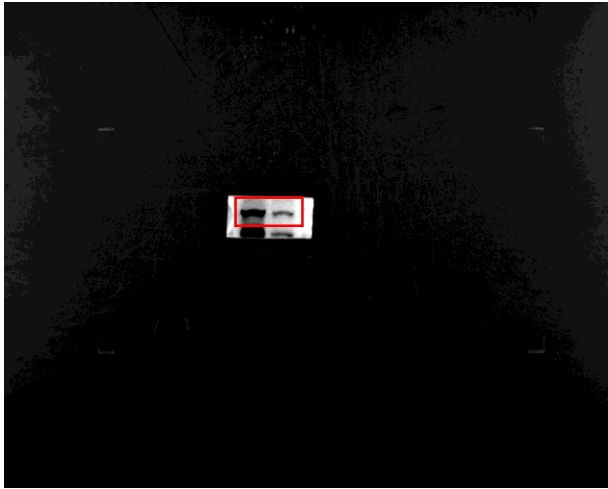

IB: ACTB

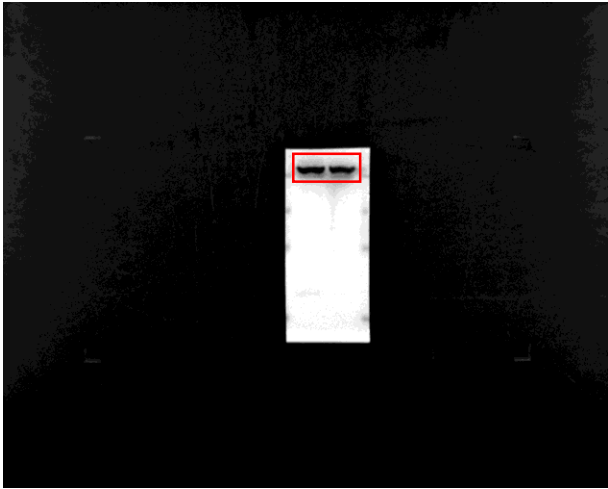

Fig. S18 Uncropped western blot images for Additional file 1: Fig. S11r. Red boxes indicate cropped regions.

Fig. S19

IB: HA (RfxCas13d)

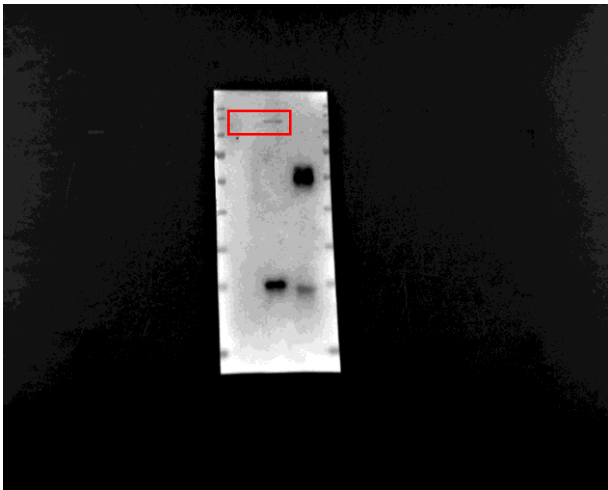

IB: GAPDH

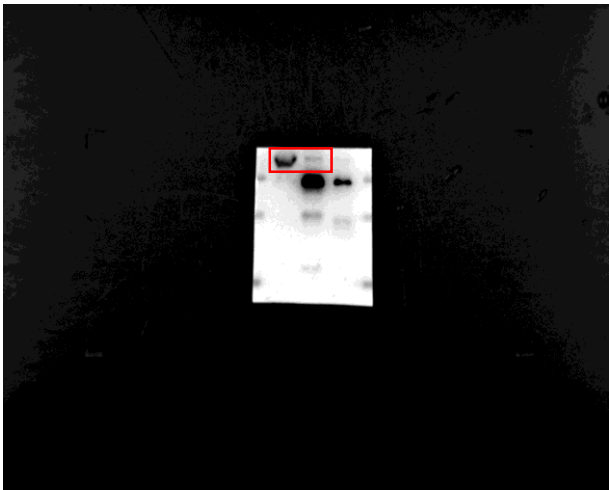

Fig. S19 Uncropped western blot images for Response Fig. 1a (First revision). Red boxes indicate cropped regions.

Fig. S20

IB: HA (RfxCas13d)

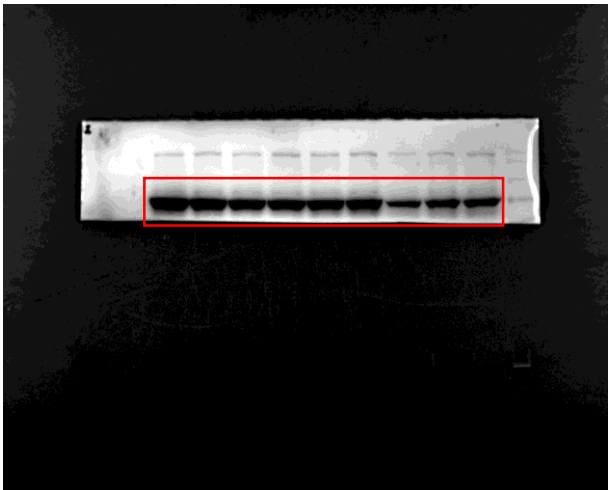

IB: GAPDH

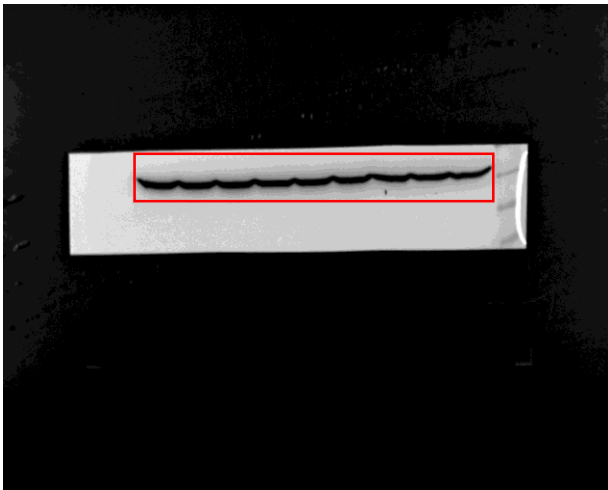

Fig. S20 Uncropped western blot images for Response Fig. 4a (First revision). Red boxes indicate cropped regions.

Fig. S21

IB: HA (RfxCas13d)

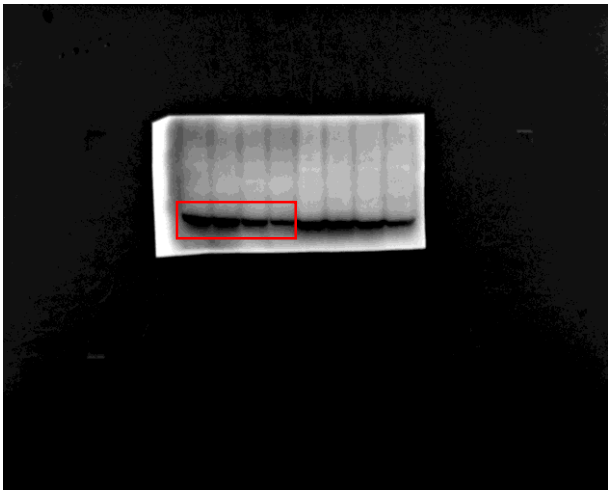

IB: GAPDH

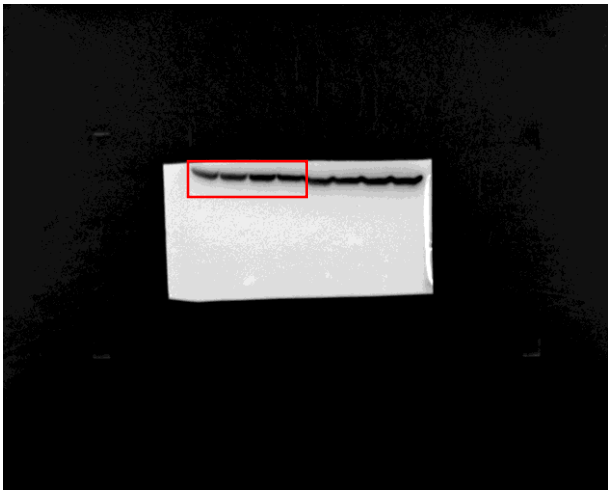

Fig. S21 Uncropped western blot images for Response Fig. 9a (First revision). Red boxes indicate cropped regions.

Fig. S22

IB: HA (RfxCas13d)

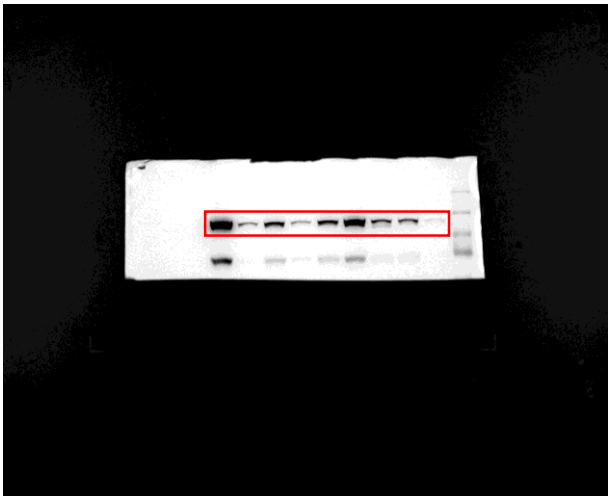

IB: HA (SIK3-S)

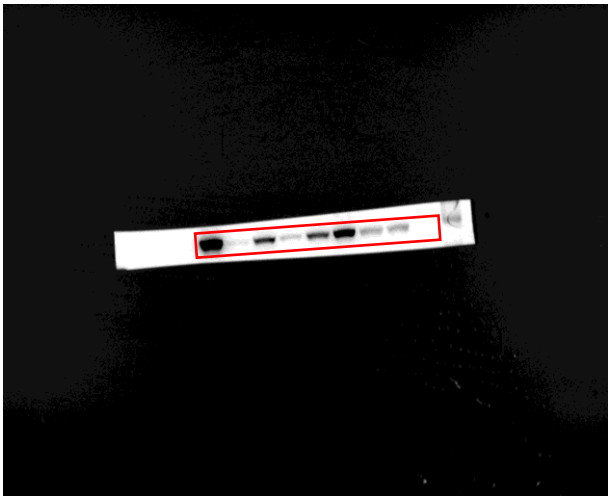

IB: ACTB

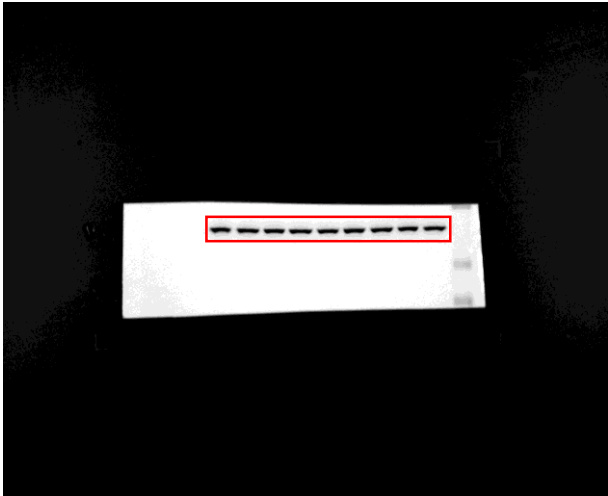

Fig. S22 Uncropped western blot images for Response Fig. 3b (Second revision). Red boxes indicate cropped regions.

Fig. S23

IB: HA (RfxCas13d)

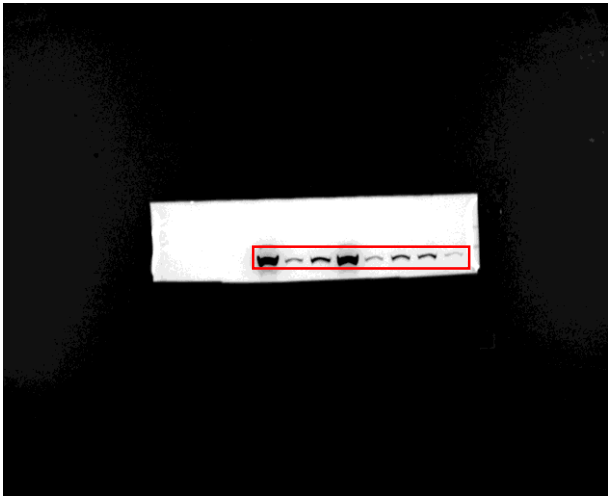

IB: Flag (tdTomato)

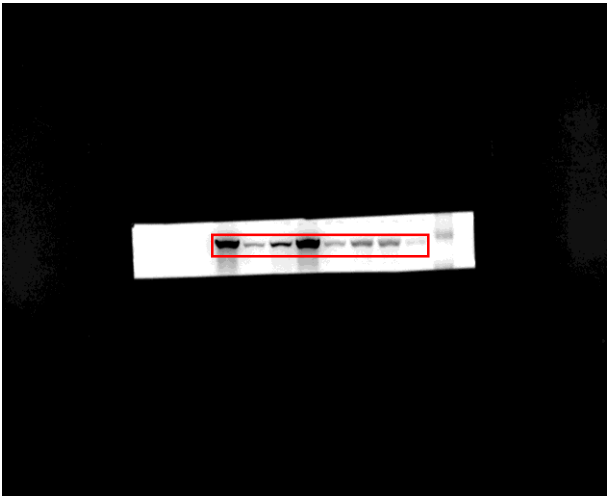

IB: ACTB

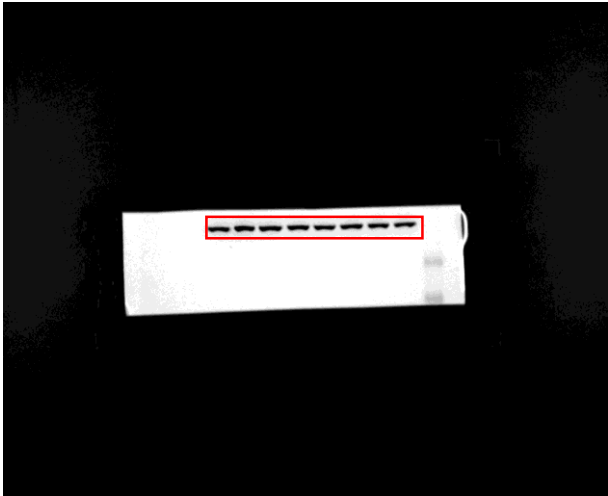

Fig. S23 Uncropped western blot images for Response Fig. 3c (Second revision). Red boxes indicate cropped regions.

How the deposited data were processed for this re-analysis (not part of the article)

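N2a cells were transfected with RfxCas13d or dRfxCas13d, alone, with NT crRNA or with 1 of 7 targeting crRNAs, and RNA of the sorted GFP-positive cells was sequenced 48 h later, with 2 libraries for each of 18 groups. The authors aligned the trimmed reads to mm10 with Subread, counted them with featureCounts and normalized the counts by the FPKM formula. The versions of these tools, the gene annotation, the strand setting and any filter are not given in the sources used here. The authors identified DEGs with DESeq2. The deposited table holds FPKM rounded to 3 decimals for each library and no counts, so a count model was not used here. All of its per-sample columns were used. The paper's Table S3 was held only in part and was not used for any test. The RNA-seq of other cells and tissues in the paper was not analysed here.

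Groups were taken from the sample labels. The number after Rbfox3 crRNA differs between the titles (5) and the other labels (6), and the paper's number was used. Fragments per library were estimated from 1646 genes with a single exon: the smallest step between low values of a gene is worth 1 fragment, and 94.7 to 98.4% of the values used came out whole within a tolerance of 0.1 fragments. The estimates served to describe depth, not to test genes. Exon lengths came from GENCODE vM21 and covered 98.2% of the symbols.

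The FPKM were scaled by the median-of-ratios factor of each library and tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with 1 mean per group, contrasts and moderated variances with an intensity trend. Genes with an FPKM of at least 1 in at least 2 of the 36 libraries were tested, 13293 in all, of which 12048 are protein-coding. A gene was called at an adjusted p under 0.05 and a fold change of at least 2. The comparisons were RfxCas13d against dRfxCas13d under each of the 9 crRNA conditions, dRfxCas13d with each targeting crRNA against dRfxCas13d with NT crRNA, the mean of the 7 targeting comparisons, and 5 interactions: targeting against NT crRNA, NT crRNA against none, and for Sik3-S, Map2 and Mapt the crRNA lethal in the paper's mice against the other. Common DEGs are those called in the same direction with all 7 targeting crRNAs. With 2 libraries against 2 the smallest two-sided p of an exact permutation test is 0.333, so single genes were tested in the model of all libraries, and in limma fits of 4 libraries only as an alternative. In 1 set of simulated values with the spread of the data, only genes with a mean level of at least 5 FPKM were changed. A fold of 2.5 was called for 94.0% of them in a comparison of 2 libraries with 2 and for 98.5% in the mean contrast. There were 2 and 0 false calls among the 13293 genes. A fold of 1.5 was called for 0%, as it is under the fold threshold. The noise was normal on the log2 scale, without outlying libraries or steps of single fragments. The simulation therefore does not cover genes with low FPKM or short entries.

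Gene lists were fixed by symbol: replication-dependent histones, histone variants, cytosolic and mitochondrial ribosomal proteins, nuclear and mitochondrially encoded respiratory chain genes, immediate early genes, targets of the integrated stress response and of p53, interferon-stimulated and RNA-sensing genes, G1/S and G2/M genes, snoRNA host genes, short RNAs without a poly(A) tail, ribosomal RNA, nuclear-retained long non-coding RNAs, translation factors, ribosome biogenesis factors, proteasome subunits, neuronal genes, and markers of fibroblasts, macrophages and glia. The table holds 0 mitochondrially encoded genes. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and among the common DEGs with Fisher's exact test. The standard error of a list's median comes from 1000 bootstrap draws of its genes, which are not independent.

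Named genes were chosen by a rule: the 10 largest increases and 10 largest decreases of the mean contrast with every RfxCas13d library above (or below) every dRfxCas13d library of the same crRNA, the 5 largest of each direction without crRNA and with NT crRNA, the 3 largest of each direction (or all where 10 or fewer) with dRfxCas13d against NT crRNA, the targeted genes, and of each list the 4 members with the smallest p. Some of these are given only in counts. About 30 lines of Table S3 had been seen when the rule was written.

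The results were recomputed at pseudocounts of 0.5 and 0.1, without the filter, with a mean FPKM of at least 5, with the FPKM as deposited, after quantile normalization, from only the 4 libraries of a comparison, with a term for replicate number, with the trend of fold change on exon length removed (lowess span 0.3), with both of these, and without each library in turn. The fit of only 4 libraries was run for the comparisons of 2 groups and the common DEGs, not for the mean contrast, the interactions or the lists, and the lists were not tested among protein-coding genes only. A mean FPKM of at least 5 left too few genes for 4 of the 22 lists, and 1 list had no exon lengths. A fit of protein-coding genes only was added after seeing the data. For length-matched values each gene of a list was set against the 20 genes nearest in exon length outside every list. Exon length is that of the exons of all transcripts of a gene taken together. Another match used transcript length, and neither considered FPKM.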

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

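The interferon-stimulated genes belong to the lists written before the data were examined. The tests of explanations for their change reported here were chosen only after the result was seen. So was the naming of genes in the interaction contrasts.

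Interferon-stimulated and RNA-sensing genes, which the paper does not discuss for these cells, were lower in RfxCas13d than in dRfxCas13d without crRNA, with NT crRNA and with most targeting crRNAs. Camera's test did not pass with Mapt crRNA 6 (median -0.13, standard error 0.154, 12 of 25 genes positive, adjusted p = 0.361) or Mapt crRNA 4 (median -0.29, adjusted p = 0.0502), and with Map2 crRNA 3 (median -0.21) it passed at the preset correlation only (adjusted p = 0.0998 with an estimated correlation). The median log2 fold change of the 25 genes was -0.63 without crRNA (standard error 0.116, adjusted p = 5.58e-32 from camera, 1.06e-08 with an estimated correlation), -0.56 with NT crRNA and -0.40 in the mean of the 7 targeting crRNAs (adjusted p = 8.83e-04; 0.0164 with an estimated correlation). Usp18, Irf7, Mx2 and the RNA sensor Ddx58 were the 4 members called lower in that mean, at -1.67, -1.29, -1.10 and -1.03; Ddx58 was not called with the length trend removed (-0.93). RNA cleavage set off by a targeting crRNA as the whole cause is at odds with the -0.63 without any crRNA. The choice among the scalings is at odds with a median of -0.61 or lower under the other scalings in the same comparison. All of them set the median of all genes near 0, so the change is relative to other genes. A difference between the RfxCas13d and dRfxCas13d plasmids or their transfections is a candidate explanation that cannot be told apart from the activity of the nuclease, since the median of the list was below 0 in 9 of 9 comparisons, though by less than its standard error with Mapt crRNA 6, and each of them sets 1 plasmid against the other.

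Short RNAs without a poly(A) tail, also outside the genes the paper discusses, were higher with NT crRNA, with a median of 0.38 over 113 genes (standard error 0.110, adjusted p = 0.0322 from camera; 0.0228 with an estimated correlation) and 11 called higher, 1 lower (10 and 1 adjusted over the list alone). In the mean of the 7 targeting crRNAs the median was 0.95 (standard error 0.128, adjusted p = 9.80e-06; 3.03e-04 with an estimated correlation), with 52 called higher and none lower (52 adjusted over the list alone).

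Replication-dependent histone genes were higher with targeting crRNAs, and most of their transcripts also end without a poly(A) tail. Gene length bias as the whole cause is at odds with a difference of 1.02 (standard error 0.137) from genes of like exon length. Against genes of like transcript length the difference was also 1.02 (standard error 0.153). Neither match considered FPKM. The choice among the scalings is at odds with a median of 1.13 or more under the other scalings. All of them set the median of all genes near 0, so they cannot show a shift shared by all genes. The rise is therefore relative to other genes. Carry-over of RNA without a poly(A) tail into the libraries is a candidate explanation. The short RNAs without such a tail had a median of 0.95 beside the histone median of 1.14, which is as high as this explanation requires. However, their snoRNA entries can take reads of the genes they lie in. The snoRNA host genes had medians from 0.17 to 0.75 with the 7 targeting crRNAs. The short RNAs can therefore rise without carry-over, and their median cannot decide the question. More cells in S phase is not excluded, and the G1/S genes do not settle it. Without crRNA they had a median of 0.18 (39 of 41 genes positive, adjusted p = 6.02e-08 from camera with an estimated correlation) beside a histone median of -0.03. With NT crRNA and with Map2 crRNA 1 they were also higher, and there the histone medians were above 0. In the mean of the 7 the G1/S genes went both ways with a median of 0.059 (standard error 0.0835), neither above 0.2 nor below 0 by 2 times its error. This median was -0.023 after quantile normalization and 0.13 with the length trend removed. The paper found arrest in G1 phase with targeting crRNAs, but in HEK293T cells. No value here separates carry-over or more cells in S phase from an effect of collateral activity on histone transcripts themselves.

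Cytosolic ribosomal protein genes were higher with targeting crRNAs, by less. Against genes of like exon length the difference was 0.41 (standard error 0.0624) in the mean of the 7. This is at odds with gene length as the whole cause. Exon length here counts the exons of all transcripts of a gene. Against genes of like transcript length the difference was 0.35 (standard error 0.0378). Neither match considered FPKM, and the scale understates changes of genes with low FPKM. Length and level are therefore not separated. The choice among the scalings is at odds with a median of 0.35 or more under the other scalings. All of them set the median of all genes near 0, so they cannot show a shift shared by all genes. The rise is therefore relative to other genes. That the change needs both the nuclease and a targeting crRNA is consistent with medians within 0.1 of 0 in 5 of the 7 dRfxCas13d comparisons with NT crRNA, but stays open, since the other 2 had -0.14 (Map2 crRNA 1) and 0.13 (Map2 crRNA 3), and the RfxCas13d median with Map2 crRNA 3 was 0.23, under the 0.3 set for each crRNA. The set's call in the mean of the 7 was lost with an estimated correlation (adjusted p = 0.0841).

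The effect of RfxCas13d differed between groups in 5 interaction tests by limma, counted at a difference of at least 2 times and an adjusted p under 0.05. Between targeting and NT crRNA 110 genes differed, and 97 without RfxCas13d+NT crRNA replicate 1, the library with liver transcripts; Alb, Apoa1 and Trf, liver transcripts at 263, 61.0 and 68.6 FPKM in it, are among the 110. Between NT crRNA and no crRNA 34 genes differed, with Rnu12 at 4.20, H4c9 at 2.15 and Marveld2 at -1.54. That number was 22 without RfxCas13d replicate 1, without RfxCas13d+NT crRNA replicate 1 or without dRfxCas13d replicate 1, and 20 without dRfxCas13d replicate 2.

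Between the crRNAs that were lethal and not lethal in the paper's mice, 31 genes differed for Map2 crRNA 3 against crRNA 1, 29 of them negative, with Rps29 at -1.83 (adjusted p = 7.77e-03 from limma) and the histone genes H3c8 and H2ac15 at -1.76 and -1.72. There were 20 without dRfxCas13d+Map2 crRNA 1 replicate 1. For Sik3-S crRNA 8 against crRNA 1 there were 5: Mir7652 at 3.60, Mir3077 at 1.55, Ubp1 at 1.30 (adjusted p = 1.45e-08), Tnfrsf4 at 1.09 and Psmd11 at -1.01. That number was 2 without RfxCas13d+Sik3-S crRNA 1 replicate 1 or without dRfxCas13d+Sik3-S crRNA 8 replicate 2, and 3 without dRfxCas13d+Sik3-S crRNA 8 replicate 1. For Mapt crRNA 6 against crRNA 4 there was 1, Mir181d at 1.10; there were 0 without RfxCas13d+Mapt crRNA 4 replicate 2 or RfxCas13d+Mapt crRNA 6 replicate 1, 4 without RfxCas13d+Mapt crRNA 6 replicate 2, and 2 without dRfxCas13d+Mapt crRNA 6 replicate 1 or dRfxCas13d+Mapt crRNA 6 replicate 2, where limma gave 1160 genes an unadjusted p under 0.05 with all libraries.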

How the results depend on the processing

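The tests on protein-coding genes only were chosen after seeing the data; all other settings were planned. The 36 libraries hold an estimated 8690000 to 16550000 fragments and the RfxCas13d libraries are deeper, which limits the precision of short entries most: of 52 named calls outside the mean contrast, 39 are for genes under 300 nt. In the mean of the 7 targeting crRNAs the 43 named values kept their call and direction in all 28 leave-one-out fits, while 7 lost the call with the length trend removed and 4 after quantile normalization. Of 20 named values without crRNA or with NT crRNA, 12 lost it in some leave-one-out fit and 14 when only the 4 libraries of the comparison were fitted; of 32 in dRfxCas13d against NT crRNA, 24 and 32 did. The log2 fold change of Alb, RfxCas13d+NT crRNA vs dRfxCas13d+NT crRNA, reversed to -0.12 without RfxCas13d+NT crRNA replicate 1 and was at 7.71 without RfxCas13d+NT crRNA replicate 2. A library left alone in its group is assumed to vary like the other groups. Counts of DEGs stayed within 1.5 times in 23 of 23 results with the FPKM as deposited, with the length trend removed and with the replicate block (the replicate numbers do not pair the libraries, with 0 of 153 pairs of groups correlated above 0.1), and in 11 with a pseudocount of 0.5, 5 with 0.1 and 3 with a mean FPKM of at least 5. The length trend could not be applied to 1 list without exon lengths, the ribosomal RNA, and the mean FPKM of at least 5 left 4 lists without enough genes. The cause was not tested for any of the changes below, except that fewer genes were tested under a stricter filter or for protein-coding genes only and fewer libraries were fitted where so named.

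With a pseudocount of 0.5 the number of DEGs was 41 without crRNA, 152 with NT crRNA, 628 with Sik3-S crRNA 1, 587 with Sik3-S crRNA 8, 342 with Map2 crRNA 3, 641 with Rbfox3 crRNA 5 and 523 in the mean of the 7. For dRfxCas13d against NT crRNA it was 21 with Sik3-S crRNA 8, 26 with Map2 crRNA 3, 42 with Mapt crRNA 4, 86 with Mapt crRNA 6 and 33 with Rbfox3 crRNA 5. With a pseudocount of 0.1 these were 57, 217, 875, 822, 550, 852 and 873, and 36, 30, 59, 1.2e+02 and 52; Map2 crRNA 1 gave 972, Mapt crRNA 4 897, Mapt crRNA 6 854, targeting against NT crRNA 240, Mapt crRNA 6 against 4 gave 0 and the common DEGs were 207. The fibroblast markers had a median of 0.018 there, reversed. Without the filter NT crRNA gave 124 DEGs and Sik3-S crRNA 8 against 1 gave 3; stress response targets (0.079), G1/S genes (0.059), G2/M genes (0.075) and neuronal genes (0.069) passed the set test; the p53 targets (-0.014) changed sign and the fibroblast markers came to 0.

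With a mean FPKM of at least 5 the counts were 12 without crRNA, 29 with NT crRNA, 191 and 207 with Sik3-S crRNA 1 and 8, 252 and 89 with Map2 crRNA 1 and 3, 242 and 249 with Mapt crRNA 4 and 6, 194 with Rbfox3 crRNA 5, 172 in the mean and 49 in common. For dRfxCas13d they were 3 (Sik3-S crRNA 8), 1 (Map2 crRNA 1), 10 (Map2 crRNA 3), 11 (Mapt crRNA 4), 20 (Mapt crRNA 6) and 12 (Rbfox3 crRNA 5), and for the interactions 52 (targeting against NT crRNA), 11 (NT against no crRNA) and 3 (Sik3-S crRNA 8 against 1). Translation factors no longer passed there (0.076) or with the FPKM as deposited (0.055). Quantile normalization gave 3 for Sik3-S crRNA 8 against 1, reversed stress response targets (-0.046), G1/S genes (-0.023), translation factors (-0.12), ribosome biogenesis factors (-0.00476) and neuronal genes (-0.027), and proteasome subunits no longer passed (0.12). With the length trend removed, with or without the replicate block, G2/M genes passed (0.13), translation factors (0.086) and ribosome biogenesis factors (0.13) did not, and nuclear-retained RNAs (0.20), fibroblast (0.18) and glial markers (0.028) reversed; with both, dRfxCas13d with Map2 crRNA 1 gave 4.

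From only the 4 libraries of the comparison, limma called 0 genes without crRNA and 0 for dRfxCas13d with Sik3-S crRNA 8, Map2 crRNA 1, Map2 crRNA 3, Mapt crRNA 4, Mapt crRNA 6 and Rbfox3 crRNA 5, against 2462, 2336, 1793, 2199, 3102, 4597 and 3660 at an unadjusted p under 0.05 in the fit of all libraries. Among protein-coding genes only there were 15 without crRNA, 47 with NT crRNA, 6, 0, 7, 7, 27 and 7 for the same dRfxCas13d comparisons, 69 for targeting against NT crRNA, 3 for Sik3-S crRNA 8 against 1 and 0 for Mapt crRNA 6 against 4. In leave-one-out fits dRfxCas13d against NT crRNA ranged from 3 to 5 (Sik3-S crRNA 1), 7 to 12 (Sik3-S crRNA 8), 3 to 5 (Map2 crRNA 1), 10 to 14 (Map2 crRNA 3), 10 to 46 (Mapt crRNA 4) and 20 to 39 (Rbfox3 crRNA 5), and the interactions from 20 to 39 (NT against no crRNA), 2 to 5 (Sik3-S), 20 to 36 (Map2) and 0 to 4 (Mapt).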

Differences from the paper's values

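No tests here were chosen after the values were seen except the fit of protein-coding genes only, and the paper's 3 and 17 were set beside the second highest and the highest count here once these were known, since the text does not say which comparisons they are. The thresholds are the paper's, but the paper's test was DESeq2 and the one here is limma on log2(FPKM + 1).

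Without crRNA the paper's number of DEGs is 6 and the number here is 23. Of the alternatives set before the data were examined none came within 1.5 times of the paper's 6, from 0 when only the 4 libraries of the comparison were fitted and 12 with a mean FPKM of at least 5 to 57 with a pseudocount of 0.1.

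With a crRNA the paper's lowest number is 194 and the lowest here is 75, with NT crRNA; the paper's text does not say whether its range includes NT crRNA, its figure of the counts was not available and its table was held only in part, and over the 7 targeting crRNAs alone the lowest here is 191. With NT crRNA included, the value fell within 1.5 times of the paper's with pseudocounts of 0.5 (152) and 0.1 (217), and not without the filter (124), with a mean FPKM of at least 5 (29), with the FPKM as deposited (78), after quantile normalization (79), with the replicate block (76), with the length trend removed (84), with both (82) or from only the 4 libraries of the comparison (55). The paper's highest number is 1179 and the highest here is 482. It was within 1.5 times of the paper's with a pseudocount of 0.1 (972) and with no other setting, from 252 with a mean FPKM of at least 5 to 718 with a pseudocount of 0.5.

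The paper's number of common DEGs is 185 and the number here is 79. A pseudocount of 0.1 gave 207, within 1.5 times of the paper's. The other settings did not, from 49 with a mean FPKM of at least 5 to 115 with a pseudocount of 0.5.

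For dRfxCas13d with a targeting crRNA against NT crRNA the paper's numbers, where any DEGs were found, are 3 and 17, and the second highest and highest numbers here are 19 and 54. For the paper's 17, a mean FPKM of at least 5 gave 20, within 1.5 times of it, and the other settings set before the data were examined did not, from 0 with only the 4 libraries of the comparison through 86 with a pseudocount of 0.5 to 1.2e+02 with one of 0.1. For the paper's 3 none did, from 0 to 59. Protein-coding genes only, a fit chosen after seeing the values, gave 7 and 27, neither within 1.5 times of the paper's.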

Other observations

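The tests of liver transcripts were chosen only after the result was seen, and so was the choice of the genes named from the interactions.

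Beyond histones and ribosomal proteins, several other lists had positive medians with targeting crRNAs, most of them not past the threshold with an estimated correlation, while targets of the integrated stress response and of p53 did not pass the set test. In the mean of the 7, 5 of 77 nuclear-encoded respiratory chain genes were called higher and none lower (5 adjusted over the list alone), with a median log2 fold change of 0.42 (standard error 0.0622, adjusted p = 1.63e-10 from camera; adjusted p = 0.124 with an estimated correlation). Atp5mpl, a small subunit of ATP synthase, rose by 1.29, and Atp5k, Ndufa2 and Uqcr10 had 1.07, 1.05 and 1.09, none of the last 3 called after quantile normalization or with the length trend removed. Of 34 immediate early genes, which the paper measured in other cells, Gadd45g and Gadd45b were called higher (2 adjusted over the list alone), with a list median of 0.27 (adjusted p = 8.83e-04; 0.0207 with an estimated correlation). The immediate early genes moved more with targeting than with NT crRNA, by a median of 0.39 (adjusted p = 8.20e-05 with an estimated correlation), part of which lies in the dRfxCas13d libraries, where they were lower than with NT crRNA with Sik3-S crRNA 1 (-0.10, adjusted p = 1.80e-03 with an estimated correlation) and Map2 crRNA 3 (-0.09, adjusted p = 5.28e-03). With Rbfox3 crRNA 5 alone of the 7 they did not pass (0.19, adjusted p = 0.0811; adjusted p = 0.226 with an estimated correlation). Mitochondrial ribosomal proteins had a median of 0.29 over 77 genes with 2 called, Mrpl34 at 1.38 and Mrpl36 at 1.15 (adjusted p = 5.75e-05; adjusted p = 0.112 with an estimated correlation); Mrpl36 was not called with the length trend removed. Proteasome subunits had 0.24 over 37 genes with none called by limma (camera's adjusted p = 7.73e-06; adjusted p = 0.124 with an estimated correlation). Of 17 snoRNA host genes Snhg20 was called, at 1.18, with a median of 0.48 (adjusted p = 9.23e-06; adjusted p = 0.0841 with an estimated correlation), and of 10 histone variants H2aj, at 1.54, with a median of 0.47 (adjusted p = 8.91e-04; adjusted p = 0.0841 with an estimated correlation).

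Targets of the integrated stress response (median 0.10, adjusted p = 0.125) and of p53 (0.11, adjusted p = 0.20) did not pass camera's test, and the same holds in the mean of the 7 for G2/M genes (0.07, adjusted p = 0.0615), neuronal genes (0.10, adjusted p = 0.0915), nuclear-retained long non-coding RNAs (-0.09, adjusted p = 0.507) and the 2 ribosomal RNA entries (0.68, adjusted p = 0.237). Ribosome biogenesis factors had 0.12 over 42 genes with Nop10 called (adjusted p = 0.0112; 0.0355 with an estimated correlation) and translation factors 0.08 over 39 genes (adjusted p = 0.0415; adjusted p = 0.124 with an estimated correlation). After quantile normalization the medians of the stress response targets, neuronal genes, ribosome biogenesis factors and translation factors turned negative. Markers of fibroblasts (4 genes, -0.05), macrophages (3 genes, -0.11) and glia (2 genes, -0.07) held no called gene in the mean of the 7. In single comparisons the macrophage marker Cd68 was called higher with Sik3-S crRNA 1, Map2 crRNA 1 and Mapt crRNA 4, and Lyz2 lower with Map2 crRNA 1 and Rbfox3 crRNA 5, 2 genes named after their values were seen. In single comparisons the G2/M genes were higher at both correlations without crRNA (median 0.13, 45 of 50 positive, adjusted p = 2.21e-06 with an estimated correlation), with NT crRNA (0.18, 46 of 50 positive, adjusted p = 7.85e-06), with Sik3-S crRNA 1 (0.14, adjusted p = 6.32e-03), Sik3-S crRNA 8 (0.09, adjusted p = 0.0464), Map2 crRNA 1 (0.15, adjusted p = 4.71e-03) and Map2 crRNA 3 (0.11, adjusted p = 0.0438), and the G1/S genes without crRNA, with NT crRNA (0.12, adjusted p = 3.23e-04) and with Map2 crRNA 1 (0.12, adjusted p = 0.0416). In dRfxCas13d against NT crRNA the G1/S genes were higher with Mapt crRNA 6 (0.13, adjusted p = 4.50e-04 with an estimated correlation), Map2 crRNA 3 (0.09, adjusted p = 1.21e-04) and Mapt crRNA 4 (0.05, adjusted p = 0.0346), and the G2/M genes with Mapt crRNA 6 (0.07, adjusted p = 0.0234).

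Between Map2 crRNA 3, lethal in the paper's mice, and Map2 crRNA 1, the log2 fold change of RfxCas13d against dRfxCas13d differed for histone genes by a median of -0.73 (4 of 57 called negative, 13 adjusted over the list alone; adjusted p = 5.19e-05 from camera with an estimated correlation) and for ribosomal protein genes by -0.50 (8 of 81 called negative and 1 positive, 8 and 1 adjusted over the list alone; adjusted p = 1.32e-03 with an estimated correlation). Part of the latter lies in the dRfxCas13d libraries, where the ribosomal protein genes had a median of -0.14 with Map2 crRNA 1 and 0.13 with Map2 crRNA 3 against NT crRNA, with 3 called higher with Map2 crRNA 3. Between Sik3-S crRNA 8 and crRNA 1 the histone genes differed by 0.19 (adjusted p = 0.112) and the ribosomal protein genes by 0.0088 (adjusted p = 0.709), and between Mapt crRNA 6 and crRNA 4 by -0.12 (adjusted p = 0.219) and -0.03 (adjusted p = 0.261). The other lists were also tested between these pairs of crRNAs, and their values are not given here. Rbfox3, at 0.0316 FPKM, was the least expressed target by far, yet histone genes had a median of 1.01 and short RNAs without a poly(A) tail of 0.96 with its crRNA.

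The fold change was related to gene length. Across 13204 genes, which are not independent replicates, Spearman's correlation of exon length with log2 fold change was -0.39 in the mean of the 7, -0.20 with NT crRNA and -0.07 without crRNA. Genes of 8000 nt or more had a median of -0.24 in the mean of the 7 and those of 1000 to 2000 nt a median of 0.21. Against genes of like length the respiratory chain genes were higher by 0.31 (standard error 0.0526) and short RNAs without a poly(A) tail by 0.91 (standard error 0.127). Genes under 300 nt, these RNAs included, had medians of 0 to 0.011 with the single targeting crRNAs. An entry at 0 FPKM in both groups gives a change of 0, so the match of the short RNAs says little about length.

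Interferon-stimulated genes had a difference of 0.28 between the change with targeting and with NT crRNA (adjusted p = 2.72e-03 from camera; 0.0243 with an estimated correlation). In dRfxCas13d they were lower with each targeting crRNA than with NT crRNA, with medians from -0.66 to -0.16, all against the same NT crRNA libraries.

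RfxCas13d+NT crRNA replicate 1 held transcripts of liver: Alb at 263 FPKM, Trf at 68.6, Apoa1 at 61.0, Ahsg at 41.0 and Fabp1 at 32.2, against medians of 0.127, 0.64, 1.38, 0 and 0 in the other libraries. All 30 genes listed were highest in it and 0 of them in any other library. Rbp4, at 41.5, is also expressed in N2a cells, with a median of 27.1 in the others. The cells had been sorted for GFP before RNA was extracted.

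The genes called in the mean of the 7 targeting crRNAs were set against other splits of the libraries. Of 100 splits of the 28 libraries into 14 and 14, 1 called as many as the real one (itself), with 314 genes, and the highest of the others called 0. Each of the others has libraries of both nucleases on each side, which adds their difference to the spread and makes calls unlikely. The splits cannot exclude chance differences between transfections, which the labels do not identify.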
